# The E3 ubiquitin ligase mechanism specifying targeted microRNA degradation

**DOI:** 10.1038/s41586-026-10232-0

**Published:** 2026-03-18

**Authors:** Jakob Farnung, Elena Slobodyanyuk, Peter Y. Wang, Lianne W. Blodgett, Daniel H. Lin, Susanne von Gronau, Brenda A. Schulman, David P. Bartel

**Keywords:** RNA, Ubiquitylated proteins, RNA-binding proteins, Cryoelectron microscopy, miRNAs

## Abstract

MicroRNAs (miRNAs) associate with Argonaute (AGO) proteins to form complexes that down-regulate target RNAs, including messenger RNAs from most human genes^1–3^. Within each complex, the miRNA pairs to target RNAs, and AGO provides effector function while also protecting the miRNA from cellular nucleases^2–5^. Although much is known about miRNA-directed gene regulation, less is known about how miRNAs themselves are regulated. One pathway that regulates miRNAs involves unusual targets called ‘trigger’ RNAs, which reverse the canonical regulatory logic and instead down-regulate miRNAs^6–9^. This target-directed miRNA degradation (TDMD) is thought to require a cullin–RING E3 ligase because it depends on the cullin protein CUL3 and other ubiquitylation components, including the BC-box protein ZSWIM8 (refs. ^10,11^). ZSWIM8 is required for murine perinatal viability and for destabilization of most short-lived miRNAs, which suggests biological importance of TDMD^11–13^. Here, biochemical and cellular assays establish AGO binding and polyubiquitylation by the ZSWIM8–CUL3 E3 ligase as the key regulatory steps of TDMD, and thereby define a unique cullin–RING E3 ligase class. Cryogenic electron microscopy analyses show ZSWIM8 recognizing distinct AGO and RNA conformations shaped by pairing of the miRNA to the trigger. Specificity of AGO ubiquitylation is established through generalizable RNA–RNA, RNA–protein and protein–protein interactions. The substrate features recognized by the E3 ligase do not conform to a conventional degron^14,15^ but instead establish a two-RNA-factor authentication mechanism for specifying a protein ubiquitylation substrate.

## Abstract (web summary)

Target-directed microRNA degradation is driven by the atypical ZSWIM8–CUL3 E3 ubiquitin ligase that uses a two-RNA-factor authentication mechanism to specifically recognize AGO–miRNA–trigger RNA complexes and polyubiquitylate AGO.

## Main

Metazoan microRNAs (miRNAs) recognize their messenger RNA (mRNA) targets primarily through pairing between the miRNA ‘seed’ region (miRNA nucleotides 2–8) and sites within the mRNA 3′ untranslated regions^16^. By contrast, the unusual transcripts that trigger miRNA degradation not only pair to the miRNA seed region but, following an internal loop involving the miRNA central region, also pair extensively to the miRNA 3′ region^8,9^. Although these trigger sites presumably afford greater affinity to the Argonaute (AGO)–miRNA complex owing to pairing to the miRNA 3′ region^17^, this increased affinity is insufficient to explain the selectivity of the target-directed miRNA degradation (TDMD) machinery for the vastly outnumbered trigger-bound complexes. For a miRNA undergoing TDMD, trigger sites in the cellular transcriptome typically number approximately 100 (refs. ^11,18^), which, when compared with the approximately 100,000 seed-matched sites residing within mRNA 3′ untranslated regions^19^, present a stoichiometric challenge for molecular recognition.

Understanding of TDMD has come mainly from genetic analyses, which revealed key factors involved in TDMD, and molecular and physiological consequences of losing those factors^10–13,20–22^. This pathway appears to affect many metazoan miRNAs. Current tallies of ZSWIM8-sensitive miRNAs include over 50 in human cell lines, over 50 in mouse tissues, 21 in *Drosophila* embryos and cells and 22 in nematodes^11–13,20,22,23^. Additionally, some herpesviruses express trigger RNAs that direct decay of host miRNAs^7,24–26^. The breadth and magnitude of ZSWIM8-mediated miRNA regulation presumably underlie the lethality of ZSWIM8 knockout in both flies and mice^12,13,20,21^, although other functions have also been proposed for ZSWIM8 (refs. ^27–32^).

In the current model for TDMD, the binding of a trigger RNA to the AGO–miRNA complex causes a conformational change that is recognized by a ZSWIM8–CUL3 cullin–RING E3 ligase (CRL) through an unknown mechanism^10,11,33^ (Fig. 1a). This CRL, together with the ARIH1 RBR-type E3 ligase, along with cognate E2 ligases^10^, presumably polyubiquitylates AGO^34–36^, causing its degradation by the 26S proteasome and ultimately leaving the miRNA susceptible to cellular nucleases^10,11^.

**Fig. 1:**
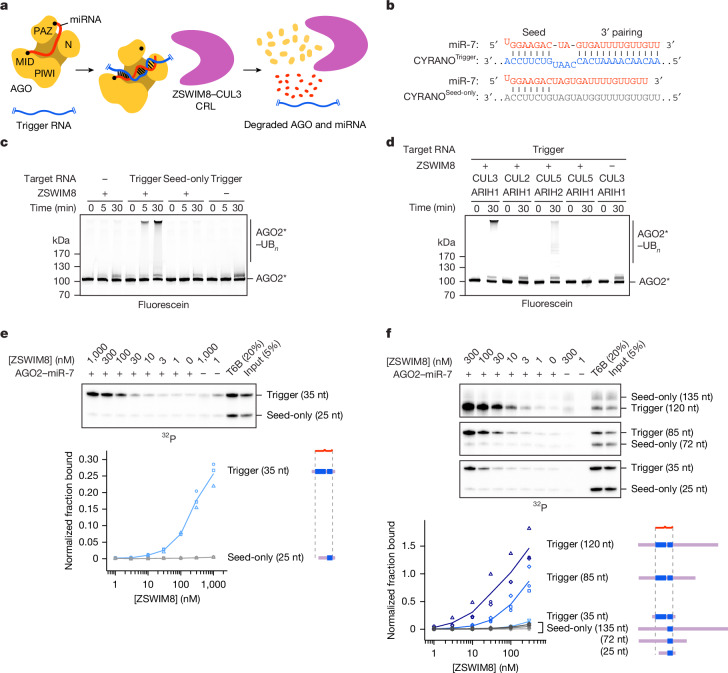
Trigger RNA specifies AGO ubiquitylation by the ZSWIM8–CUL3 E3 ligase through selective ZSWIM8 binding. **a**, Schematic of the proposed mechanism for TDMD. **b**, Diagrams showing pairing between miR-7 and CYRANO^Trigger^ and CYRANO^Seed-only^ target RNAs used for in vitro assays. Vertical lines represent Watson–Crick–Franklin pairing. **c**, Reconstitution of AGO2 polyubiquitylation using the miR-7–CYRANO miRNA–trigger pair. The two target RNAs were CYRANO^Trigger^ (120 nt) and CYRANO^Seed-only^ (135 nt) (Supplementary Table 1). Polyubiquitylated products (AGO2*–UB_*n*_) were resolved by SDS–PAGE and detected by in-gel visualization of fluorescently labelled AGO2 (AGO2*). Shown is a representative experiment; *n* = 2 technical replicates. **d**, In vitro ubiquitylation of AGO2, comparing the activity of different cullin–UB-carrying-enzyme pairs. Otherwise, this panel is as in **c**. *n* = 2 technical replicates. **e**, Reconstitution of ZSWIM8 binding to AGO2–miR-7–CYRANO. Top, in vitro co-IP assay (Extended Data Fig. 1a). AGO2–miR-7 was pre-incubated with radiolabelled target RNAs CYRANO^Trigger^ (35 nt) and CYRANO^Seed-only^ (25 nt) (Supplementary Table 1) and then incubated with excess epitope-tagged ZSWIM8. RNAs that co-IPed with ZSWIM8 were resolved on a denaturing gel, and radioactivity was visualized by phosphor imaging. Bottom, quantification of co-IPed RNA. Values were background-subtracted and normalized to those of the T6B sample. Symbols show results from independent measurements; lines pass through mean values. *n* = 3 technical replicates. At the right are schematics of the RNAs, indicating the degree of miRNA pairing (blue) and relative lengths of flanking regions (purple). **f**, Effect of RNA flanking the miRNA-binding site on ZSWIM8 binding to AGO2–miR-7–CYRANO. Top, in vitro co-IP assay, as in **e**, but target RNAs had extra CYRANO sequence flanking the miRNA-binding site, and heparin (1 µg ml^−1^) was included to reduce non-specific binding of longer RNAs to the beads. Target RNAs from **e** were assayed for comparison. Bottom, quantification of co-IPed RNA, as in **e**. *n* = 3 technical replicates. Source data

The ZSWIM8 CRL belongs to a mix-and-match system of substrate-binding receptors with common ubiquitylation components that assemble in various combinations to form hundreds of different E3 ligases^37^. The CRL that achieves TDMD has some unprecedented features. Genetic data implicate ZSWIM8 and its obligate partner proteins ELOB and ELOC (hereafter referred to collectively as ZSWIM8, except when referring to the *ZSWIM8* gene) as the substrate-binding receptor of a CUL3-based CRL^10,11,27^. However, how these proteins partner within a CRL is not clear; BC-box proteins such as ZSWIM8 are only known to function with CUL2 or CUL5 (refs. ^37,38^), whereas CUL3 is thought to partner exclusively with BTB-type substrate-binding receptors^37^. Moreover, for TDMD, this mix-and-match system of proteins is elaborated with a mix-and-match system of RNAs—the miRNAs and trigger RNAs—that promote polyubiquitylation of their common protein partner. Here we show how these RNAs provide a unique two-RNA-factor authentication mechanism specifying a ubiquitylation substrate.

## Trigger RNA specifies AGO ubiquitylation

Despite genetic and molecular evidence supporting an E3 model for TDMD^10,11^ (Fig. 1a), ubiquitylation of TDMD-competent AGO had not been reported. We purified the genetically defined factors implicated in TDMD and assayed their collective ability to ubiquitylate AGO2 (one of four human AGO paralogues). Fluorescent AGO2 preloaded with miR-7 was polyubiquitylated on multiple surface-exposed lysines in a ZSWIM8-, CUL3- and ARIH1-dependent manner only if also incubated with a 120-nucleotide (nt) fragment of CYRANO, the trigger RNA of human miR-7 (ref. ^18^) (Fig. 1b,c, Supplementary Table 1 and Supplementary Fig. 3). A mutant (‘seed-only’) version of the CYRANO fragment, in which pairing to the 3′ region of miR-7 was disrupted, failed to specify polyubiquitylation. The ZSWIM8–CUL3–ARIH1 E3–E3 assembly was required, as polyubiquitylation was not achieved with other canonical CRL–RBR E3–E3 partnerings (ZSWIM8–CUL2–ARIH1 or ZSWIM8–CUL5–ARIH2)^35,36,39^ (Fig. 1d). Thus, AGO2 associated with a miRNA is a direct substrate for ZSWIM8–CUL3-mediated polyubiquitylation, but essentially only when bound to a trigger RNA.

## ZSWIM8 binds AGO–miRNA–trigger complex

Our in vitro ubiquitylation assay showed that components present in our purified system were sufficient for substrate selectivity. One mechanism for achieving this selectivity would be through preferential binding of ZSWIM8 to the AGO–miRNA–trigger ternary complex. We investigated this possibility with an in vitro co-immunoprecipitation (co-IP) assay designed to detect binding of the ternary complex. Excess purified epitope-tagged ZSWIM8 was incubated with AGO2–miR-7 that had been mixed with two radiolabelled target-RNA species—one harbouring the native CYRANO site, the other, a seed-only site. These RNAs were different sizes (35 and 25 nt, respectively), enabling RNA species co-purifying with ZSWIM8 to be resolved on a denaturing gel (Extended Data Fig. 1a). In parallel, co-IPs were performed with a peptide bait derived from TNRC6, a downstream effector of AGO^2^. This peptide (called ‘T6B’) binds AGO–miRNA complexes irrespective of their bound target RNAs^40^; it was used to normalize for differences in AGO2–miR-7 binding to different target RNAs (Extended Data Fig. 1a).

ZSWIM8 preferentially co-IPed with the AGO2–miR-7–trigger complex, with up to 70-fold enrichment of the trigger-bound complex over its seed-only counterpart (Fig. 1e). As another specificity control, we tested a target designed to represent ‘3′-supplementary’ pairing, a type of pairing that increases affinity to the miRNA but is insufficient to direct miRNA degradation^3,8,9^. As expected, this target with 7 nt of 3′-supplementary pairing was unable to promote ZSWIM8 co-IP (Extended Data Fig. 1b,c). Together, these results indicated that preferential ZSWIM8 binding to the AGO2–miRNA–trigger complex underpins much of the selective activity observed in the in vitro ubiquitylation assay, and presumably also in cells. Beyond imparting preferential ZSWIM8 binding, the trigger RNA could also enhance catalytic efficiency through additional means, such as by orienting AGO lysine residues for more rapid ubiquitylation, or by increasing the processivity of polyubiquitylation.

We next examined whether these binding and polyubiquitylation activities were generalizable to other TDMD-competent AGO–miRNA complexes. ZSWIM8 displayed binding and polyubiquitylation activity towards another TDMD-competent AGO paralogue, human AGO1 (ref. ^11^) (Extended Data Fig. 1d,e), and toward another miRNA–trigger pair, miR-27a–HSUR1 (ref. ^7^) (Extended Data Fig. 1f–h). Importantly, as in regulation observed in vivo, cognate miRNA–trigger pairing was required in our biochemical reconstitution; HSUR1 failed to elicit polyubiquitylation of AGO2–miR-7, and CYRANO failed to elicit polyubiquitylation of AGO2–miR-27a (Extended Data Fig. 1i). Taken together, these results demonstrate that diverse but specific miRNA–trigger pairs direct the recognition of their common AGO protein partner by an uncharacterized class of CRL.

## Key role of RNA flanking trigger pairing

Previous studies on triggers had largely focused on the miRNA-binding site^8,9,23,33,41,42^. Our in vitro binding assay allowed assessment of whether parts of the trigger flanking the miRNA-binding site might also influence ZSWIM8 recognition. Including extra CYRANO sequence flanking the miR-7-binding site increased the efficiency of AGO2–miR-7–trigger co-IP by 100-fold. For instance, 300 nM ZSWIM8 was required to achieve 15% pull-down in the absence of extra flanking sequence, whereas only 3 nM was required in the presence of 85 nt of extra flanking sequence (Fig. 1f). Selectivity remained high when using the longer trigger sequences, with a greater than 100-fold preference observed for CYRANO over its seed-only counterpart (Fig. 1f and Extended Data Fig. 1c). Increased co-IP efficiency was similarly observed for finer-grained extensions of the CYRANO fragment (Extended Data Fig. 2a), as well as with AGO2 paralogue AGO1 (Extended Data Fig. 2b). One explanation for the increased co-IP efficiency would be that trigger RNA flanking regions interact directly with ZSWIM8. Interestingly, the efficiency of co-IP remained high when CYRANO sequences flanking the miR-7 binding site were scrambled (Extended Data Fig. 2c,d), which suggested that ZSWIM8 has some sequence-independent affinity to RNA. Indeed, we detected weak ZSWIM8 binding to RNA alone in filter-binding experiments, with affinity increasing as RNA lengths increased from 28 to 120 nt (Extended Data Fig. 2e).

## ZSWIM8 dimer clamps AGO2–miR-7–CYRANO

To gain structural insights into TDMD substrate recognition, we obtained cryogenic electron microscopy (cryo-EM) data for a human ZSWIM8–CUL3 complex bound to an AGO2–miR-7–CYRANO complex. The CUL3 construct corresponded to the N-terminal domain (NTD) of CUL3, which binds the substrate receptor, and lacked the C-terminal domain, which binds RBX1. The final reconstruction has an overall resolution of 3.1 Å. A composite of focused refined maps showed extensive protein and RNA interactions (Fig. 2, Extended Data Table 1, Supplementary Figs. 4–6 and Supplementary Video 1).

**Fig. 2:**
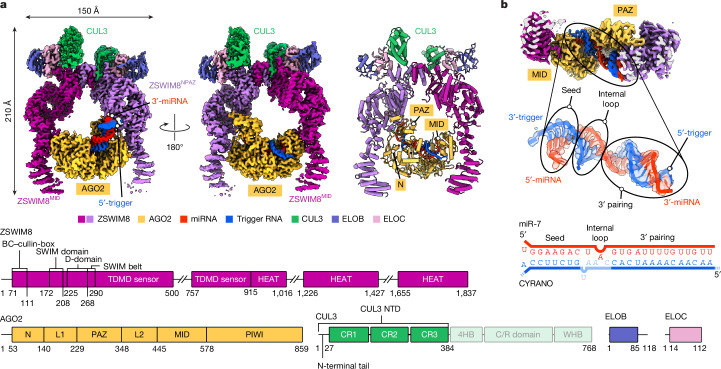
ZSWIM8 dimer clamps around the AGO2–miR-7–CYRANO complex. **a**, Structure of ZSWIM8–CUL3 bound to AGO2–miR-7–CYRANO. Top left and top middle, cryo-EM map of the complex. The composite map based on multiple focused refined maps is shown. Top right, cartoon representation of the model. Large unstructured regions in ZSWIM8 (500–757, 1016–1226, 1427–1655) are not modelled. For the CYRANO trigger RNA, nucleotides 27–52 could be modelled (Supplementary Table 1). Bottom, domain architecture of ZSWIM8, AGO2, CUL3, ELOB and ELOC. Numbers indicate residues at domain boundaries. For CUL3, the NTD (1–384) used in the structural study is shown in bold green. Owing to structural flexibility, CUL3 NTD was modelled up to residue 188. **b**, Top, cut-out cryo-EM map showing AGO2 bound to the miR-7–CYRANO duplex, between ZSWIM8 protomers. Middle, map and model of the miR-7–CYRANO duplex. Bottom, schematic representation of the miR-7–CYRANO duplex, as observed in the density.

ZSWIM8 forms a dimer, with each protomer projecting an alpha-helical solenoid. Using these solenoids, the two ZSWIM8 protomers form an asymmetric clamp around a single AGO2–miR-7–CYRANO complex. One protomer, which we call ZSWIM8^NPAZ^, interacts with the N and PAZ domains of AGO2, whereas the other one, which we call ZSWIM8^MID^, interacts with the MID domain of AGO2. As described below, the structure rationalizes the unexpected finding that ZSWIM8 partners with CUL3 and explains how the trigger RNA orchestrates E3–substrate interactions enabled by its distinct pairing architecture with the miRNA. The high-resolution reconstruction showed how the signature miRNA–trigger pairing reshapes the conformation of AGO2 and the miRNA–trigger duplex to promote binding to ZSWIM8. miRNA–trigger pairing also renders a pocket within the AGO2 PAZ domain—which is otherwise occupied by the miRNA 3′ end—available to bind ZSWIM8. In addition, flanking regions of the trigger RNA, visualized as described below using low-pass filtering and three-dimensional (3D) variability analysis, wrap around the ZSWIM8 clamp and bind positively charged surfaces on ZSWIM8. In this way, disparate parts of the AGO2–miR-7–CYRANO complex present a constellation of ZSWIM8-interacting elements that dictate the selectivity of binding—in a manner that appears generalizable across miRNA–trigger pairings.

## A distinct class of cullin–RING ligases

ZSWIM8 differs from structurally characterized CRL substrate-binding receptors in having a dimeric E3 superdomain, which coordinates ZSWIM8 dimerization, CUL3 ubiquitin (UB) ligase assembly and substrate binding (Extended Data Fig. 3a). The dimeric E3 superdomain is a singular interconnected ZSWIM8 unit comprising four regions. First, a zinc-binding SWIM domain (residues 172–208) is the central organizer of the dimeric E3 superdomain (Extended Data Fig. 3a–c). It is essential for target-directed degradation of miR-7 in cells, as measured using a reporter assay that provides a fluorescent readout of cellular miR-7 activity^10^ after rescue of *ZSWIM8*-knockout cells with a wild-type (WT) or variant *ZSWIM8* transgene of interest (Extended Data Fig. 3d–g, Supplementary Figs. 7 and 8 and Supplementary Table 2).

Second, the dimerizing D-domain (residues 225–268) is composed of intertwined helices from each ZSWIM8 protomer, as also observed for the D-domain of β-TRCP (refs. ^43,44^) (Extended Data Fig. 3h–j). The ZSWIM8 D-domain forms an intermolecular knot, presumably rendering dimerization irreversible when the adjacent domains fold and thereby prevent unthreading. To test the role of ZSWIM8 dimerization, we designed a monomeric version of ZSWIM8 (ZSWIM8^mono^) that retained CUL3 recruitment and intrinsic E3 ligase activity (Extended Data Fig. 3k,l). ZSWIM8^mono^ was defective at AGO2 polyubiquitylation in vitro and was correspondingly unable to rescue miR-7 degradation in ZSWIM8-deficient cells (Extended Data Fig. 3m,n).

Third, an extended region (residues 269–290) that we term the ‘SWIM belt’ emanates from the D-domain and connects the dimeric E3 superdomain to the downstream substrate-binding domain. The SWIM belt secures the BC-box and SWIM domain of the same protomer, the D-domain of the opposite protomer and part of the N-terminal tail of CUL3 (Extended Data Fig. 3a–c).

Fourth, ZSWIM8 displays a unique BC–cullin-box (residues 71–111)^38^ (Extended Data Fig. 4a–c) with a ZSWIM-family-specific CUL3-box that interacts with CUL3 and excludes other cullins (Extended Data Fig. 4d–f). Furthermore, ELOC binds CUL3 cullin repeat 1 in a manner resembling how BTB domains bind CUL3 (ref. ^45^) and how ELOC otherwise binds CUL2 (ref. ^46^) (Extended Data Fig. 4c). Finally, the distinctive N-terminal tail of CUL3 is anchored into a unique groove formed by the BC–cullin-box, D-domain and SWIM belt of ZSWIM8 (refs. ^47,48^) (Extended Data Figs. 3h and 4g), which enables rotation of CUL3 around the D-domain, as shown by 3D variability analysis (Supplementary Video 2). Removal or mutation of the CUL3 N-terminal tail reduced affinity of CUL3 for ZSWIM8 and diminished AGO2 polyubiquitylation in vitro (Extended Data Fig. 4h,i). Reciprocally, mutation of ZSWIM8 residues (E91, E94) contacting the CUL3 N-terminal tail diminished AGO2 polyubiquitylation in vitro and abolished TDMD in cells (Extended Data Fig. 4i,j). Considering that the key CUL3-binding elements are maintained in other ZSWIM-family BC-box proteins (Extended Data Fig. 4d), these results define a distinct class of E3 ligases.

## Trigger shapes AGO–miRNA for E3 binding

The substrate-binding regions emanating from the ZSWIM8 dimeric E3 superdomain form a clamp that engulfs the AGO2–miR-7–CYRANO complex. This clamp makes multivalent interactions with the PAZ, N and MID domains of AGO2 and with the trigger RNA.

A key question was the extent to which the AGO2–miRNA–trigger complex bound by ZSWIM8 resembles the previously determined AGO2–miRNA–target structures lacking ZSWIM8. In the absence of ZSWIM8, AGO2–miRNA–target complexes populate distinct conformations depending on the miRNA–target pairing^33,49–53^ (Fig. 3a and Extended Data Fig. 5a). Most prominently, the position of the AGO2 PAZ domain reports on the extent of pairing between the miRNA and the target site, with its position progressively shifting as pairing transitions from 3′-supplementary pairing to TDMD pairing (which involves more extended pairing to the miRNA 3′ region) to full pairing^33,50,51^ (Fig. 3a, Extended Data Fig. 5a and Supplementary Video 3). Transitioning from 3′-supplementary pairing to TDMD pairing also extracts the miRNA 3′ end from the PAZ domain^33,50^ (Fig. 3a, Extended Data Fig. 5a, Supplementary Fig. 10a and Supplementary Video 3).

**Fig. 3:**
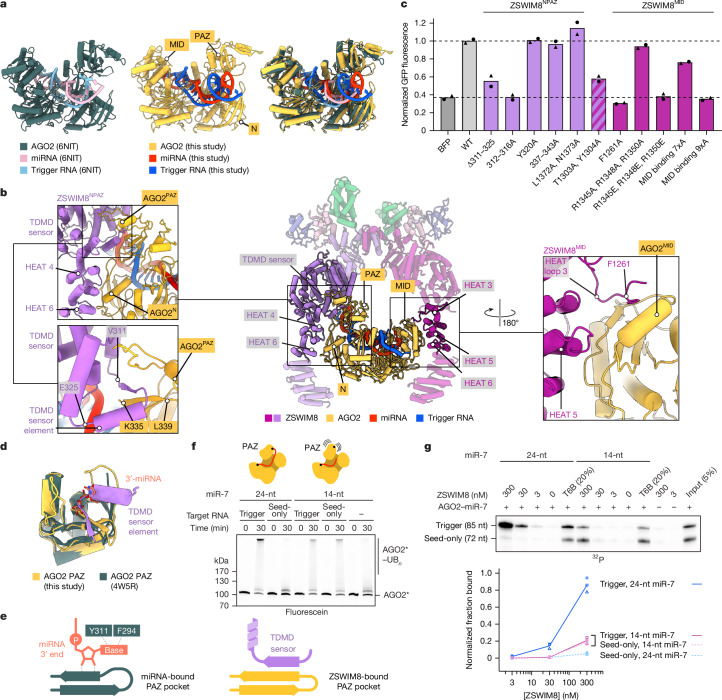
Multivalent interactions between the ZSWIM8 dimeric clamp and AGO2 specify TDMD. **a**, Structural comparison of AGO2–miR-7–CYRANO in association with ZSWIM8–CUL3 with a previously determined structure of AGO2–miRNA–trigger (but without ZSWIM8–CUL3) (PDB 6NIT). **b**, Cartoons illustrating ZSWIM8–CUL3 bound to AGO2–miR-7–CYRANO, highlighting interactions between ZSWIM8 and AGO2. Middle, overview of highlighted interactions. Top left, multivalent interactions between ZSWIM8^NPAZ^ and the AGO2 PAZ and N domains. Bottom left, close-up of ZSWIM8 TDMD sensor element interacting with the AGO2 PAZ-domain pocket. Right, multivalent interactions between ZSWIM8^MID^ and the AGO2 MID domain. **c**, Importance of ZSWIM8 clamp interactions for CYRANO-directed miR-7 degradation in cells. Plotted are results of the intracellular TDMD assay testing the ability of ZSWIM8 variants to rescue TDMD in *ZSWIM8*-knockout cells (Extended Data Fig. 3d–g), with a focus on mutations of residues that contact AGO2. Bars for mutant variants are coloured by the relevant protomer that uses those residues to make the interaction (purple, ZSWIM8^NPAZ^; magenta, ZSWIM8^MID^; stripes, both). For ∆311–325, residues 311–325 were replaced with (GGGS)_3_; for MID-binding variants 7xA and 9xA, either seven or nine residues were substituted with alanines, respectively (Supplementary Table 2). *n* = 2 biological replicates. **d**, Structural comparison of an isolated PAZ domain illustrating binding of either the ZSWIM8 TDMD sensor element (this study) or the miRNA 3′ terminus (PDB 4W5R). **e**, Schematic of mutually exclusive interactions between the PAZ-domain pocket of AGO2 and either the miRNA 3′ end (left) or the ZSWIM8 TDMD sensor element (right). **f**, Effect of miR-7 truncation on AGO2 polyubiquitylation. This panel is as in Fig. 1c, except it also examines AGO2 complexed with a truncated, 14-nt miR-7. *n* = 2 technical replicates. **g**, Effect of miR-7 truncation on ZSWIM8 binding to AGO2–miR-7–CYRANO. This panel is as in Fig. 1f, except the AGO2–miR-7 complexes are those of **f**. *n* = 3 technical replicates. Source data

The AGO2–miRNA–trigger conformation bound by ZSWIM8 in our structure resembles the TDMD conformation previously observed for AGO2–miRNA–trigger complexes in the absence of ZSWIM8 (ref. ^33^) (Fig. 3a). This resemblance indicates that ZSWIM8 largely recognizes AGO2 in the conformation intrinsically induced by miRNA–trigger pairing. Nonetheless, some differences observed in our E3-bound structure, including a shift of the PAZ domain (Fig. 3a and Supplementary Video 4), suggest that some dynamically populated conformational features of a trigger-bound AGO2–miRNA complex are captured after binding the E3. Additionally, the internal loop of the RNA duplex is fully resolved and includes an A:U pair and intercalating nucleobases in a configuration that might support the AGO2 conformation recognized by ZSWIM8 (Fig. 2b).

Importantly, ZSWIM8 binding appears incompatible with conformations observed for AGO2–miRNA complexes not engaged with a TDMD trigger, as the PAZ and N domains would either clash with or fail to contact ZSWIM8 (refs. ^49–51^) (Supplementary Fig. 10b). Thus, pairing to the trigger RNA reshapes the AGO2–miRNA complex into a conformation recognized by ZSWIM8.

## Multivalent binding of ZSWIM8 and AGO2

Following the ZSWIM8 dimeric E3 superdomain is a helix- and loop-rich region (residues 290–915) we term the ‘TDMD sensor’ because it detects most features imparted by the trigger RNA to the AGO2–miR-7 complex. Following this sensor is a stretch of HEAT repeats that also bind the substrate (Figs. 2a and 3b, Extended Data Fig. 5b,c and Supplementary Video 5). HEAT repeats form curved shapes that undergo accordion-like twisting and turning^54^, enabling the two ZSWIM8 protomers to adopt different structures and asymmetrically capture the AGO2 substrate between them (Extended Data Fig. 5d and Supplementary Video 6).

In the ZSWIM8^NPAZ^ protomer, the TDMD sensor makes three-way interactions with the miRNA–trigger duplex and the RNA-oriented AGO2 PAZ and N domains (Fig. 3b and Extended Data Fig. 5e,f). A loop-helix-turn-helix-loop element (ZSWIM8 residues 309–345) intercalates between a quartet of hairpins in the AGO2 PAZ domain. It contains a ‘TDMD sensor element’ (ZSWIM8 residues 311–325) that is visible only in ZSWIM8^NPAZ^, in which it forms a β-sheet with one of the PAZ-domain hairpins (ZSWIM8 residues 311–314; AGO2 residues 335–337) (Supplementary Video 5). Following this β-strand of ZSWIM8, downstream residues traverse across the interior of the PAZ domain, contact the N domain, then reverse orientation to wrap around the distal edge of the PAZ domain (ZSWIM8 residues 337–343; AGO2 residues 297–303) (Fig. 3b). In addition, loops between HEAT repeats 3–4 and 5–6 form a surface that binds the edge of the AGO2 N domain (ZSWIM8 residues 1302–1306 and 1369–1375; AGO2 residues 116–127 and 81–85, respectively) (Fig. 3b and Extended Data Fig. 5e).

The opposite protomer, ZSWIM8^MID^, uses the concave interior of HEAT repeats 3–6 to instead recognize the edge of the AGO2 MID domain (Fig. 3b and Extended Data Fig. 5e). In addition, an extended ZSWIM8 loop within HEAT-repeat 3 anchors the MID domain, primarily through a phenylalanine (F1261) inserted into an exposed hydrophobic cavity of the MID domain. This loop is resolved only in the ZSWIM8^MID^ protomer, further illustrating the asymmetric recognition of AGO2 by the two protomers. As the MID domain undergoes little change in the transition to the TDMD conformation, we propose that these interactions serve as anchor points to help position the AGO–miRNA–trigger complex in an orientation suitable for the sensor domain of the opposite protomer to recognize trigger-induced conformational changes in the N and PAZ domains, and the trigger itself.

We tested these interactions by introducing mutations at the corresponding interfaces. These results, described below, demonstrated the role of the ZSWIM8 dimeric clamp in forming asymmetric, multivalent interactions that recognize TDMD-competent AGO.

### TDMD sensor interactions

Replacing the TDMD sensor element with a linker (∆311–325) or mutating residues 312–316 impaired the ability of ZSWIM8 to rescue miR-7 degradation in ZSWIM8-deficient cells (Fig. 3c). This loss of TDMD was attributable to reduced polyubiquitylation, as indicated by biochemical assays (Extended Data Fig. 5g).

We also examined the effects of mutating AGO2 residues. In a cell-based co-IP assay, epitope-tagged AGO2 variants were expressed in WT and ∆*Zswim8* mouse embryonic fibroblasts, and the levels of both miR-7 and control miRNAs that co-IPed with each variant were quantified on northern blots^11^ (Extended Data Fig. 6a). Although we were able to examine mutations of the MID domain, as described below, results of PAZ mutations were difficult to interpret in this assay, presumably because the mutations also caused defects in PAZ–miRNA association that impaired complex formation or stability in cells, which reduced co-IP of not only miR-7 but also the control miRNAs—regardless of the presence of ZSWIM8 (Extended Data Fig. 6b,c). Therefore, for such PAZ variants, we turned to our in vitro ZSWIM8 co-IP assay, as we were able to generate the recombinant AGO2–miR-7 complexes to perform this assay. Replacement of the PAZ loops at AGO2 residues 296–305 or 332–336 reduced trigger-dependent ZSWIM8 binding (Extended Data Fig. 6d,e), reinforcing the importance of the PAZ domain as a binding platform for ZSWIM8.

### Anchoring interactions with AGO2 MID

ZSWIM8 residue F1261 docks at the centre of the MID-domain interface, and its mutation to alanine reduced AGO2 polyubiquitylation in vitro and abrogated TDMD in cells (Fig. 3c and Extended Data Fig. 5g). Reciprocally, mutation of AGO2 residues (F491 and K493) that bind ZSWIM8 F1261 resulted in accumulation of associated miR-7 in cells, as well as reduced trigger-dependent ZSWIM8 co-IP in vitro (Extended Data Fig. 6b–e).

### HEAT-repeat interactions

Substitutions at ZSWIM8 HEAT-repeat residues 1303 and 1304 were also detrimental (Fig. 3c and Extended Data Fig. 5g). However, because these residues appear to contact AGO2 in both protomers, interacting with the N and MID domains in the cases of ZSWIM8^NPAZ^ and ZSWIM8^MID^, respectively, the contributions of these potentially bifunctional residues could not be assigned to a single protomer.

AGO2 residues that interact with ZSWIM8 are conserved across AGO homologues in humans and other bilaterian species—especially those thought to be TDMD-sensitive (Supplementary Figs. 12 and 13). Likewise, ZSWIM8 residues that interact with AGO2 are conserved across bilaterian species (Supplementary Fig. 14) and also contribute to polyubiquitylation of AGO1 (Extended Data Fig. 5h), suggesting a general recognition mode of TDMD substrates by ZSWIM8.

## ZSWIM8 recognizes unoccupied PAZ pocket

The ZSWIM8 TDMD sensor element interacts with the AGO2 PAZ domain near the pocket that usually binds the miRNA 3′ terminus^55^ but is vacated when the miRNA 3′ region pairs to the trigger (Fig. 3d,e). Thus, the ZSWIM8 TDMD sensor element might specifically recognize not only the position of the PAZ domain but also an unoccupied PAZ pocket as a feature of trigger-bound AGO–miRNA complexes. To test this hypothesis, we performed assays using AGO2–miR-7 variants designed to display a more constitutively accessible PAZ pocket, as described below.

### Mutation of AGO2 PAZ pocket

To impair miRNA 3′-end binding to the PAZ pocket, PAZ residues that interact with the terminal miRNA nucleotide (F294A and Y311A) were mutated^33,52^ (Fig. 3e). These substitutions caused increased ZSWIM8 binding to the seed-only-bound AGO2–miR-7 (Extended Data Fig. 6d,e), consistent with an unoccupied PAZ pocket comprising a feature selectively recognized by ZSWIM8.

### miRNA truncation

We further tested sufficiency of an unoccupied PAZ pocket for mediating ZSWIM8 binding using another approach. AGO2 was loaded with a shortened miR-7, truncated after nucleotide 14, which was designed to be long enough to achieve seed-based target binding but too short to engage with the PAZ domain^56,57^. This truncation renders the 3′-end-binding pocket within PAZ unoccupied, regardless of whether the miRNA is bound to CYRANO or to its seed-only counterpart. With truncated miR-7, little difference was observed between the trigger and seed-only versions of CYRANO for both ZSWIM8 binding and AGO2 polyubiquitylation (Fig. 3f,g). Nonetheless, trigger-induced binding and polyubiquitylation were both reduced with truncated miR-7 compared with full-length miR-7. Moreover, the residual polyubiquitylation required the presence of a target RNA, even though the truncated guide lacked the nucleotides required to form extensive 3′ pairing. These results suggested that an unoccupied PAZ pocket is important but not wholly sufficient to mediate binding to ZSWIM8, and that the purpose of extensive 3′ pairing to the trigger is not simply to vacate the PAZ pocket.

The observation of some binding and polyubiquitylation of AGO2 complexes containing truncated miRNAs suggested that similar complexes containing naturally truncated miRNAs (presumably resulting from extensive 3′-exonucleolytic trimming) might also be susceptible to ZSWIM8-dependent degradation in cells. To test this, we performed small-RNA sequencing of AGO-associated RNAs in WT and *Zswim8*-knockout cells to examine whether cells containing ZSWIM8 accumulate fewer miRNAs shorter than 19 nt. 

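AGO-associated small RNAs were sequenced from 12 clonal lines, with 3 WT control and 3 *Zswim8*-knockout lines in each of 2 cell types and 1 library per line. S2 cells are a *Drosophila melanogaster* line of embryonic origin, and MEFs are mouse embryonic fibroblasts. AGO was captured from lysate with the T6B-3xFLAG peptide, a fragment of a GW182-family protein that binds AGO, so that the libraries sample miRNAs loaded into AGO rather than all small RNAs of the cell. Size selection was set with a 12-nt marker to retain shortened isoforms, and 2S rRNA, a 30-nt rRNA of flies, was depleted from the S2 libraries by hybridization. The authors trimmed adaptors, removed low-quality reads and assigned a read to a miRNA when its first 13 nt matched a dictionary of miRNA sequences, without alignment to a genome. miRNAs that share their first 13 nt form 1 entry, so that let-7a, let-7b and let-7c, for example, were counted together. The deposited values are counts of reads for each miRNA at each read length, without normalization, and cover 356 entries in S2 cells and 1315 in MEFs.

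Between 16493713 and 28192817 miRNA reads of 13 to 31 nt were counted in the S2 WT lines (median 17195501), and between 17102099 and 25713376 in the S2 knockout lines (median 22023656). The MEF WT lines had 22021047 to 28062909 such reads (median 24168015) and the MEF knockout lines 20744086 to 28360718 (median 25208501). Isoforms of 13 to 18 nt accounted for 35220 to 54136 of these reads in the S2 WT lines, 150678 to 242603 in the S2 knockout lines, 48495 to 65425 in the MEF WT lines and 69786 to 90187 in the MEF knockout lines. Reads of spike-ins, size markers and 2S rRNA made up 11.4 to 15.3% of the counted reads in S2 libraries and 1.74 to 2.81% in MEF libraries, and were kept out of library sizes and tests. Each clonal line was counted as a separate sample. Small-RNA libraries do not measure *Zswim8* mRNA, and the genotypes were examined through miR-7, the TDMD substrate followed throughout the study. miR-7-5p had 3853 to 6096 reads in each S2 WT line and 96996 to 150466 in each S2 knockout line, and miR-7a-5p had 3013 to 3169 reads in each MEF WT line and 52618 to 68058 in each MEF knockout line.

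Counts were summed over all lengths of a miRNA, and miRNAs and isoforms were kept under the cutoff of the study, more than 5 reads in at least 2 knockout lines and at least 30 reads over the 6 lines of a cell type. This left 194 miRNAs and 1011 isoforms in S2 cells and 668 miRNAs and 3462 isoforms in MEFs. Fold-changes (log2, knockout over WT) were estimated for each cell type with edgeR's quasi-likelihood test after TMM normalization of the summed counts, whereas the study used DESeq2. A miRNA was set aside as sensitive or potentially sensitive to ZSWIM8 when it was raised in the knockout lines with an adjusted p under 0.05, when its fold-change exceeded that of its passenger strand beyond the standard errors of both, or when Supplementary Fig. 15 names it. This set aside 53 miRNAs in S2 cells and 86 in MEFs and left 141 and 582 as non-sensitive. The minimum per line acts on the knockout lines alone, so the cutoff admits isoforms that are scarce in WT lines. With 3 lines per genotype, no exact two-sided permutation p below 0.1 is possible.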

A statistically significant, albeit weak, signal for ZSWIM8-dependent reduction of such shortened miRNAs was observed, with a more substantial effect in *Drosophila* cells than in mammalian cells (Extended Data Fig. 7 and Supplementary Fig. 15). These results suggested that in addition to its role in TDMD, ZSWIM8 might act more broadly to destabilize AGO–miRNA complexes that contain extensively trimmed miRNAs.

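Isoforms of 13 to 18 nt of non-sensitive miRNAs were more abundant in *Zswim8*-knockout lines than in WT lines of both cell types. In S2 cells, 157 such isoforms from 41 miRNAs had a median fold-change (log2) of 2.34 relative to the 22-nt median, equal to 5.07-fold, and 151 of them (96.2%) lay above 0 (adjusted p = 0.000937, limma's fry set test with Benjamini–Hochberg adjustment over 6 set tests). Of these isoforms, 22 had at most 3 reads in every WT line, and with those set to the fold-change that 3 reads would allow, the median was 2.15. In MEFs, the median over 316 isoforms from 128 miRNAs was 0.34, equal to 1.26-fold, with 248 (78.5%) above 0 (adjusted p = 0.00135 from the same test). Before centring, 116 of the 157 S2 isoforms and 23 of the 316 MEF isoforms were individually raised with an adjusted p under 0.05 from edgeR's quasi-likelihood test. Every knockout line exceeded every WT line for 122 of the S2 isoforms and for 83 of the MEF isoforms. Chance gives 5% for isoforms chosen without regard to genotype. The minimum of reads per line acts on the knockout lines alone, which can raise that share for scarce isoforms. With each line left out in turn, the median stayed between 2.19 and 2.44 in S2 cells and between 0.29 and 0.37 in MEFs. The alternatives that moved it most were leaving out no miRNA in S2 cells, which gave 3.27, and counting only isoforms of 13 to 15 nt in MEFs, which gave 0.11.

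The share of reads of 13 to 18 nt among all reads of non-sensitive miRNAs was 0.216% ± 0.014 (SD, n = 3 lines) in S2 WT lines and 1.00% ± 0.14 (SD, n = 3) in S2 knockout lines, a ratio of 4.64. In MEFs the share was 0.205% ± 0.0098 (SD, n = 3) in WT lines and 0.285% ± 0.0047 (SD, n = 3) in knockout lines, a ratio of 1.39. The mean over non-sensitive miRNAs of the log2 ratio of 13 to 18-nt reads to 22-nt reads, which needs no scaling between libraries, rose from −7.47 ± 0.027 to −5.05 ± 0.31 in S2 cells (SD, n = 3 lines each, 41 miRNAs) and from −7.26 ± 0.090 to −6.74 ± 0.099 in MEFs (SD, n = 3 lines each, 127 miRNAs). For both measures and both cell types every knockout line lay above every WT line (exact two-sided permutation test, p = 0.1, the smallest that 3 lines against 3 allow). The rise in this ratio was 2.42 in S2 cells and 0.52 in MEFs. The difference of 1.90 between the cell types had p = 0.1 over the knockout lines (exact permutation test, the smallest p possible), and the within-miRNA values behind it differed between the 41 and 127 miRNAs with p = 1e-05, the smallest that 100000 permutations give (two-sided permutation test across miRNAs, which are not independent replicates).

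**Figure D1:**
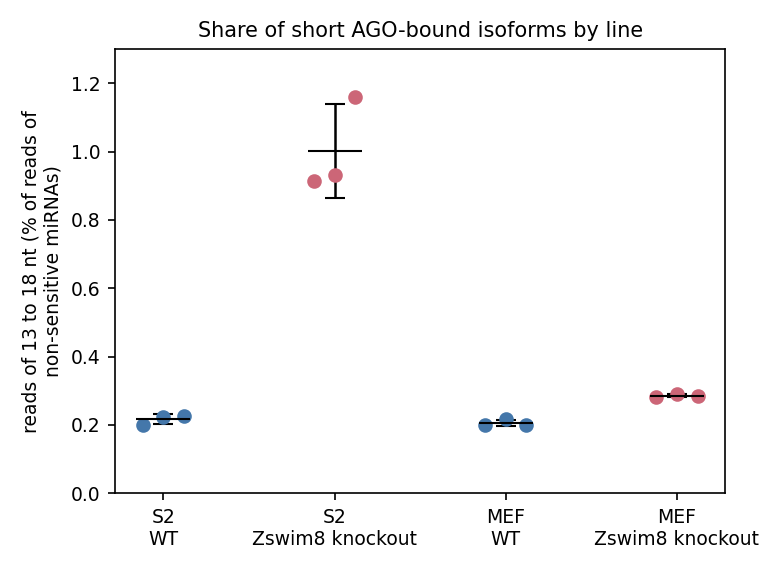
Percentage of reads of non-sensitive miRNAs that are 13 to 18 nt long, with 1 point per line and the mean ± SD of the 3 lines of each genotype as bars. The S2 knockout lines lie between 0.914 and 1.16%, the S2 WT lines between 0.200 and 0.225%, the MEF knockout lines between 0.281 and 0.290% and the MEF WT lines between 0.199 and 0.217%.

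By length, the S2 median was 2.74 for isoforms of 15 nt or less, 3.12 at 16 nt, 2.06 at 17 nt, 1.70 at 18 nt, 1.25 at 19 nt and 0.64 at 20 nt, with adjusted p between 0.00214 and 0.00961 (fry, Benjamini–Hochberg over the 12 length classes other than 22 nt). At 21 nt it was 0.079 (adjusted p = 0.212). S2 isoforms of 25 nt and of 27 nt or more were also past the threshold, with medians of 0.25 (adjusted p = 0.0440) and 0.42 (adjusted p = 0.0215). Leaving out single lines changed the number of length classes past it from 8 to between 4 and 9. The number was 6 with no centring or with the cutoff on the WT lines. It was 11 when centred on the 22-nt isoforms of non-sensitive miRNAs, and 12 with no miRNA left out. Calls for single S2 length classes thus depend on the setting. In MEFs the median was 0.11 for isoforms of 15 nt or less, 0.29 at 16 nt, 0.48 at 17 nt, 0.37 at 18 nt, 0.36 at 19 nt, 0.22 at 20 nt and 0.092 at 21 nt, with adjusted p between 0.00699 and 0.0445. When the second MEF knockout line was left out, which leaves 2 knockout lines, 0 length classes were past the threshold and 8 had an unadjusted p under 0.05. With the line number as a block, 0 MEF length classes were past it and 3 had an unadjusted p under 0.05 (fry).

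**Figure D2:**
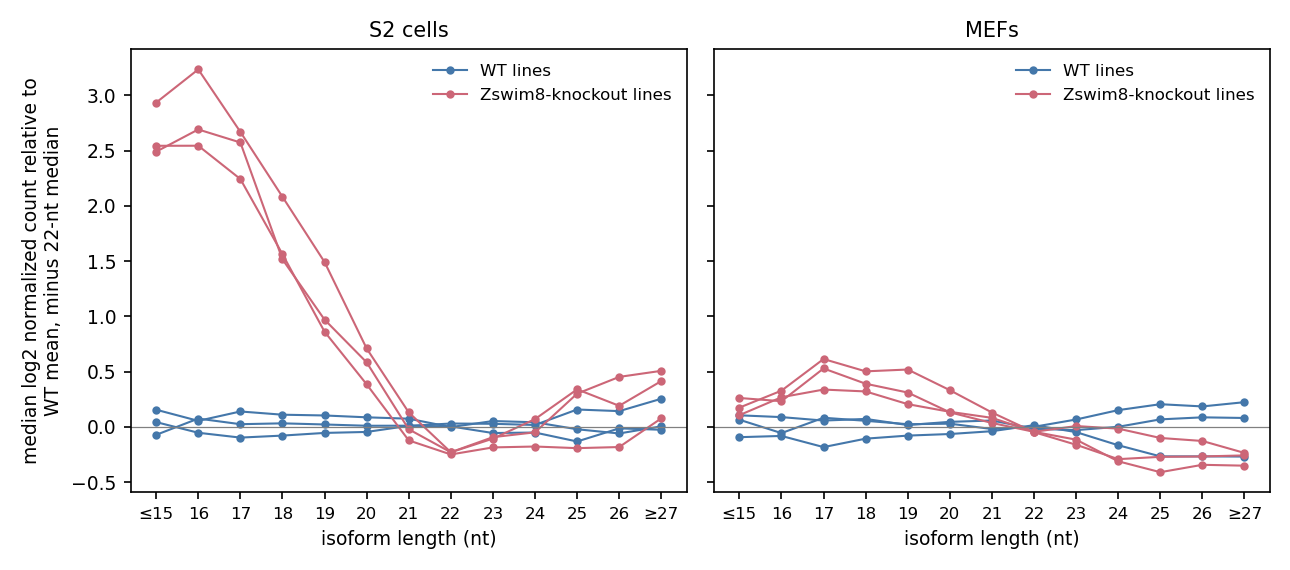
Median log2 normalized count of isoforms of non-sensitive miRNAs in each line, relative to the WT mean of each isoform and to the line's median over all 22-nt isoforms, against isoform length in nt, with S2 cells on the left and MEFs on the right and 1 trace per line. At 16 nt the S2 knockout lines lie between 2.54 and 3.23 and the MEF knockout lines between 0.23 and 0.33, and at 22 nt the S2 knockout lines lie between −0.25 and −0.23.

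The paper starts from the partial binding and polyubiquitylation of AGO2 complexes loaded with truncated miR-7 in vitro, and reasons that complexes with naturally trimmed miRNAs might also be degraded through ZSWIM8 in cells. It reads lower levels of isoforms shorter than 19 nt in lines that retain ZSWIM8 as such a reduction, calls the signal statistically significant but weak and larger in *Drosophila* cells, and from this proposes that ZSWIM8 might, beyond its role in TDMD, also destabilize AGO complexes with extensively trimmed miRNAs.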

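Compared within each miRNA, the fold-change (log2) of the summed 13 to 18-nt reads exceeded that of the 22-nt reads for 40 of 41 non-sensitive miRNAs in S2 cells (median difference 2.60) and for 114 of 127 in MEFs (median difference 0.47). The S2 median was 2.59 with the 2 miRNAs that had at most 3 short reads in every WT line set to their bound. Among the S2 entries with most reads, this difference was 3.10 for miR-14-3p, 2.87 for the joint entry of miR-2a-3p, miR-2b-3p and miR-2c-3p, 1.67 for that of miR-13a-3p and miR-13b-3p, 1.55 for miR-184-3p and 0.27 for bantam-3p. Each of the knockout lines had a higher ratio of short to 22-nt reads than each WT line for all 5. A separate entry of miR-2a/2c-3p, which is not among these 5, had a smaller difference of 1.26 with 12249 short reads. The log2 ratio rose from −8.55 ± 0.13 to −5.43 ± 0.18 for miR-14-3p and from −7.28 ± 0.0086 to −7.01 ± 0.14 for bantam-3p (SD, n = 3 lines each). Over all lengths, bantam-3p itself fell by 0.62 on the log2 scale (standard error 0.14, adjusted p = 0.00702, edgeR's quasi-likelihood test), a call that was not made with DESeq2's Wald test (−0.48) or with a cutoff of 30 reads over the 6 lines that ignores genotype (−0.39). miR-184-3p was not past the threshold (0.30, standard error 0.14, adjusted p = 0.124) but was raised with DESeq2's size factors in edgeR (0.43), with the read cutoff applied to the WT lines (0.41), with cutoffs of 30 and of 300 reads over the 6 lines (0.53 in both) and without the third knockout line (0.42). The entry of miR-2a-3p, at −0.19, turned to 0.024 and 0.043 under the cutoffs of 30 and 300 reads.

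In the BDGP6.54 annotation (the read matching used no genome), the bantam hairpin (FBgn0262451) lies on chromosome 3L from 642208 to 642288 on the plus strand and overlaps an exon of the noncoding RNA CR43334. The mir-14 hairpin (FBgn0262447) lies on 2R from 9553762 to 9553824 on the plus strand, in an exon of the noncoding RNA CR43651. That of mir-184 (FBgn0262391) lies on 2R from 13329402 to 13329501 on the minus strand, in an exon of CR44206, also noncoding.

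The largest differences among non-sensitive S2 miRNAs with at least 100 short reads were 4.46 for miR-79-3p, 4.18 for miR-9c-3p and 3.82 for miR-965-3p, and the smallest were 0.27 for bantam-3p and 0.54 for miR-276a-3p. The mir-79 hairpin (FBgn0262452, 2L from 16698554 to 16698650) and the mir-9c hairpin (FBgn0262430, 2L from 16697924 to 16698015) both lie in an intron of *grp* on the plus strand, and that of mir-965 (FBgn0262252, 2L from 243035 to 243141, minus strand) lies in an intron of *kis*. miR-9c-3p had between 2 and 9 short reads in the WT lines, which limits the precision of its value. Summed over lengths, none of these 3 was past the threshold, with log2 fold-changes of −0.59 for miR-79-3p (adjusted p = 0.0600), 0.072 for miR-9c-3p (adjusted p = 0.867) and 0.35 for miR-965-3p (adjusted p = 0.160). miR-965-3p was raised with DESeq2's size factors in edgeR (0.49), with the cutoff on the WT lines (0.46), with cutoffs of 30 and 300 reads over the 6 lines (0.58 in both) and without the second WT line (0.51). miR-79-3p was lowered with no read cutoff (−0.52) and without the first WT line (−0.77), and the sign for miR-9c-3p depended on single lines (−0.14 to 0.25).

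In MEFs, among the entries with most reads, the difference was 0.51 for miR-16-5p, 0.36 for the entry of miR-24-3p and miR-6369, 0.31 for that of miR-125a-5p, miR-125b-5p and miR-6367, 0.14 for that of let-7a-5p, let-7b-5p and let-7c-5p and 0.078 for that of miR-21a-5p and miR-21c. The WT and knockout lines overlapped for let-7, at −7.86 ± 0.077 and −7.72 ± 0.072 (SD, n = 3 lines each), so this difference was within the spread between lines. The largest differences among non-sensitive MEF miRNAs with at least 100 short reads were 1.59 for the entry of miR-466b-3p, miR-466c-3p and miR-466p-3p, 1.59 for miR-339-5p and 1.45 for the entry of miR-467b-3p and 5 related miRNAs. The lowest among these non-sensitive miRNAs were −0.34 for miR-466f-3p, whose lines overlapped, and −0.29 for miR-199b-5p, for which every knockout line lay below every WT line. miR-199b-5p had 144824 reads over all lengths in the first MEF knockout line but 49946 and 48772 in the other two, so that line decides its summed fold-change, which was −0.40 with it and −0.91 without it (past the threshold only then). Mouse genome coordinates were not used here.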

## Flanking trigger RNA embraces ZSWIM8

Given the importance of RNA flanking the trigger site in directing AGO2–miR-7 binding to ZSWIM8 (Fig. 1f and Extended Data Fig. 2), we considered the trajectory of the miRNA–trigger duplex and how it might position the RNA flanking the trigger site. The internal loop of the miRNA–trigger duplex enables a bend between the seed and distal RNA helices^33^ (Supplementary Fig. 10a). This bend causes the trajectory of the distal RNA helix to differ from that of other AGO2–miRNA–target conformations (Fig. 4a), facilitating contacts between the end of the distal helix and ZSWIM8^NPAZ^. These interactions were observed at high resolution for a loop within the TDMD sensor domain that we term RNA-binding element 1 (RBE1; residues 395–408). RBE1 wedges between the TDMD sensor element, the miRNA–trigger duplex and the HEAT-repeat subdomain and, together with the AGO2 PAZ domain, clasps the final turn of miR-7 (Fig. 4b). Accordingly, a ZSWIM8 variant harbouring charge-reversal substitutions in RBE1 had reduced ability to rescue TDMD in ZSWIM8-deficient cells and reduced polyubiquitylation activity in vitro (Fig. 4c and Extended Data Fig. 8a).

**Fig. 4:**
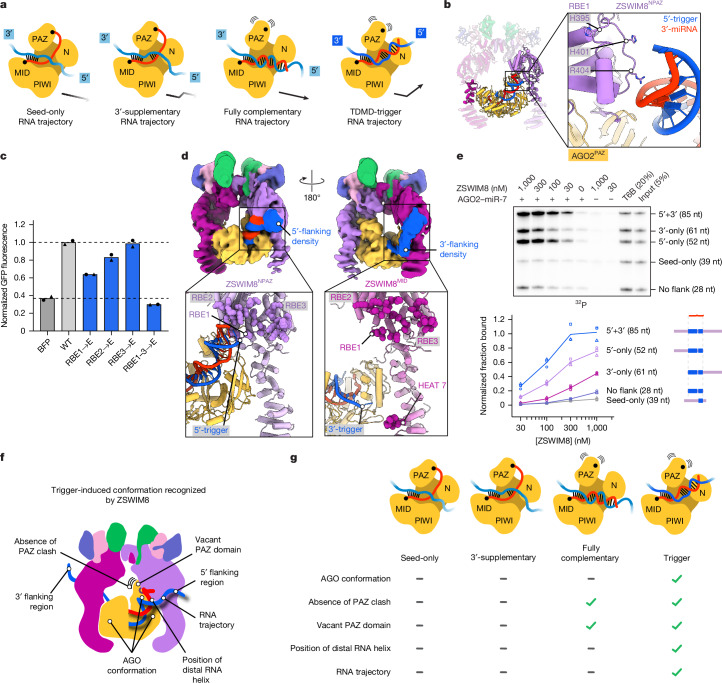
Flanking trigger RNA embraces ZSWIM8. **a**, Comparison of trajectories of target-RNA 5′ regions as they emerge from AGO2–miRNA–target structures with seed-only, 3′-supplementary, fully complementary or trigger pairing (based on PDBs 4W5R, 6N4O and 9CMP, and this study, respectively). Black arrows depict simplified trajectories of each target RNA, with opacity roughly indicating the degree of conformational constraint. **b**, Cartoon representation illustrating ZSWIM8^NPAZ^ interactions with the distal portion of the miRNA–target helix involving the 3′ region of the miRNA. RBE1 and its putative RNA-interacting residues are shown. **c**, Importance of ZSWIM8 RBEs for CYRANO-directed miR-7 degradation in cells. Plotted are results of the intracellular TDMD assay, as in Fig. 3c. Residues in RBEs were mutated to glutamate (E) residues. *n* = 2 biological replicates. **d**, Cryo-EM evidence for RNA in the vicinity of the RBEs of both ZSWIM8^NPAZ^ and ZSWIM8^MID^. Top, cryo-EM map low-pass filtered to 10 Å. Density corresponding to the modelled complex is coloured as in Fig. 2. Additional densities assigned as flanking RNA are in blue. Top-left panel shows extra 5′-trigger density interacting with ZSWIM8^NPAZ^. Top-right panel shows extra 3′-trigger density interacting with ZSWIM8^MID^. Bottom-left and bottom-right panels show cartoon representations with residues of RBEs 1–3 highlighted as either purple or magenta spheres, respectively. **e**, Contributions of RNA flanking the 5′ and 3′ ends of the trigger site to ZSWIM8 binding to AGO2–miR-7–CYRANO. Shown are results of the in vitro co-IP assay using CYRANO fragments with the indicated site-flanking regions and lengths; otherwise, as in Fig. 1f. *n* = 3 technical replicates. **f**, Model figure depicting structural changes in the AGO–miRNA complex induced by trigger binding, and the interactions leveraged by ZSWIM8 to detect trigger-bound AGO–miRNA. **g**, Extent to which various AGO–miRNA–target complexes contain the key features for ZSWIM8 recognition. Source data

Although not visible at high resolution, additional density emanating from the 5′ and 3′ ends of the trigger site and embracing both ZSWIM8 protomers was visible at low resolution (Fig. 4d, Extended Data Fig. 8b and Supplementary Video 7). The low-resolution maps showed the 5′ flanking region of the trigger RNA surrounding RBE1, as well as two other positively charged ZSWIM8^NPAZ^ loops designated RBE2 and RBE3 (residues 460–470 and 803–823, respectively) (Fig. 4d and Extended Data Fig. 8c). Low-resolution maps also suggested a path for the 3′ flanking region of the trigger RNA; weak density was visible exiting AGO2 adjacent to a C-terminal ZSWIM8^MID^ HEAT-repeat and extending to RBEs 1–3 of this protomer (Fig. 4d and Supplementary Video 8). Thus, the two trigger regions that flank each end of the miRNA-binding site interact with the RBEs of both ZSWIM8 protomers to form a cross-brace securing the AGO2–miRNA complex inside the E3 ligase clamp. We further tested the effects of altering the RBEs and trigger RNA flanking regions.

### RNA-binding elements

Although charge-reversal mutations within RBE2 and RBE3 did not individually impact rescue of miR-7 degradation in ZSWIM8-deficient cells, combined mutation of all three RBEs exacerbated the defect caused by mutating RBE1, leading to severe loss of both TDMD in cells and polyubiquitylation in vitro (Fig. 4c and Extended Data Fig. 8a). Thus, the interactions between the trigger RNA and the ZSWIM8 RBEs shown in our structure can rationalize the biochemical roles of flanking trigger RNA (Fig. 1f and Extended Data Fig. 2).

### Trigger flanking regions

The structure suggested that 25 nt of trigger RNA flanking the miRNA-binding site would be sufficient for both the 5′ and 3′ flanks to access the three RBEs on ZSWIM8^NPAZ^ and ZSWIM8^MID^, respectively. Indeed, lengthening the flanking sequences beyond 25 nt on either side had only a weak effect on the interaction with ZSWIM8 (Extended Data Fig. 8d), whereas eliminating the RNA immediately flanking either end of the trigger site reduced ZSWIM8 binding and AGO2 polyubiquitylation (Fig. 4e and Extended Data Fig. 8e). Deleting the 5′ flank was threefold more consequential to binding compared with deleting its 3′ counterpart (Fig. 4e). This directional hierarchy was maintained with two sets of scrambled flanking sequences, which indicated that the contributions of the trigger 5′ and 3′ flanks did not require sequence-specific contacts (Extended Data Fig. 8f,g). The stronger effect of the 5′ flanking sequence depended on pairing to the 3′ region of the miRNA (Extended Data Fig. 8h). These results supported the idea that trigger pairing specifies a trajectory of the 5′ flank of the trigger RNA, which favours interaction with the ZSWIM8^NPAZ^ RBEs.

### Trigger loop length

To further investigate whether the miRNA–trigger conformation promotes ZSWIM8 recognition, we tested the effects of trigger variants expected to alter the RNA-duplex trajectory. Changing the length of the trigger internal loop (that is, the length of the target fragment bridging the two paired regions of the target site), and thereby presumably altering the distal miRNA–trigger duplex trajectory, substantially reduced ZSWIM8 binding and polyubiquitylation (Extended Data Fig. 9a–d). Thus, the configuration of the internal loop can influence TDMD, perhaps through its effect on accommodating the preferred duplex trajectory, as the internal loop does not make contacts with ZSWIM8. After mutation of the PAZ RNA-binding pocket (F294A, Y311A), trigger variants with longer internal loops induced binding and polyubiquitylation no better than did the seed-only variant, supporting the idea that together, trigger-specific RNA trajectory and binding of the vacated PAZ pocket substantially contribute to ZSWIM8 selectivity for TDMD substrates.

### Fully complementary target

Another way to perturb the RNA trajectory is to eliminate the internal loop altogether by replacing the trigger with a fully complementary target. As with TDMD pairing, fully complementary pairing extracts the miRNA 3′ end from its pocket in the PAZ domain^51–53^. However, in contrast to TDMD pairing, which accommodates a 40° bend in the duplex, the fully paired duplex adopts a relatively straight conformation and thus exits AGO2 along a different trajectory (Fig. 4a). Assays performed using a fully complementary target RNA and an AGO2 active-site variant (D669A, to prevent slicing of fully complementary target RNA) showed weak binding to ZSWIM8 and polyubiquitylation activity intermediate between that of the seed-only and trigger RNAs (Extended Data Fig. 9e–g). These results reinforce the concept that trigger-specific RNA trajectory, similar to miRNA 3′-end release, is an emergent feature of miRNA–trigger pairing that drives AGO recognition by ZSWIM8.

## Conclusions

Our results show how the exquisite selectivity of TDMD is achieved through numerous features orchestrated by the trigger RNA. In particular, pairing of the trigger RNA to an AGO2–miRNA complex induces (1) a structural remodelling of the AGO2 protein that arranges the MID, N and PAZ domains for simultaneous engagement by two interlocked ZSWIM8 protomers; (2) removal of the miRNA 3′ end from its binding pocket in the AGO2 PAZ domain, which exposes the binding pocket for recognition by the ZSWIM8 TDMD sensor domain; and (3) a unique trajectory of the miRNA–trigger duplex, which might favour direct contacts to the ZSWIM8 sensor domain and guide flanking regions of the trigger to engage with positively charged ZSWIM8 elements (Fig. 4f,g). This multi-factorial selectivity ensures that miRNA degradation is tightly regulated such that AGO–miRNA complexes paired to non-trigger transcripts remain active as needed for biological regulation. We suspect that the reduced recognition of fully complementary targets by ZSWIM8 also helps explain the high efficacy and long duration of small interfering RNA therapies^58^.

The myriad trigger-RNA-induced interactions specifying substrate recognition by the ZSWIM8 E3 ligase do not correspond to a traditional degron motif^14,15^. Rather than interacting with either a linear peptide or a single extended surface, ZSWIM8 uses its dimeric architecture to interact with two extended surfaces of the substrate, and with the RNA. Thus, the structure of a ZSWIM8–CUL3-bound AGO2–miR-7–CYRANO complex illuminated a two-RNA-factor authentication mechanism determining E3 ligase substrate specificity. The effects of matching two RNA factors—the miRNA and the trigger RNA—propagate allosterically across both RNAs and the AGO protein to drive binding to ZSWIM8. These conformational changes seem to be conserved across many miRNA–trigger pairs, converging on a general trigger-bound AGO–miRNA conformation distinct from any other AGO–miRNA conformation. Although the possibility that some triggers might use sequence-specific factors or interactions to compensate for suboptimal miRNA–trigger pairing cannot be excluded^42,59,60^, this generalized binding mode is supported by several observations. These include the charge-driven, sequence-independent interaction of ZSWIM8 with the trigger RNA within the complex that we examined, and the high sequence conservation specifically among TDMD-sensitive AGO homologues. Thus, overall, our work provides a structural and mechanistic framework for how RNA–RNA base pairing can induce generalizable ubiquitin-dependent protein degradation to ultimately induce degradation of a particular RNA.

## Methods

### Plasmids

Cloning was performed either by Gibson assembly with the NEBuilder HiFi DNA Assembly Master Mix (New England Biolabs (NEB), E2621) or by site-directed mutagenesis by direct PCR with the KAPA HiFi HotStart Ready Mix (Roche, 07958935001) or Q5 Master Mix (NEB, M0492S). Plasmids were purified using the Plasmid Plus Midi Kit (QIAGEN, 12945) and verified by Sanger or nanopore sequencing. Constructs for insect cell expression were cloned into pFLN to facilitate bacmid generation in DH10EmBacY^61^.

### Cell culture

All mammalian cells were cultured at 37 °C with 5% CO_2_. Expi293F cells (Gibco, A14527) were cultured in Expi293 expression media (Gibco, A1435102) and passaged 1:10 every 3 d to maintain a maximal cell density of 3 million cells per ml. K562 cells harbouring a miR-7-sensitive GFP reporter were a gift from J. Mendell^10^. K562 cells were cultured in RPMI 1640 (Gibco, 11875119) supplemented with 10% (v/v) fetal bovine serum (FBS) (Takara Bio, 631367) and passaged 1:4 every 3 d to maintain a maximal cell density of 800,000 cells per ml. Mouse embryonic fibroblast cells (MEFs) and HEK293FT cells were cultured in DMEM (Corning, 17-207-CV) with 10% FBS. Except in the case of contact inhibition for AGO2 intracellular co-IP and small-RNA-sequencing (sRNA-seq) experiments, described below, MEFs were passaged 1:4 or 1:8 as needed to maintain a maximal confluency of approximately 70%. HEK293FT cells were passaged 1:4 or 1:8 as needed to maintain a maximal confluency of approximately 70%. For passaging, adherent cells were dissociated using 0.25% trypsin–EDTA (Gibco, 25200114). For Expi293F cells, transfections were performed as described in the section ‘AGO–miRNA complexes for in vitro co-IP assays’. For K562 and HEK293FT cells, transfections were performed with Lipofectamine 2000 (Invitrogen, 11668019) and Opti-MEM (Gibco, 31985062) according to the manufacturer’s instructions. *Drosophila* S2 cells were cultured at 26 °C in Schneider’s Drosophila Medium (Gibco, 21720001) supplemented with 10% heat-inactivated FBS (Gibco, 16140071). S2 cells were passaged every 3–6 d to maintain an approximate concentration between 1 and 10 million cells per ml. For insect cell expressions, baculoviruses were generated from bacmids in *Spodoptera frugiperda* Sf9 insect cells (Thermo Fisher Scientific, 11496015) and used to infect *Trichoplusia ni* High-Five insect cells (Thermo Fisher Scientific, B85502) for expression. Cell lines were not authenticated. All cell lines tested negative for mycoplasma contamination upon arrival to the lab.

### Proteins and RNAs

#### Proteins for in vitro ubiquitylation assays and for cryo-EM

Unless otherwise stated, all proteins are of human origin. Sequences of proteins and associated tags are listed in Supplementary Table 3. Genes were synthesized by TwistBiosciences or obtained as stated. Ubiquitin was expressed untagged and purified as described^62^. Cys-UB, in which ubiquitin carries an N-terminal cysteine for protein labelling, the lysine-less UB version (Cys-UB K0), NEDD8, UBE2L3, UBE2R2, UBE2M, ARIH1 and ARIH2 were expressed as GST-TEV or GST-3C fusions in BL21(DE3) RIL bacterial cells, as described^35,39,63,64^. Following glutathione-affinity pull-down (Cytiva, 17075605) and TEV protease cleavage, the protein was further purified by ion-exchange and size-exclusion chromatography. SrtA-5M, CUL3(NTD), CUL3(NTD, 1–384, I342R, L346D)-Avi and CUL3(∆N, NTD, 25–384, I342R, L346D)-Avi were expressed in BL21(DE3) RIL cells and purified by immobilized metal-affinity chromatography (Ni-INDIGO, Cube Biotech, 75105), followed by ion-exchange chromatography and size-exclusion chromatography, as described^65,66^. CUL2, CUL3, CUL5, GST-TEV-RBX1(5–108), GST-TEV(5–113) and CUL2(NTD, 1–380, L344K, V3776D)-Avi were expressed in insect cells using two baculoviruses for assembly of CUL–RBX complexes and purified following reported procedures^35,63^. CUL2–RBX1, CUL3–RBX1 and CUL5–RBX2 were neddylated and purified as described^35,63^.

ZSWIM8-Twin-Strep was cloned into pFLN. ELOB and ELOC were cloned into pFLN and assembled into pBig1a using biGBac Assembly^61^. ZSWIM8–ELOB–ELOC complex (hereafter referred to as ZSWIM8–ELOB/C) was expressed in insect cells using two baculoviruses for 3 d at 27 °C. Cells were resuspended in lysis buffer (50 mM HEPES, 300 mM NaCl and 10% (v/v) glycerol, pH 7.5) supplemented with protease inhibitors and 1 mM tris(2-carboxyethyl)phosphine (TCEP). Cells were disrupted by sonication and cell debris was removed by centrifugation. ZSWIM8–ELOB/C was enriched using Twin-Strep affinity purification (Strep-Tactin, IBA Lifesciences, 2-1201-025) and eluted with lysis buffer supplemented with 3 mM desthiobiotin, followed by size-exclusion chromatography (HiLoad Superdex 200, Cytiva).

ZSWIM8^mono^ was designed on the basis of our cryo-EM structure. We hypothesized that CUL3 binding to ZSWIM8 requires the presence of a folded D-domain. To functionally separate the requirement of ZSWIM8 dimerization for AGO2 binding and ubiquitylation from its impact on CUL3 binding, we designed a ZSWIM8 variant that retained a folded D-domain and retained binding to CUL3. We expected that transplanting a second copy of the D-domain into the native sequence would allow the D-domain to fold in *cis* and resemble the D-domain that is natively folded in *trans*. We inserted D-domain residues E222–P273 with two flanking GGSGGS linkers in between D-domain residues Q228 and R229 (Supplementary Table 2). AlphaFold3 structure predictions supported the expected assembly of the D-domain.

For structural studies and stepwise ubiquitin transfer assays, His_6_-TEV-AGO2 was cloned into pFLN and expressed in insect cells. AGO was purified following an adapted purification protocol^67^. In brief, insect cells were resuspended in 50 mM Tris, 100 mM KCl and 5 mM dithiothreitol (DTT), pH 8.0. Following sonication, polyethylenimine was added to a concentration of 0.2% (v/v), mixed by inversion and immediately centrifuged to remove cell debris. AGO was enriched by immobilized metal-affinity chromatography (Ni-INDIGO, Cube Biotech, 75105). Following affinity chromatography, a nucleic-acid-free AGO fraction (as judged by 260/280 ratio) was isolated by cation-exchange chromatography (Source 15S or MonoS, Cytiva) with a gradient of 0–500 mM KCl in 20 mM Tris, pH 8.0. Nucleic-acid-free AGO was incubated with synthetic single-stranded miRNA (Metabion, IDT; Supplementary Table 4) at room temperature for 30 min. Excess miRNA was removed by size-exclusion chromatography in 25 mM HEPES, 150 mM NaCl and 1 mM TCEP, pH 7.8 (Superdex 200, Cytiva).

To label AGO for in vitro ubiquitylation assays, we used a split-intein-mediated labelling approach because of its high efficiency and site selectivity. We used the split intein gp41-1, which consists of an N-terminal part, gp41-1-N, and a C-terminal part, gp41-1-C^68,69^. These two parts excise themselves after *trans*-splicing, leaving a minimal ligation scar on the protein consisting of two short extein motifs. gp41-1-N was cloned into pGEX downstream of a TEV cleavage site. Following the TEV cleavage site, an N-terminal GGG motif was incorporated for sortase labelling, along with the native extein sequence SGY. GST-gp41-1-N was expressed in Rosetta *Escherichia coli* by induction with IPTG. Following glutathione-affinity purification and TEV protease cleavage, the protein was further purified by size-exclusion chromatography. gp41-1-C was cloned downstream of a Twin-Strep site into pFLN to create Twin-Strep-gp41-1-C-AGO2 or Twin-Strep-gp41-1-C-AGO1. These constructs contained the native extein linker, SSS, inserted between the split intein and the AGO sequence. AGO was purified following the procedure described above.

#### Labelling and biotinylation of proteins

Peptides for sortase labelling were obtained from the Peptide Synthesis Facility (Max-Planck Institute of Biochemistry Core Facility). The sortase peptide had the following sequence: GSGGLPETGG, with an N-terminally linked carboxyfluorescein. Peptides were more than 90% pure as judged by HPLC and mass spectrometry.

gp41-1-N was fluorescently labelled at its N-terminal GGG using sortylation with a fluorescein-labelled acceptor peptide (fluorescein-GSGGLPETGG) (Supplementary Table 3). gp41-1-N (100 µM) was mixed with peptide (350 µM) in 25 mM HEPES, 150 mM NaCl and 10 mM CaCl_2_, pH 7.5. The reaction was initiated by addition of SrtA-5M (10 µM)^70^ and allowed to proceed for 1 h at room temperature. Ni-INDIGO beads (20 µl) (Cube Biotech, 75105) were added and excess peptide was removed using a PD MidiTRAP G-25 (Cytiva) followed by size-exclusion chromatography (Superdex 75) in 25 mM HEPES, 150 mM NaCl and 1 mM TCEP, pH 7.5.

For labelling AGO proteins with fluorescein-gp41-1-N, the nucleic-acid-free fraction containing Twin-Strep-gp41-1-C-AGO2 or Twin-Strep-gp41-1-C-AGO1, isolated through ion-exchange chromatography, was incubated with miRNA and fluorescein-gp41-1-N at 1.2× molar excess over AGO. The reaction was allowed to proceed for 1 h at room temperature. Excess miRNA and unreacted fluorescein-gp41-1-N were removed by size-exclusion chromatography in 25 mM HEPES, 150 mM NaCl and 1 mM TCEP, pH 7.5. Following labelling, AGO is modified at its N terminus with fluorescein-GGGSGYSSS (Supplementary Table 3). Fluorescently labelled AGO was used in all in vitro ubiquitylation assays, as described below.

For biotinylation of CUL-NTDs, Avi-tagged CUL-NTDs were incubated with 50 mM ATP, 25 mM MgCl_2_, 5 mM biotin and 0.5 mg ml^−1^ BirA at 4 °C for 18 h following ion-exchange chromatography. Biotinylated NTDs were purified by size-exclusion chromatography.

For fluorescent labelling of UB, Cys-UB and Cys-UB K0 (1 mM) were buffer-exchanged using a PD MidiTrap G-25 column (Cytiva, 28918008) into 25 mM HEPES, 150 mM NaCl and 0.5 mM TCEP and incubated with 5-(Iodoacetamido)fluorescein (5 mM, Sigma-Aldrich, I9271) for 18 h at 4 °C. Excess 5-(Iodoacetamido)fluorescein was removed using a PD MidiTrap G-25 column followed by size-exclusion chromatography (Superdex 75) in 25 mM HEPES and 150 mM NaCl to yield fluorescently labelled UB and UB K0 (UB* and UB K0*, respectively). UB* was used in stepwise ubiquitin transfer assays, and UB K0* was used in ubiquitylation site mapping, as described below.

#### AGO–miRNA complexes for in vitro co-IP assays

Plasmids expressing AGO2 variants were generated from the pcDNA3.3-3xFLAG-SUMO^Eu1^-HsAGO2 plasmid (Addgene, 231372). The plasmid expressing AGO1 was subcloned into the same backbone from an existing AGO1-expressing plasmid. Sequences of proteins and associated tags are listed in Supplementary Table 3. AGO–miRNA complexes were prepared largely as described^51,71^. Guide and passenger RNAs were each chemically synthesized (IDT) and gel-purified on a urea-polyacrylamide gel, then annealed into duplexes at 5 µM final concentration in annealing buffer (30 mM Tris-HCl pH 7.5, 100 mM NaCl and 1 mM EDTA). Annealing reactions were heated to 90 °C and slowly cooled to 30 °C over 1.5 h, before chilling on ice and storage at −80 °C. To generate cell lysate overexpressing the appropriate AGO variant, 200 ml of Expi293F cells at about 2 million per ml cell density were transfected with 190 µg of the AGO expression plasmid, 10 µg of pMaxGFP (Lonza) and 600 µg of polyethylenimine (Polysciences, 23966) incubated in 10 ml of Opti-MEM at room temperature for 20 min. After culture for 40 h, cells were collected and lysed in 8 ml of hypotonic buffer (10 mM HEPES pH 8.0, 10 mM KOAc, 1.5 mM Mg(OAc)_2_, 2% (v/v) glycerol, 5 mM NDSB-256 and 0.5 mM TCEP, with 1 tablet of cOmplete Mini EDTA-free Protease Inhibitor Cocktail (Roche, 11873580001) per 10 ml of buffer) by a Dounce homogenizer. Cell lysate was clarified by centrifugation at 3,000*g* for 15 min at 4 °C, then again for 30 min. The supernatant was re-equilibrated by adding 25% volume of re-equilibration buffer (150 mM HEPES pH 8.0, 700 mM KOAc, 15 mM Mg(OAc)_2_, 42% (v/v) glycerol, 5 mM NDSB-256 and 0.5 mM TCEP, with 1 tablet of cOmplete Mini EDTA-free Protease Inhibitor Cocktail per 10 ml of buffer), then further clarified by centrifugation at 60,000*g* for 20 min at 10 °C. Lysate was either used immediately or flash-frozen as aliquots in liquid nitrogen for storage at −150 °C.

To assemble each AGO–miRNA complex, 5–10 ml of cell lysate was first incubated with 600 µl of 5 µM annealed guide–passenger duplex for 1–2 h at 25 °C, to allow the in-lysate assembly of complexes. Meanwhile, 1 ml of slurry of Dynabeads MyOne Streptavidin C1 (Invitrogen, 65002) was washed according to the manufacturer’s instructions, then pre-bound to 1 nmol of gel-purified biotinylated, 2′*O*-methylated capture oligonucleotide containing an 8mer seed-match site with complementarity to the loaded miRNA (Supplementary Table 4), at 25 °C for 30 min with end-over-end rotation, followed by four washes with ice-cold equilibration buffer (18 mM HEPES pH 7.4, 100 mM NaCl, 1 mM MgCl_2_, 10% (v/v) glycerol, 0.003% (v/v) IGEPAL CA-630, 0.033 mg ml^−1^ recombinant albumin (NEB, B9200) and 0.005 mg ml^−1^ yeast transfer RNA (tRNA) (Life Technologies, AM7119)), then set aside at 4 °C until use. The incubated lysate was centrifuged at 6,000*g* for 10 min at 4 °C, filtered through a 5-µm PVDF filter (Millipore, SLSV025LS) and then added to the prepared beads and incubated at 25 °C for 1 h with end-over-end rotation. Beads were then washed twice with 5 ml of equilibration buffer and twice with 5 ml of capture-wash buffer (18 mM HEPES pH 7.4, 2 M NaCl, 1 mM MgCl_2_, 10% (v/v) glycerol, 0.003% (v/v) IGEPAL CA-630, 0.033 mg ml^−1^ recombinant albumin and 0.005 mg ml^−1^ yeast tRNA), then incubated with 1 nmol 3′-biotinylated DNA competitor oligonucleotide (IDT) complementary to the capture oligonucleotide (Supplementary Table 4) in 18 mM HEPES pH 7.4, 1 M NaCl, 1 mM MgCl_2_, 10% (v/v) glycerol, 0.003% (v/v) IGEPAL CA-630, 0.033 mg ml^−1^ recombinant albumin and 0.005 mg ml^−1^ yeast tRNA, at 25 °C for 2 h with end-over-end rotation. The eluate was then incubated with 50 µl of anti-FLAG M2 magnetic bead slurry (Millipore, M8823) pre-equilibrated in equilibration buffer according to manufacturer’s instructions, at 25 °C for 2 h with end-over-end rotation. The beads were washed twice with 500 µl of equilibration buffer and twice with 500 µl of storage buffer (18 mM HEPES pH 7.4, 100 mM NaCl, 1 mM MgCl_2_, 5% (v/v) glycerol and 0.003% (v/v) IGEPAL CA-630), before incubation in 100 µl of SENP^EuB^ elution solution (500 nM of in-house purified SENP^EuB^ protease^51^ in storage buffer) at 4 °C with gentle rotation for 1 h. The eluate was combined with an extra 100-µl wash with SENP^EuB^ elution solution, then supplemented with β-mercaptoethanol (BME) (Sigma-Aldrich, M6250) to a final concentration of 0.5 mM. Aliquots were flash-frozen in liquid nitrogen for storage at −80 °C. AGO2 loaded with a 14-nt miR-7 was purified using the same method as for purifying AGO–miRNA complexes for in vitro ubiquitylation assays, described above, but without fluorescent labelling.

Purified AGO–miRNA complexes for use in in vitro co-IP assays were quantified by filter-binding titration. A serial dilution series of limiting concentrations of complexes were incubated with 2 nM of a radiolabelled target RNA, in 18 mM HEPES pH 7.4, 100 mM NaCl, 1 mM MgCl_2_, 2.5% (v/v) glycerol, 0.003% (v/v) IGEPAL CA-630, 0.5 mM BME, 0.017 mg ml^−1^ recombinant albumin and 0.003 mg ml^−1^ yeast tRNA, at 37 °C for 1 h. Filter binding was conducted as described above, except membranes were pre-equilibrated in 18 mM HEPES pH 7.4, 100 mM NaCl and 1 mM MgCl_2_ and washed with 18 mM HEPES pH 7.4, 100 mM NaCl, 1 mM MgCl_2_ and 5 mM DTT. Quantified fractions of target RNA bound across AGO–miRNA dilutions were fit to a quadratic equation by nonlinear least-squares regression in R using the Levenberg–Marquardt algorithm (nlsLM from the R package minpack.lm):

$${F}_{{\rm{b}}{\rm{o}}{\rm{u}}{\rm{n}}{\rm{d}}}=\frac{DF[\mathrm{stock}]+[{\mathrm{target}}_{T}]+{K}_{{\rm{D}}}-\sqrt{{(DF[\mathrm{stock}]+[{\mathrm{target}}_{T}]+{K}_{{\rm{D}}})}^{2}-4DF[\mathrm{stock}][{\mathrm{target}}_{T}]}}{2[{\mathrm{target}}_{T}]}{F}_{\mathrm{max}}$$

where *F*_bound_ represents fraction of target bound, [target_*T*_] represents the concentration of total target oligonucleotide, [stock] represents stock concentration of RISC, *DF* represents the dilution factor, *K*_D_ represents the dissociation constant for the affinity between RISC and the target and *F*_max_ represents the maximal fraction of target bound at the plateau. A range of bounds and initiation values were tested for [stock], *K*_D_ and *F*_max_ to ensure robust estimation of [stock]. *F*_max_ was always limited to the range (0, 1). *K*_D_ was fit in log-transformed space.

#### ZSWIM8 for in vitro co-IP assays

3xFLAG-SUMO^Eu1^-ZSWIM8-3xHA was cloned into pDARMO_CMVT (a gift from K. Rogala)^72^. ELOB and ELOC were cloned into pRK5. Sequences of proteins and associated tags are listed in Supplementary Table 3. For 200 ml of culture, Expi293F cells at about 3 million per ml cell density were transfected with 95 µg of the ZSWIM8 expression plasmid, 47.5 µg of the ELOB expression plasmid, 47.5 µg of the ELOC expression plasmid, 10 µg of pMaxGFP and 600 µg of polyethylenimine incubated in 24 ml of Opti-MEM at room temperature for 20 min. After culture for 48 h, cells were pelleted, washed with PBS and resuspended in double the cell pellet volume of lysis buffer (18 mM HEPES pH 7.4, 150 mM KOAc, 10 µM Zn(OAc)_2_, 5% (v/v) glycerol, 0.5% (v/v) IGEPAL CA-630 and 0.5 mM TCEP, with 1 tablet of cOmplete Mini EDTA-free Protease Inhibitor Cocktail per 10 ml of buffer). The resuspension was passed through a 23-G 1 M 1.5-inch needle and incubated at 4 °C for 15 min with end-over-end rotation. Lysate was clarified by centrifugation at 1,000*g* for 2 min at 4 °C, followed by centrifugation at 40,000*g* for 30 min at 4 °C. Meanwhile, 1.2 ml of anti-FLAG magnetic beads (Genscript, L00835) were washed twice with wash buffer (18 mM HEPES pH 7.4, 150 mM KOAc, 5% (v/v) glycerol, 0.01% (v/v) IGEPAL CA-630 and 0.5 mM TCEP). Clarified lysate was filtered through a 5-µm PVDF filter, then incubated with the prepared beads at 4 °C for 1.5 h with end-over-end rotation. After incubation with lysate, beads were washed four times with 3 ml of wash buffer and eluted with 1 ml of elution buffer (5 µM of in-house purified SENP^EuB^ protease^51^ in wash buffer) at 4 °C for 1.5 h with end-over-end rotation. The eluate was centrifuged at 17,000*g* for 5 min at 4 °C, and the supernatant was collected and quantified by nanodrop. Aliquots were flash-frozen in liquid nitrogen for storage at −80 °C.

#### T6B peptide

3xHA-tagged T6B peptide (6xHis-SUMO-TNRC6B(599–683)-3xHA^73^, otherwise referred to as T6B-3xHA peptide) was expressed and purified as described previously^74^, with some modifications. 3xFLAG-tagged T6B peptide (6xHis-SUMO-TNRC6B(599–683)-3xFLAG, otherwise referred to as T6B-3xFLAG peptide) used in sRNA-seq experiments, described below, was purified by an analogous method. Sequences of proteins and associated tags are listed in Supplementary Table 3.

6xHis-SUMO-TNRC6B(599–683)-3xHA was cloned into pET28a. The expression construct was transformed into BL21 (DE3)-competent *E. coli* (NEB, C2527H). A single transformant was used to seed an overnight culture in Luria broth supplemented with 50 µg ml^−1^ kanamycin (GoldBio, K-120-5) and 35 µg ml^−1^ chloramphenicol (GoldBio, C-105-25) and grown at 30 °C overnight with shaking. Each 1.5-l batch of Luria broth was supplemented with 50 µg ml^−1^ kanamycin and 35 µg ml^−1^ chloramphenicol and seeded with 15 ml of overnight culture. This culture was grown at 37 °C with shaking. Once the culture reached an optical density (OD)_600_ of around 0.2, it was transferred to 18 °C with shaking, and, once it reached an OD_600_ of around 0.6, 0.5 mM of IPTG (GoldBio, I2481C50) was added. Induced cells were grown further overnight at 18 °C with shaking.

Cells were collected by centrifuging at 8,980*g* for 6 min at 4 °C. Pellets were resuspended in lysis buffer (50 mM Tris pH 8.0, 500 mM NaCl, 5% (v/v) glycerol, 15 mM imidazole, 4 mM BME and 1 tablet of cOmplete EDTA-free Protease Inhibitor Cocktail (Roche, 11873580001)), with 1 ml of lysis buffer per 240 ml of overnight culture. Cells were lysed by sonication, and lysate was clarified by centrifuging at 41,400*g* for 30 min at 4 °C. Clarified lysate was added to Ni-NTA agarose beads (QIAGEN, 30210) that had been washed twice with lysis buffer (280 µl of slurry per 1 l of culture), and the slurry was incubated at 4 °C for 2 h with end-over-end rotation. The beads were collected by centrifugation at 100*g* for 2–5 min at 4 °C and washed three times with 40 bead volumes of lysis buffer. Following the last wash, beads were resuspended in 5 ml of lysis buffer and transferred to a gravity-flow column. Captured protein was eluted with elution buffer (50 mM Tris pH 8.0, 500 mM NaCl, 5% (v/v) glycerol, 250 mM imidazole and 4 mM BME).

The eluate was dialysed at 4 °C overnight in dialysis buffer (50 mM Tris pH 8.0, 100 mM NaCl, 5% (v/v) glycerol, 15 mM imidazole and 4 mM BME) using a 10-kDa molecular weight cutoff dialysis cassette (Thermo Scientific, 69570). On the following day, the dialysed eluate was purified by anion-exchange chromatography on either a Resource Q column (Cytiva, 17-1179-01) or a HiTrap Q XL column (Cytiva, 17515901) pre-equilibrated in buffer A (50 mM Tris pH 8.0, 100 mM NaCl, 5% (v/v) glycerol and 4 mM BME). T6B-3xHA peptide was eluted off the column with a linear gradient of buffer B (50 mM Tris pH 8.0, 2 M NaCl, 5% (v/v) glycerol and 4 mM BME). Fractions containing T6B-3xHA peptide were pooled and concentrated by centrifugal filtration using a concentrator pre-equilibrated with buffer A (Amicon Ultra 10-kDa cutoff, Millipore, UFC8010). Concentrated T6B-3xHA peptide was further purified using size-exclusion chromatography with a Superdex 200 Increase column (Cytiva, 28990944) in buffer A. Fractions containing T6B-3xHA peptide were pooled, then centrifuged at 17,000*g* for 5 min at 4 °C, and the supernatant was collected and quantified by nanodrop. Aliquots were flash-frozen in liquid nitrogen for storage at −80 °C.

#### Target RNAs

Shorter target RNAs were chemically synthesized (IDT; Supplementary Tables 1 and 4) with 5′ hydroxyl chemistry, and gel-purified on a urea-polyacrylamide gel. Longer target RNAs were in vitro transcribed using chemically synthesized and gel-purified single-stranded DNA templates annealed to an oligonucleotide containing the T7 promoter sequence (IDT; Supplementary Tables 1 and 4). Transcription reactions using in-house purified T7 RNA polymerase were conducted in 5 mM ATP, 2 mM UTP, 5 mM CTP, 8 mM GTP, 5 mM DTT, 40 mM Tris pH 7.9, 2.5 mM spermidine, 26 mM MgCl_2_, 0.01% (v/v) Triton X-100, 5 mM DTT, SUPERase•In (1 U µl^−1^; Invitrogen, AM2694) and Thermostable Inorganic Pyrophosphatase (0.0083 U µl^−1^; NEB, M0296). After incubation at 37 °C for 3–4 h, DNA templates were digested with RQ1 DNase (Promega, M6101) at 37 °C for 30 min. RNA products were then gel-purified on a urea-polyacrylamide gel.

Gel-purified chemically synthesized RNAs were radiolabelled directly using T4 Polynucleotide Kinase (PNK) (NEB, M0201) and [γ-^32^P] ATP (Revvity, BLU035C005MC) in T4 PNK reaction buffer (NEB, B0201S) at 37 °C for 1–2 h, then desalted using Micro Bio-Spin P-6 columns (Bio-Rad, 7326221) and gel-purified on a urea-polyacrylamide gel. In vitro transcription products were first dephosphorylated using Quick CIP (NEB, M0525) at 37 °C for 15 min, followed by heat-inactivation at 80 °C for 3 min. Dephosphorylated RNAs were then immediately radiolabelled using T4 PNK and [γ-^32^P] ATP in rCutSmart buffer (NEB, B6004S) supplemented with 5 mM DTT (Invitrogen, 15508013) at 37 °C for 1–2 h, then desalted using Micro Bio-Spin P-30 columns (Bio-Rad, 7326250), Micro Bio-Spin P-6 columns or Amersham MicroSpin G-25 columns (Cytiva, 27532501) and gel-purified on a urea-polyacrylamide gel.

### Biochemical assays

#### In vitro ubiquitylation assays

The identification of cullin–RING ligase subunits and the ARIH1 RBR-type E3 as TDMD effectors^10^ suggested that ZSWIM8 performs ubiquitylation by the previously defined E3–E3 mechanism, which is a variation on the canonical E1–E2–E3 pathway^35,36^. In the E3–E3 mechanism, ubiquitin is transferred from the E2 UBE2L3 to the active site of ARIH1 only after ARIH1 activation through binding a neddylated CRL. ARIH1 then ubiquitylates the substrate recruited to the CRL substrate receptor, and generates short ubiquitin chains. Optimal polyubiquitylation is achieved in collaboration with a UBE2R-family E2, also activated by the neddylated CRL. The design of our in vitro ubiquitylation assays was informed by this mechanism.

All concentrations stated refer to the final concentrations used. Fluorescently labelled AGO (0.2 µM) loaded with the indicated miRNA was incubated with a target RNA (0.22 µM) for 15 min at room temperature. In the meantime, CUL-NEDD8–RBX1 (0.5 µM), ZSWIM8–ELOB/C (0.5 µM), ARIH1 (0.4 µM), UBE2L3 (1.5 µM), UBE2R2 (1.5 µM), UB (50 µM) and BSA (0.5 mg ml^−1^) were mixed in 50 mM HEPES, 50 mM NaCl and 1 mM TCEP, pH 7.5. AGO–miRNA–target-RNA complex was added to the remaining components and incubated for 1 h at room temperature. ATP (5 mM) and MgCl_2_ (7.5 mM) were added, and the reaction was initiated by addition of UBA1 (0.1 µM). At indicated time points, samples were removed and quenched with an equal volume of 2 × SDS–PAGE sample buffer (100 mM Tris-HCl, 20% (v/v) glycerol, 30 mM EDTA, 4% (v/v) SDS and 4% BME) and incubated at 95 °C for 5 min. Samples were resolved on 4–22% SDS–PAGE gels and visualized on a Typhoon 9410 Imager by in-gel fluorescence, followed by gel staining with Coomassie blue. Assays were performed with *n* ≥ 2, and representative gels are shown. For reactions containing CUL5 and ARIH2, CUL-NEDD8–RBX1 was substituted for CUL5-NEDD8–RBX2, and ARIH1 was substituted with ARIH2. The assay setup as described above was used to generate the data shown in Figs. 1c,d and 3f and Extended Data Figs. 1e,h,i, 3m, 4i, 5g,h, 8a,e and 9b,g. Uncropped scans of fluorescent gels and gels stained with Coomassie blue are provided in Supplementary Figs. 1 and 2, respectively.

#### Stepwise ubiquitin transfer assays

Stepwise transfer assays were performed in a two-step process consisting of a loading reaction and a discharge reaction. In the loading reaction, the UB-carrying enzyme (UBE2L3) is charged by UBA1, and quenched by apyrase, which prevents further ubiquitin activation once UBE2L3 is discharged. The discharge reaction is initiated by addition of the remaining reaction components (CRL, substrate receptor, substrate and other E3s). Stepwise ubiquitin transfer assays follow the transfer of ubiquitin not just to the substrate but also to and from other proteins, such as E2 and E3 components. Substrate receptors that interact with CRLs are commonly autoubiquitylated and thus autoubiquitylation provides a functional readout of the ability of a substrate receptor to interact with a catalytically competent CRL.

All concentrations stated refer to the final concentrations used. AGO2 (0.2 µM) loaded with the indicated miRNA was incubated with a target RNA (0.22 µM) at room temperature for 15 min. In the meantime, CUL-NEDD8–RBX1 (0.5 µM), ZSWIM8–ELOB/C (0.5 µM), ARIH1 (0.4 µM) and BSA (0.5 mg ml^−1^) were mixed in 50 mM HEPES, 50 mM NaCl and 1 mM TCEP, pH 7.5, and incubated at room temperature for 15 min. In the meantime, UBE2L3 (10 µM) was mixed with fluorescein-UB (15 µM) in 25 mM HEPES, 100 mM NaCl, 2.5 mM MgCl_2_ and 1 mM ATP at room temperature. E2 charging was initiated by addition of UBA1 (0.4 µM) and allowed to proceed for 15 min. The reaction was quenched by addition of apyrase (NEB, 0.25 units) and incubated at 4 °C for 5 min. Assuming complete charging of UBE2L3, UBE2L3~UB* was further diluted to 2 µM in 25 mM HEPES and 150 mM NaCl, pH 7.5. Ubiquitylation was initiated by addition of UBE2L3~UB to the other components at a final concentration of 0.4 µM. For the sample at *t*_0_, an aliquot of UBE2L3~UB* was diluted to 0.4 µM in 25 mM HEPES and 150 mM NaCl, pH 7.5, and a sample was immediately removed and quenched with 2 × SDS–PAGE sample buffer (100 mM Tris-HCl, 20% glycerol, 30 mM EDTA and 4% SDS). Samples were removed and quenched at indicated time points. Samples were resolved on 4–22% SDS–PAGE gels and visualized on a Typhoon 9410 Imager by in-gel fluorescence, followed by gel staining with Coomassie blue. Assays were performed with *n* ≥ 2, and representative gels are shown. The assay setup as described above was used to generate the data shown in Extended Data Figs. 3l and 4f. Uncropped scans of fluorescent gels and gels stained with Coomassie blue are provided in Supplementary Figs. 1 and 2, respectively.

#### Ubiquitylation site mapping

To identify ubiquitylated lysines on AGO2, we adapted the stepwise ubiquitin transfer assay described above. Final concentrations were increased to CUL3-NEDD8–RBX1 (1.6 µM), ZSWIM8–ELOB/C (1.6 µM), ARIH1 (1.2 µM), AGO2 (2 µM) and UBE2L3~UB K0* (0.8 µM), and the reaction volume was increased to 50 µl. Instead of fluorescently labelled WT UB, we used fluorescently labelled UB K0, in which all lysines have been mutated to arginine to prevent unwanted ubiquitin chain formation. The reaction was allowed to proceed for 5 min at room temperature and was quenched by addition of 20 mM DTT.

Hereafter, 50 µl of SDC buffer (1% sodium deoxycholate, 40 mM 2-chloroacetamide and 10 mM TCEP in 100 mM Tris, pH 8.0) was added. Samples were incubated for 20 min at 37 °C and subsequently diluted 1:1 with water. Proteins were digested overnight at 37 °C using 0.5 µg of Lys-C and 1 µg of trypsin. Following digestion, peptides were acidified with trifluoroacetic acid to a final concentration of 1%. Approximately 200 ng of peptide material was loaded onto Evotips (Evotip Pure, Evosep) for liquid chromatography–tandem mass spectrometry analysis.

Evotips were eluted onto a 15-cm C18 analytical column (PepSep C18, 15 cm × 150 μm, 1.5 µm; Bruker Daltonics) using the Evosep One HPLC system. The column temperature was maintained at 50 °C, and peptides were separated using the 30 SPD method. Eluting peptides were directly introduced into a timsTOF HT mass spectrometer (Bruker Daltonics) via a nanoelectrospray ionization source. The mass spectrometer was operated in data-dependent PASEF (parallel accumulation serial fragmentation) mode, comprising one survey TIMS (trapped ion mobility spectrometry) mass spectrometry scan followed by ten PASEF tandem mass spectrometry scans per acquisition cycle. Data were acquired over a mass range of *m*/*z* 100–1,700 and an ion mobility range of 1/*K*_0_ = 0.85–1.35 Vs cm^−^^2^, using equal ion accumulation and ramp times of 100 ms in the dual TIMS analyser, corresponding to a spectral rate of 9.43 Hz. Precursor ions were isolated using a 2-Th window for *m*/*z* < 700 and a 3-Th window for *m*/*z* > 700 by synchronized quadrupole switching during TIMS elution. Collision energy was applied as a function of ion mobility, ranging from 45 eV at 1/*K*_0_ = 1.3 Vs cm^−2^ to 27 eV at 0.85 Vs cm^−2^, with linear interpolation between these values. Singly charged precursor ions were excluded using a polygon filter mask, and further *m*/*z* and ion mobility criteria were applied for dynamic exclusion.

Raw mass spectrometry data were processed using FragPipe (v.23.0) with default parameters from the LFQ-UB workflow. Spectra were searched against a database containing common contaminants and the proteins of interest. Carbamidomethylation of cysteine was set as a fixed modification, whereas methionine oxidation, lysine ubiquitylation, and protein N-terminal acetylation were included as variable modifications. StrictTrypsin was specified as the protease. The identified ubiquitylation sites are shown in Supplementary Fig. 3.

#### In vitro co-IP assays

All concentrations stated refer to the final concentrations used. Pierce anti-HA magnetic bead slurry (Thermo Scientific, 88837, 15 µl per reaction) was washed twice with blocking buffer (18 mM HEPES pH 7.4, 150 mM KOAc, 1 mM Mg(OAc)_2_, 5% (v/v) glycerol, 0.01% (v/v) IGEPAL CA-630, 0.1 mg ml^−1^ recombinant albumin and 0.01 mg ml^−1^ yeast tRNA) and incubated in blocking buffer at 4 °C for 2 h with end-over-end rotation. Blocking buffer was then removed immediately before use. Radiolabelled target RNAs were prepared as described above and pre-mixed. Pre-mixed RNA concentrations were calculated on the basis of a conservative estimate of 0–50% loss during radiolabelling. AGO–miRNA complex was pre-diluted in storage buffer (18 mM HEPES pH 7.4, 100 mM KOAc, 1 mM Mg(OAc)_2_, 20% (v/v) glycerol, 0.003% (v/v) IGEPAL CA-630, 0.5 mM BME, 0.033 mg ml^−1^ recombinant albumin and 0.005 mg ml^−1^ yeast tRNA). Unless other concentrations are specified, 0.75 nM of pre-diluted AGO–miRNA complex was pre-incubated with approximately 0.25 nM target RNAs in co-IP buffer (18 mM HEPES pH 7.4, 150 mM KOAc, 2 mM Mg(OAc)_2_, 5% (v/v) glycerol, 0.01% (v/v) IGEPAL CA-630 and 0.5 mM BME) supplemented with blocking reagents (0.1 mg ml^−1^ recombinant albumin and 0.01 mg ml^−1^ yeast tRNA) at 37 °C for 30–60 min. Where specified, heparin (Sigma-Aldrich, H3393), which reduces non-specific binding of RNA (especially longer RNA) to the beads, was also included in the blocking buffer and co-IP buffer. Heparin at 1 µg ml^−1^ was included in assays shown in Figs. 1f, 3g and 4e and Extended Data Figs. 6d and 9c,f. Heparin at 10 µg ml^−1^ was included in assays shown in Extended Data Figs. 1c and 8d. Heparin was not included in assays shown in Fig. 1e and Extended Data Figs. 1d,g, 2a–d and 8f–h. In the meantime, bait proteins ZSWIM8-3xHA and T6B-3xHA were pre-diluted in ZSWIM8 buffer (18 mM HEPES pH 7.4, 150 mM KOAc, 5% (v/v) glycerol, 0.01% (v/v) IGEPAL CA-630 and 0.5 mM TCEP).

Pre-incubated AGO–miRNA–target complex and pre-diluted bait proteins (or ZSWIM8 buffer) were mixed at a 1:1 ratio and incubated at 25 °C for 1 h, at a final volume of 30 µl per reaction. To reduce non-specific binding during the subsequent immunoprecipitation, any aggregation-prone species were removed by centrifugation at 17,000–21,000*g* for 5 min at 4 °C. Then, 5% of the supernatant was taken from the no-bait control to serve as input. Supernatants were otherwise resuspended with pre-blocked beads and incubated at 4 °C for 1.5 h, with intermittent shaking at 1,200 rpm for 15 s every 2 min. Following incubation, reactions were transferred to fresh tubes, and beads were washed four times with 125 µl of 18 mM HEPES pH 7.4, 150 mM KOAc, 1 mM Mg(OAc)_2_, 5% (v/v) glycerol, 0.01% (v/v) IGEPAL CA-630 and 0.5 mM BME, with a tube change during the fourth wash. Immunoprecipitated species were eluted by resuspension of beads with gel loading buffer (8 M urea, 25 mM EDTA, 0.025% (w/v) xylene cyanol, 0.025% (w/v) bromophenol blue) and shaking at 1,000 rpm at 65 °C for 10 min. Eluates were run on a urea-polyacrylamide gel. The gel was frozen at −20 °C while exposing a phosphorimager plate, and radioactivity was subsequently imaged on a phosphorimager. Band intensities were quantified using ImageQuant TL (v.10.2); image background was estimated either by subtracting the mean signal of equal-sized rectangles drawn at regions with no bands, or, where indicated, by additionally examining the lane profile tool drawn across each lane. Signal from each band was then background-subtracted using the 0 nM ZSWIM8 sample and normalized to that of the T6B sample. The assay setup as described above was used to generate the data shown in Figs. 1e,f, 3g and 4e and Extended Data Figs. 1c,d,g, 2a–d, 6d,e, 8d,f–h and 9c,d,f. Uncropped scans of gels are provided in Supplementary Fig. 1.

#### Filter-binding assays

To measure intrinsic affinity of ZSWIM8 for RNAs, a dilution series of purified ZSWIM8-3xHA was incubated in excess with radiolabelled RNAs in 18 mM HEPES pH 7.4, 150 mM KOAc, 1 mM Mg(OAc)_2_, 5% (v/v) glycerol, 0.01% (v/v) IGEPAL CA-630, 0.25 mM BME, 0.25 mM TCEP (Supelco, 646547), 0.1 mg ml^−1^ recombinant albumin and 0.01 mg ml^−1^ yeast tRNA, at 25 °C for 2 h.

Nitrocellulose (Amersham Protran, 0.45-µm pores; Cytiva, 10600062) and nylon (Amersham Hybond-XL; Fisher Scientific, 45001147) membrane filters were cut with a circle punch into discs of 0.5-inch diameter each and pre-equilibrated at room temperature for at least 20 min in 18 mM HEPES pH 7.4, 100 mM KOAc and 1 mM Mg(OAc)_2_. For each sample, a nitrocellulose disc was stacked on top of a nylon disc, atop a circular pedestal mounted on a Visiprep SPE Vacuum Manifold (Supelco, 57250-U), set at approximately −20 kPa. Then, 10 µl of reaction was promptly applied to the stacked discs, followed by 100 µl of ice-cold wash buffer (18 mM HEPES pH 7.4, 100 mM KOAc, 1 mM Mg(OAc)_2_ and 5 mM DTT). Filter membrane discs were separated with tweezers, air-dried, then exposed on a phosphorimager plate. Radioactivity was imaged on a Typhoon phosphorimager (Cytiva), and spot intensities were quantified using ImageQuant TL (v.10.2). The assay setup as described above was used to generate the data shown in Extended Data Fig. 2e.

#### Analytical size-exclusion chromatography

ZSWIM8–ELOB/C, ZSWIM8^mono^–ELOB/C and ZSWIM8^∆dimer^–ELOB/C (10 µM) were each incubated with CUL3–RBX1 (12 µM) in 25 mM HEPES, 150 mM NaCl and 1 mM TCEP, pH 7.5, at 4 °C for 30 min before analysis by size-exclusion chromatography (Superose 6, Cytiva). Samples were resolved on 4–22% SDS–PAGE gels, and gels were stained with Sypro Ruby (Sigma-Aldrich, S4942) before analysis by in-gel fluorescence. Analytical size-exclusion chromatograms and corresponding SDS–PAGE analyses are shown in Extended Data Fig. 3k. Uncropped scans of gels are provided in Supplementary Fig. 1.

#### Bio-layer interferometry

Bio-layer interferometry measurements were performed on an Octet K8 system (Sartorius) at 30 °C with shaking at 1,000 rpm. Concentrated proteins were diluted into BLI buffer (25 mM HEPES, 150 mM NaCl, 0.5 mg ml^−1^ BSA and 1 mM TCEP, pH 7.5). Biotinylated cullin-NTDs were immobilized on streptavidin sensors (Sartorius, 18-5019). ZSWIM8 served as the analyte and was measured in seven dilutions from 650 nM to 0.9 nM. Raw data were processed in Octet Data Analysis HT software (v.13.0.1). As no dissociation was detected, the *K*_D_ was estimated through fitting *R*_max_ of association. Processed data were plotted and fit using a single-site binding model in GraphPad Prism (v.10.4.0).

#### Sequence alignments of protein homologues

Protein sequences were downloaded from UniProt^75^. Multiple-sequence alignment was conducted with the MUSCLE algorithm^76^. Maximum-likelihood phylogeny was calculated using FastTree 2.2 (ref. ^77^).

### Cryo-EM

#### Sample preparation

All concentrations stated refer to the final concentrations used. AGO2–miR-7 (7 µM) was mixed with a 120-nt fragment of the CYRANO trigger (8 µM) (Supplementary Table 1) and incubated at room temperature for 15 min. In the meantime, ZSWIM8–ELOB/C (6 µM) was mixed with CUL3(NTD) (6 µM) in 25 mM HEPES, 50 mM NaCl and 1 mM TCEP, pH 7.8. AGO2–miR-7–CYRANO was added and incubated on ice until plunge-freezing. Cu holey-carbon grids (R1.2/1.3, 200 mesh, Quantfoil, Q250-CR1.3) were freshly glow-discharged. Then, 3.5 µl of complex was applied, incubated for 5 s and blotted with a blot force of 2 and blot time of 2 s using a Vitrobot Mark IV (4 °C, 95% humidity) and plunge-frozen in liquid ethane.

#### Electron microscopy

A screening dataset was recorded on a Glacios cryo-transmission electron microscope at 200 kV using a Gatan Vista Alpine detector in counting mode and SerialEM software (v.4.1). The dataset consisted of 3,998 videos with a pixel size of 1.871 Å. Total exposure was set to 60 electrons per Å^2^ (40 frames), and with a defocus range between −0.5 and −2.5 µm. A high-resolution dataset was recorded on a Titan Krios transmission electron microscope at 300 kV using a Gatan K3 detector in counting mode and Serial EM software. The dataset (26,355 micrographs) was recorded at a magnification of 105,000, pixel size 0.8512 Å, total exposure 58 electrons per Å^2^ and a defocus range between −0.5 and −2.0 µm. A representative micrograph can be found in Supplementary Fig. 4.

#### Data processing

All datasets were processed in CryoSparc (v.4.6.2)^78^ (Extended Data Table 1). Raw video files were motion-corrected and dose-weighted, followed by estimation of contrast-transfer functions. Exposures were manually curated to remove micrographs with damage or ice contamination. Particles were picked in CryoSparc without a template and with a template generated from the screening dataset. Heterogeneous refinements, 3D classification, global and local refinements, particle subtraction and post-processing were performed in CryoSparc. For all heterogeneous refinements, one decoy class was included. All final maps were post-processed using manual sharpening or DeepEMhancer. The processing scheme is shown in Supplementary Figs. 4 and 5. 3D variability analysis was performed in CryoSparc with six modes and a filter resolution of 10 Å. Examples of map-to-model fits are shown in Supplementary Fig. 6.

#### Model building

The high-resolution map of CUL3(NTD)–ZSWIM8–ELOB/C–AGO2–miR-7–CYRANO (map A, sharpened with a B factor of 89.8) was further refined using three focused refined maps showing high-resolution features (maps B, C and D). A composite map was constructed on the basis of focused refined and DeepEMhancer-sharpened maps (map E). Each focused map has been deposited, along with a composite map. Maps A, B, C and E were used to build ZSWIM8^NPAZ^ and ZSWIM8^MID^ interactions with AGO2, RNA and C-terminal HEAT repeats. Maps A, C, D and E were used to build CUL3(NTD), ELOB, ELOC and the ZSWIM8 E3 superdomain. Structurally flexible RBEs were modelled using a combination of unsharpened maps (map F) and low-pass-filtered maps (map G). An initial model was generated by docking de novo-folded ZSWIM8 (AlphaFold3), CUL3 (PDB 5NLB), ELOB/C (PDB 1LM8) and AGO2 (PDB 6NIT) into the composite map. Iterative manual model building in COOT and real-space refinement using Phenix.refine were performed until a satisfactory map-to-model correlation was achieved^79,80^. Owing to the structural heterogeneity of CUL3, only the first 150 residues were modelled. For ZSWIM8, side chains were built for residues with interpretable density. For CUL3 and ELOB/C, side-chain residues were included on the basis of input models. Three long unstructured regions in ZSWIM8 were not modelled owing to the absence of any interpretable density. The TDMD sensor domain of ZSWIM8^NPAZ^ includes a disconnected density that was modelled to contain ZSWIM8 residues Q39–R45 on the basis of AlphaFold3 predictions. RBEs 1–3 on ZSWIM8^NPAZ^ were modelled with side chains on the basis of sharpened and unsharpened maps. RBEs 1–3 on ZSWIM8^MID^ were modelled without side chains owing to inferior densities. C-terminal HEAT repeats were modelled on the basis of AlphaFold3 predictions without side chains owing to a lack of interpretable side-chain densities. Trigger RNA base U44 was poorly resolved in sharpened maps; its flipped-out position was modelled on the basis of unsharpened maps. The density for trigger RNA base A43 indicates a syn conformation and was modelled as such. All figures were generated using ChimeraX (v.1.8–v.1.9)^81^. All densities shown in figures were prepared using the composite map, unless otherwise stated.

### Cellular assays

#### Cell lines

For generating clonal *ZSWIM8*-knockout K562s, parental K562 cells harbouring a miR-7-sensitive GFP reporter^10^ were transiently transfected with a plasmid derived from PX458 (Addgene, 48138) expressing pSpCas9-2a-BFP and either one or two single guide RNAs (sgRNAs) targeting the *ZSWIM8* gene (Supplementary Table 4), followed by single-cell sorting of BFP-positive cells. Clones were screened for disruption of all *ZSWIM8* alleles by amplification of the locus followed by nanopore sequencing of the PCR amplicon.

When generating clonal *Zswim8*-knockout MEFs, we observed substantial heterogeneity in clonal MEF populations derived from polyclonal parental populations, which was consistent with previous observations^82^. To minimize this clone-to-clone variability, we first generated a clonal parental population of WT MEFs by single-cell sorting of GFP-positive cells from MEFs^83^ that had been transiently transfected with a plasmid expressing pSpCas9-2a-GFP and a non-targeting sgRNA (Addgene, 48138; Supplementary Table 4). After isolating clonal lines, these parental cells were transiently transfected with a plasmid expressing pSpCas9-2a-GFP and an sgRNA targeting the *Zswim8* gene (Addgene, 48138; Supplementary Table 4), followed by single-cell sorting of GFP-positive cells. Clones were screened for disruption of all *Zswim8* alleles by amplification of the locus followed by Sanger sequencing of the PCR amplicon. Clonal WT MEFs were generated in parallel from the same parental clonal lines, except using a plasmid expressing pSpCas9-2a-GFP and a non-targeting sgRNA (Supplementary Table 4).

Polyclonal knock-in K562 lines stably expressing doxycycline-inducible *ZSWIM8* transgenes were generated by PiggyBac transposition into clonal *ZSWIM8*-knockout K562 cells containing a miR-7-sensitive GFP reporter, described above. The WT ZSWIM8 CDS was cloned into PB-TetON (Addgene, 97421), and ZSWIM8 variants were generated from this WT plasmid. For each well in a six-well plate, approximately 600,000 cells were transfected with 1 µg of the PiggyBac transposon plasmid and 0.4 µg of the Super PiggyBac transposase plasmid (a gift from A. Hansen) using Lipofectamine 2000 and Opti-MEM according to the manufacturer’s instructions. After 48 h, cells were passaged 1:2 into fresh media containing 3 µg ml^−1^ puromycin (Gibco, A1113803). Subsequently, selection medium was refreshed every 3 d as cells were expanded up to 10-cm plates.

#### ZSWIM8 intracellular rescue assay

Following generation of *ZSWIM8*-knockout reporter K562 cells stably expressing doxycycline-inducible *ZSWIM8* transgenes, as described above, about 400,000 cells were plated per well in a six-well plate with medium containing 3 µg ml^−1^ puromycin and 33.3 ng ml^−1^ doxycycline (Takara Bio, 631311). After 48 h, cells were expanded to 10-cm plates and medium containing 3 µg ml^−1^ puromycin and 33.3 ng ml^−1^ doxycycline was refreshed. After another 48 h, about 75% of the culture was set aside for northern analysis and about 12.5% was set aside for immunoblotting. The remaining 12.5% was concentrated to 2 million cells per ml in media and subjected to flow cytometry. For each sample, approximately 20,000 live cells were analysed using a BD LSR Fortessa instrument (BD Biosciences) and BD FACSDiva software (v.9.0). Subsequent analysis was performed using FlowJo (v.10.10.0). Gating strategies for flow cytometry analysis are shown in Supplementary Fig. 7. Quantified results of the ZSWIM8 intracellular rescue assay are shown in Figs. 3c and 4c and Extended Data Figs. 3f,n and 4b,j. Immunoblots of ZSWIM8 protein variants are shown in Supplementary Fig. 8.

#### RNA isolation

Total RNA was extracted with TRI Reagent (Invitrogen, AM9738) according to the manufacturer’s instructions. K562 cells were pelleted by centrifugation, washed with PBS and resuspended in 1 ml of TRI Reagent. GlycoBlue (Invitrogen, AM9516) was added to a final 25 µg ml^−1^ to facilitate precipitation and visualization of RNA pellets. After isopropanol precipitation and one 75% ethanol wash, pellets were resuspended in water and quantified by nanodrop.

#### Northern blots

Unless otherwise specified, 10 μg of total RNA was resolved on a denaturing 15% polyacrylamide gel and transferred onto a Hybond-N+ membrane (Cytiva, RPN303B) using a semi-dry transfer apparatus (Bio-Rad). The membrane was then incubated at 65 °C for 1–2 h with EDC (N-(3-dimethylaminopropyl)-N′-ethylcarbodiimide; Thermo Scientific, 22980) diluted in 1-methylimidazole, which chemically crosslinked 5′ phosphates to the membrane. Blots were hybridized to radiolabelled oligonucleotide probes (DNA or LNA) (Supplementary Table 4). Stripping of probes before re-probing was performed by incubation in boiling 0.04% (v/v) SDS with shaking. A detailed protocol for northern-blot analysis of small RNAs is available at http://bartellab.wi.mit.edu/protocols.html. Results were analysed on a Typhoon phosphorimager, using ImageQuant TL (v.10.2) for quantification of band intensities.

#### Immunoblots

K562 cells were pelleted by centrifugation, washed with PBS and lysed using Pierce IP Lysis Buffer containing 1 tablet of cOmplete Mini EDTA-free Protease Inhibitor Cocktail per 10 ml of buffer. Following 15 min of incubation in lysis buffer at 4 °C, lysates were clarified by centrifugation at 17,000*g* for 15 min at 4 °C and quantified by Bradford assay. Clarified lysates were incubated at 65 °C for 10 min in the presence of 1 × NuPAGE LDS sample buffer (Invitrogen, NP0007) and 2.5% (v/v) BME. Next, 8–12 µg of lysate was resolved on NuPAGE 4–12% Bis-Tris protein gels (Invitrogen, WG1403) with 1 × MES SDS running buffer (Invitrogen, NP0002) at 180 V for 50 min, and then transferred onto 0.45-μm PVDF membranes (Invitrogen, STM2006) at 25 V for 1 h on ice using a Midi Gel Tank (Invitrogen, STM1001) and Midi Blot Module (Invitrogen, STM2001). Membranes were then blocked with 5% (w/v) BSA (RPI, A30075-100.0) dissolved in PBS containing 0.1% (v/v) Tween 20 (Sigma-Aldrich, P1379) (PBS-T) for 1 h at room temperature, and then incubated with primary antibodies overnight at 4 °C. The following day, membranes were washed with 0.1% PBS-T at room temperature and incubated with near-infrared fluorescent secondary antibodies (LI-COR) for 1 h at room temperature, followed by washes and detection on an Odyssey CLx imager (LI-COR). Primary antibodies and their dilutions included: rabbit polyclonal anti-ZSWIM8 (1:400; Invitrogen, PA5-59492), rabbit monoclonal anti-HA (1:5,000; Cell Signaling Technology, C29F4, 3724) and mouse monoclonal anti-GAPDH (1:2,000; Invitrogen, GA1R, MA5-15738). Near-infrared fluorescent secondary antibodies and their dilutions included: IRDye 680RD goat anti-rabbit (1:10,000, LI-COR, 926-68071) and IRDye 800CW goat anti-mouse (1:10,000, LI-COR, 926-32210). Protein levels were quantified in ImageStudio (LI-COR, v.6.1.0.79).

#### Lentiviral transduction

Lentiviral production and transduction were performed as described^11^. In brief, transfer plasmids expressing WT AGO2, as well as R40 and R_C5+6_ variants (Supplementary Table 2), were prepared as described^11^. Transfer plasmids expressing new AGO2 variants were generated from the WT pLJM1-3xHA-AGO2 plasmid and prepared from NEB Stable Competent *E. coli* (NEB, C3040). For each well in a six-well plate, about 170,000 HEK293FT cells per cm^2^ were reverse-transfected with 1.4 μg of transfer plasmid, 0.94 μg of pCMV-dR8.91 packaging plasmid (a gift from J. Weissmann) and 0.47 μg of pMD2.G envelope plasmid (Addgene, 12259) using Lipofectamine 2000 and Opti-MEM. After 16 h, medium was refreshed. After another 48 h, medium was collected and centrifuged at 500*g* for 10 min to pellet debris. To infect MEFs, 500 μl of virus-containing supernatant (approximately 40% of the total) was combined with 1 ml of media and 12 μg ml^−1^ polybrene (Santa Cruz Biotechnology, SC-134220), and then added to one well of a six-well plate containing MEFs that were plated 24 h before at around 15,600 cells per cm^2^, for a final 8 µg ml^−1^ polybrene. Plates were centrifuged at 1,200*g* for 1.5 h at about 30 °C, and then returned to the 37 °C incubator. The following day, cells were expanded to 10-cm plates with media containing 4 µg ml^−1^ puromycin. Puromycin selection continued for another 6 d, refreshing selection media every 2 d. Cells typically reached confluency after 3 d of selection and were left confluent for another 3 d.

#### AGO2 intracellular co-IP assays

Experiments testing the effect of AGO2 mutations on intracellular levels of associated miRNAs were performed as described^11^. In brief, lentiviral production and transduction of MEFs with pLJM1-3xHA-AGO2 constructs were performed as described above. Following 6 d of puromycin selection (which included 3 d of contact inhibition), approximately 5 million cells per sample were washed with PBS, dissociated using 1 × TrypLE Express Enzyme (Gibco, 12604039), washed with PBS again and lysed with 600 μl of Pierce IP Lysis Buffer (Thermo Scientific, 87788) containing 1 tablet of cOmplete Mini EDTA-free Protease Inhibitor Cocktail per 10 ml of buffer. Following 15 min of end-over-end rotation in lysis buffer at 4 °C, lysate was clarified by centrifugation at 17,000*g* for 15 min at 4 °C. After setting aside a portion for immunoblotting, each clarified lysate was incubated with 50 μl of Pierce anti-HA magnetic beads with end-over-end rotation at 4 °C for 2 h. Beads were then washed three times with 250 µl of lysis buffer, and co-immunoprecipitating RNA was extracted with TRI Reagent added directly to the beads. Following RNA isolation, one-third of the total volume was used for northern analysis. Representative northern blots are shown in Extended Data Fig. 6b, and the corresponding quantification is shown in Extended Data Fig. 6c. Immunoblots of AGO2 protein variants are shown in Supplementary Fig. 11.

#### sRNA-seq

AGO protein, along with bound miRNAs, was isolated from MEFs and S2 cells using a FLAG-tagged T6B peptide^73^, as described^74^, except that a 3xFLAG-SUMO-tagged peptide (hereafter referred to as T6B-3xFLAG peptide) was used instead of the original 1xFLAG-GST. Its purification is described above. *Zswim8*-knockout and control MEF cell lines, generated as described above, were allowed to reach confluency, at which point medium was refreshed and cells were left confluent for 5 d before collection. *Zswim8*-knockout and control S2 cells^11^ were collected once they reached confluency. Both MEFs and S2 cells were flash-frozen as cell pellets before lysis. Anti-FLAG M2 magnetic beads were pre-coupled to T6B-3xFLAG peptide, washed to remove unbound peptide and then incubated with clarified lysate from MEFs or S2 cells that were lysed in 50 mM Tris pH 8.0, 150 mM NaCl, 5 mM EDTA, 10% (v/v) glycerol and 0.5% (v/v) NP-40, with 1 tablet of cOmplete Mini EDTA-free Protease Inhibitor Cocktail per 10 ml of buffer. Beads were washed three times with lysis buffer and once with PBS, and bound RNA was extracted directly from beads with TRI Reagent, as described above.

sRNA-seq libraries were prepared as described (http://bartellab.wi.mit.edu/protocols.html), with the following changes. sRNA-seq libraries were generated using 40% of the RNA isolated from a T6B pull-down. Instead of an 18-nt size marker, a 12-nt size marker (Supplementary Table 4) was used in all size-selection steps to capture shorter miRNA isoforms. For libraries generated from S2 cells, 2S ribosomal RNA was depleted from samples after the initial size selection using subtractive hybridization with a biotinylated antisense oligo, as described^74^. Libraries were sequenced on the Illumina NovaSeq 6000 platform with 100-nt single-end reads.

Processing of sequencing reads was done by trimming adaptors with cutadapt (v.4.8)^84^, filtering out reads with a quality score of 30 or below with FASTX Toolkit v.0.0.14 and then string-matching the first 13 nt of each read against a dictionary of miRNA names and sequences derived mainly from TargetScanFly7 and TargetScanMouse7 (ref. ^85^). For miRNAs whose sequences in the TargetScan annotations differed from those in miRGeneDB 3.0 annotations^86^, which was most common for lowly expressed and/or non-conserved miRNAs, sequences from miRGeneDB were added to the mapping dictionaries as processing variants (for example, mmu-let-7g-3p.1 and mmu-let-7g-3p.2). miRNAs sharing the same first 13 nt were collapsed into a single entry, and the full names of the collapsed species are provided in Supplementary Table 5. The length of each mapped miRNA was recorded, generating a table of read counts for each miRNA at each size, ranging from 13 to 31 nt.

To identify miRNAs accumulating in *Zswim8*-knockout lines compared with control lines, reads associated with all isoforms of a given miRNA were summed, filtered on the basis of a read cutoff of greater than five reads per library for at least two of the knockout lines and 30 reads across all six lines (three knockouts and three controls) and normalized for sequencing depth using the estimateSizeFactors function of DESeq2 (v.1.38.3)^87^. Fold-changes between *Zswim8*-knockout and control lines were then estimated using summed count values with DESeq2 v.1.38.3 without use of the lfcShrink function^87^. The mean of normalized abundances in the control lines was taken as the expression in WT cells. To identify miRNAs that accumulated significantly after loss of ZSWIM8, we applied a modified BBUM model (false discovery rate-adjusted *P* < 0.05)^88^.

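With edgeR's quasi-likelihood test and Benjamini–Hochberg adjustment in place of the modified BBUM model, which was not used here, 31 of 194 S2 miRNAs were raised and 22 were lowered in *Zswim8*-knockout lines with an adjusted p under 0.05. In MEFs, 21 of 668 were raised and 2 were lowered. At an unadjusted p under 0.05, 40 S2 miRNAs were raised and 44 lowered, and 74 MEF miRNAs were raised and 46 lowered. Scaling affected the balance in S2 cells, where DESeq2's size factors shifted all log2 fold-changes by a median of 0.13. Raised miRNAs made up 58.5% of the S2 calls with TMM, 68.4% with DESeq2's size factors in edgeR (39 raised, 18 lowered) and 74% with DESeq2's Wald test (37 raised, 13 lowered). In MEFs the share was 91.3% with TMM and 80.5% with DESeq2's Wald test (33 raised, 8 lowered). Only 9 MEF miRNAs were raised without the second knockout line and 12 without the first.

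miR-7-5p rose from 248 ± 47.1 to 5684 ± 124 CPM (SD, n = 3 lines each) in S2 cells, a log2 fold-change of 4.52 (standard error 0.22, adjusted p = 5.98e-08). Its hairpin (FBgn0262370) lies in an intron of *HnRNP-K*, on chromosome 2R of BDGP6.54 from 20606067 to 20606154 on the plus strand. The S2 miRNAs with the next smallest adjusted p, from 6.89e-08 to 3.62e-07, were miR-190-5p (log2 fold-change 4.56), miR-12-5p (5.34), miR-9c-5p (3.84) and miR-996-3p (3.03). Of their hairpins, mir-190 (3L from 8571799 to 8571898) lies in an intron of *rhea*, mir-12 (X from 15509473 to 15509546) in an intron of *Gmap*, and mir-996 (3R from 29217184 to 29217280) in an exon of the noncoding RNA CR31044, all on the plus strand. The strongest decreases were those of miR-1016-3p (−1.75, standard error 0.25, adjusted p = 0.000248), from an intron of *Opa1* (2R from 14233130 to 14233187, minus strand), miR-1009-3p (−1.45, adjusted p = 0.000834) and miR-2279-3p (−1.37, adjusted p = 0.00299), each with a mean of no more than 47.7 normalized CPM over the WT lines.

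In MEFs, miR-7a-5p rose from 134 ± 11.0 to 2396 ± 174 normalized CPM (SD, n = 3 lines each), a log2 fold-change of 4.16 (standard error 0.14, adjusted p = 1.40e-06). miR-450b-5p (3.28, adjusted p = 0.000245), miR-3092-3p (3.97, adjusted p = 0.00222), miR-652-5p (1.74, adjusted p = 0.00222) and miR-503-5p (2.05, adjusted p = 0.00522) followed. miR-3092-3p rests on 2, 4 and 1 reads in the WT lines and 51, 49 and 30 in the knockout lines. The 2 miRNAs that fell were miR-92a-1-5p (−1.03, standard error 0.18) and miR-222-5p.2 (−1.33, standard error 0.24), both with an adjusted p of 0.0208, and with single lines left out these p-values rose to as much as 0.100 and 0.107.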

Three approaches were used to identify miRNAs that were not classified as significantly up-regulated but nonetheless were potentially ZSWIM8 sensitive, with the goal of stringently removing from subsequent analyses any miRNAs whose dominant length isoform (typically 22 nt) could be subject to TDMD. First, using the fold-changes calculated by summing the counts associated with all isoforms of a given miRNA, miRNAs with *P*_adj_ less than 0.05, in which the *P* values were adjusted by the Benjamini–Hochberg method by DESeq2, and fold-changes (log_2_) greater than zero were considered potentially ZSWIM8-sensitive. Second, the fold-change of each miRNA was compared with that of the co-produced passenger miRNA derived from the same precursor hairpin, as described^12^. miRNAs were classified as potentially ZSWIM8-sensitive if their log_2_ fold-changes and those of their passenger strands were separated beyond their respective standard errors, as calculated by DESeq2, as would be expected if ZSWIM8 altered the degradation rate of the miRNA and not the production rate. For miRNAs with more than one potential passenger strand, read counts attributed to each passenger were summed, and the log_2_ fold-change of the summed counts was used in the comparison. For this analysis, miRNAs were not subject to the read cutoff described previously, as many passenger miRNAs were lowly expressed. 

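Passenger strands were identified here from the miRNA names as the other arm of the same hairpin, for 159 of the 194 S2 miRNAs and 598 of the 668 MEF miRNAs. The fold-change of 41 S2 miRNAs and 70 MEF miRNAs exceeded that of the passenger beyond the standard errors of both, as estimated by edgeR. With DESeq2 the counts were 37 and 52, and with each line left out in turn they ranged from 33 to 40 in S2 cells and from 55 to 79 in MEFs. The passenger of miR-7-5p had a log2 fold-change of −0.32 (standard error 0.34) in S2 cells, and that of miR-7a-5p one of −0.48 (standard error 0.22) in MEFs. Other passengers of raised S2 miRNAs likewise stayed far below their partners, at −0.41 for that of miR-190-5p (standard error 0.27), 0.53 for that of miR-12-5p (standard error 0.34), 0.072 for that of miR-9c-5p and −0.033 for that of miR-996-3p. In MEFs the passengers of miR-450b-5p, miR-503-5p and miR-652-5p were at 0.33, 0.54 and −0.11. An exception was miR-3092, for which the other arm, miR-3092-5p, was raised as well (6.51, standard error 1.14), both arms being at a few reads or fewer in each WT line. Among the miRNAs that Supplementary Fig. 15 names as ZSWIM8-sensitive, 13 of 15 in S2 cells and 10 of 15 in MEFs exceeded their passenger by this criterion.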

Third, miRNAs in MEFs were annotated as potentially ZSWIM8-sensitive if they were previously called ZSWIM8-sensitive in mouse tissues^12^, and miRNAs in S2 cells were annotated as potentially ZSWIM8-sensitive if they were called sensitive in S2 cells^11^ or *Drosophila* embryos^20^. The isoforms of miRNAs meeting any of these three conditions were excluded from the analyses in Extended Data Fig. 7. Analogous analyses for these miRNAs whose levels are significantly or potentially affected by ZSWIM8 are shown in Supplementary Fig. 15.

To investigate the relationship between miRNA length and ZSWIM8-dependent degradation, fold-changes observed after loss of ZSWIM8 were calculated for individual length isoforms of the remaining miRNAs that had not been excluded owing to potential ZSWIM8 sensitivity of their major isoforms. To this end, read counts corresponding to each isoform were first normalized using the size factors previously computed on the basis of the summed counts, and fold-changes (log_2_) were calculated with DESeq2. 

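Fitted as individual isoforms, with library sizes and TMM factors taken from the summed counts and before centring, 444 of 1011 isoforms were raised and 92 lowered in S2 knockout lines with an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment over the isoforms of a cell type). In MEFs, 283 of 3462 isoforms were raised and 58 lowered. These counts include isoforms of the sensitive miRNAs. The number lowered was the less stable, falling to 51 in S2 cells with a cutoff of 300 reads over the 6 lines and rising to 108 in MEFs with no read cutoff. Single lines also mattered in MEFs, where 11 isoforms were lowered without the third knockout line and 88 without the first WT line.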

Finally, the median log_2_ fold-change of all 22-nt species was calculated and subtracted from the log_2_ fold-changes of all species. This normalization centres the distribution of log_2_ fold-changes for the 22-nt isoforms at zero, as would be expected if they were not sensitive to loss of ZSWIM8.

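The median log2 fold-change of all 22-nt isoforms before centring was −0.33 in S2 cells and −0.025 in MEFs. After it was subtracted, the 112 isoforms of 22 nt from non-sensitive S2 miRNAs had a median of −0.18, with 35.7% of them above 0, because the 22-nt isoforms of sensitive miRNAs also enter the median. The 434 such isoforms in MEFs had a median of −0.062, with 43.5% above 0. Without centring, the median of 13 to 18-nt isoforms of non-sensitive miRNAs was 2.01 in S2 cells and 0.31 in MEFs. Centring on the 22-nt isoforms of non-sensitive miRNAs alone, an alternative chosen after seeing the data, gave 2.53 and 0.40. The study calculated isoform fold-changes for the miRNAs left after exclusion, so this may be the centring that it used. With DESeq2's Wald test, the median of these 22-nt isoforms was −0.40 in S2 cells and −0.087 in MEFs. The paper's values are −0.43 and −0.090.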

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-026-10232-0.

## Supplementary information

Supplementary Figures Supplementary Figs. 1–15.

Reporting Summary

Supplementary Tables Supplementary Tables 1–5.

Peer Review File

Supplementary Video 1 Overview of composite cryo-EM map (EMDB-54352). Map is coloured as shown in Fig. 2a.

Supplementary Video 2 Visualization of relative dynamics of CUL3–ELOB/C around ZSWIM8 D-domain as derived by 3D variability analysis.

Supplementary Video 3 Overview of trigger-induced conformational changes of AGO and miRNA.

Supplementary Video 4 Comparison of trigger-bound AGO–miRNA structures in the presence and absence of ZSWIM8–CUL3.

Supplementary Video 5 Overview of trigger-induced AGO and RNA conformations recognized by ZSWIM8.

Supplementary Video 6 Visualization of relative flexibilities of ZSWIM8 HEAT repeats and their binding to trigger-bound AGO2–miRNA as derived by 3D variability analysis.

Supplementary Video 7 Visualization of structural heterogeneity of 3′ flanking region binding to ZSWIM8^MID^ as derived by 3D variability analysis.

Supplementary Video 8 Overview of trigger flanking regions embracing ZSWIM8 dimer.

## Source data

Source Data Figs. 1, 3 and 4 and Extended Data Figs. 1, 2, 3, 4, 6, 8 and 9

## Data Availability

Extended Data Figs. 1–9, Extended Data Table 1 and Supplementary Information are available for this paper. The atomic coordinates have been deposited in the PDB with accession code 9RWZ, and electron microscopy maps have been deposited with the Electron Microscopy Data Bank with accession codes EMD-54348, EMD-54349, EMD-54350, EMD-54351 and EMD-54352. Raw and processed sRNA-seq data have been deposited in the Gene Expression Omnibus with accession code GSE303177. Uncropped gel images are included as Supplementary Fig. 1. Source data are provided with this paper.

# Supplementary material for: The E3 ubiquitin ligase mechanism specifying targeted microRNA degradation
**Source:** Nature. 2026 Mar 18;652(8110):784–93. doi: 10.1038/s41586-026-10232-0
**Supplement:** Supplementary file 1 — Supplementary Figs. 1–15.

---

## Supplementary information

---

# The E3 ubiquitin ligase mechanism specifying targeted microRNA degradation

---

In the format provided by the  
authors and unedited

# Supplementary Figure 1

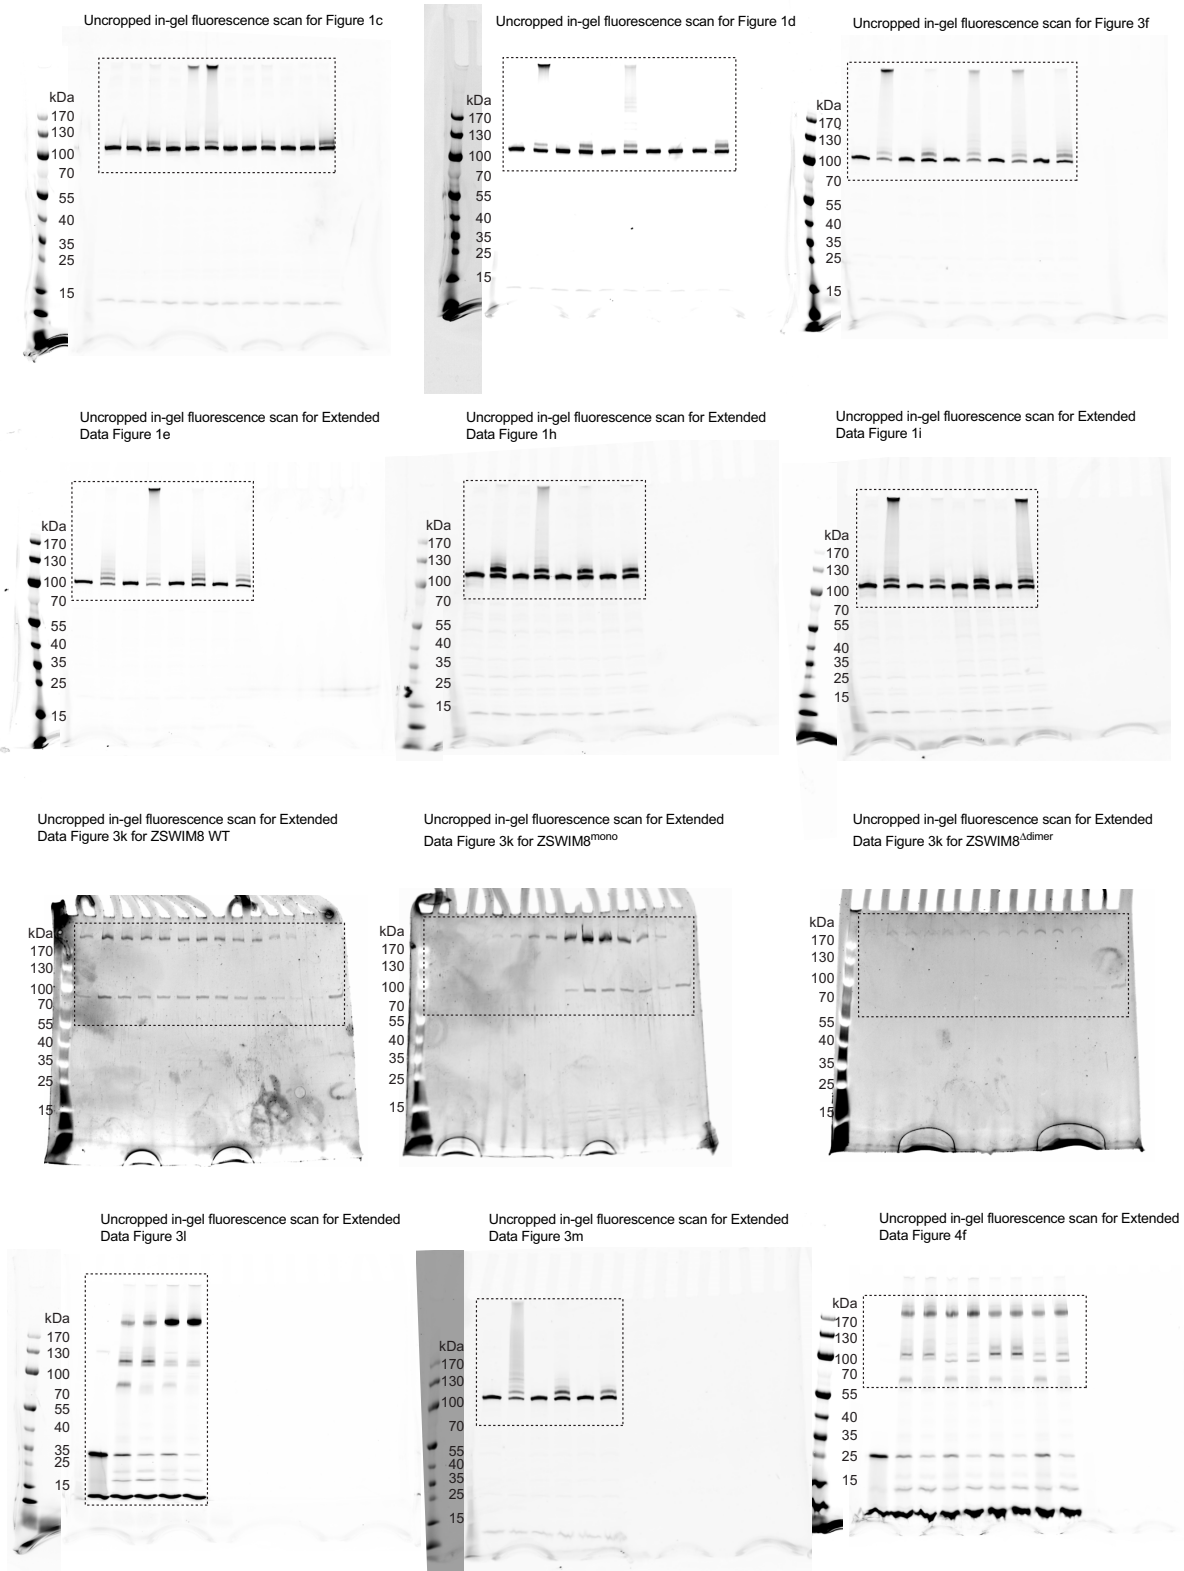

## Supplementary Figure 1

Uncropped in-gel fluorescence scan for Extended Data Figure 4i

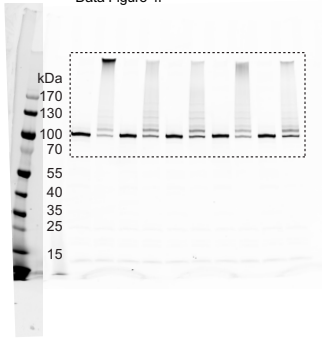

Uncropped in-gel fluorescence scan for Extended Data Figure 5g

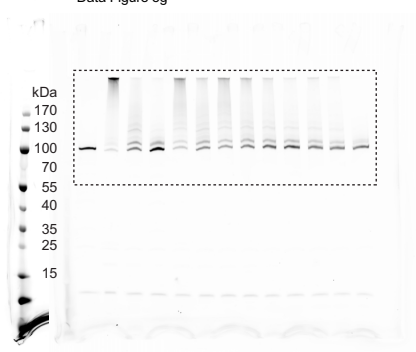

Uncropped in-gel fluorescence scan for Extended Data Figure 5h

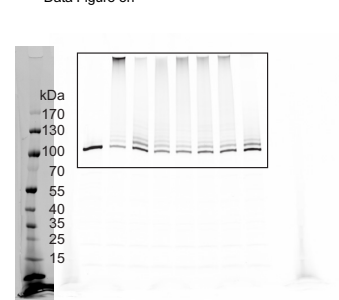

Uncropped in-gel fluorescence scan for Extended Data Figure 8a

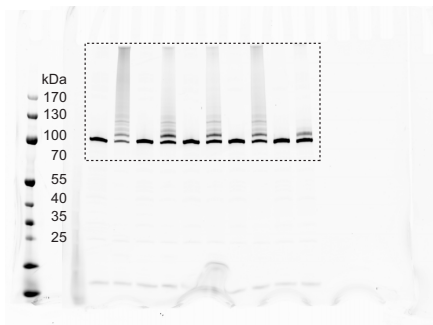

Uncropped in-gel fluorescence scan for Extended Data Figure 8e

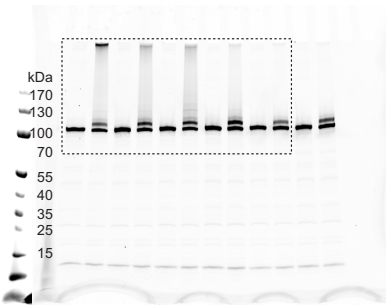

Uncropped in-gel fluorescence scan for Extended Data Figure 9b left panel

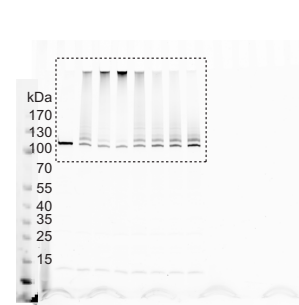

Uncropped in-gel fluorescence scan for Extended Data Figure 9b right panel

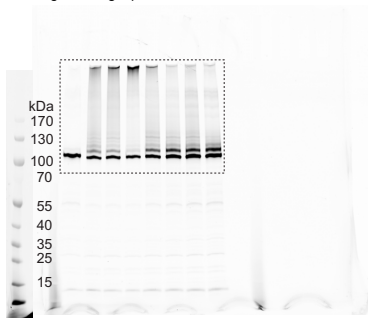

Uncropped in-gel fluorescence scan for Extended Data Figure 9g

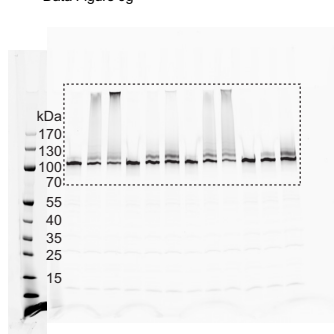

## Supplementary Figure 1

Uncropped phosphorimager scan for  
Figure 1e

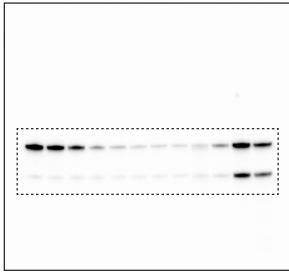

Uncropped phosphorimager scan for  
Figure 1f (top)

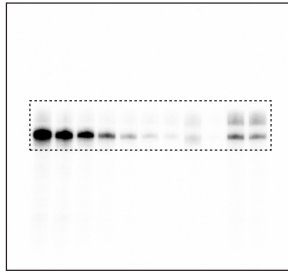

Uncropped phosphorimager scan for  
Figure 1f (middle)

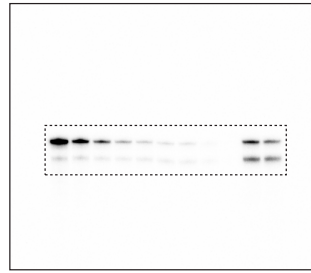

Uncropped phosphorimager scan for  
Figure 1f (bottom)

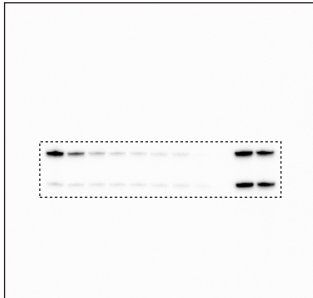

Uncropped phosphorimager scan for  
Figure 3g

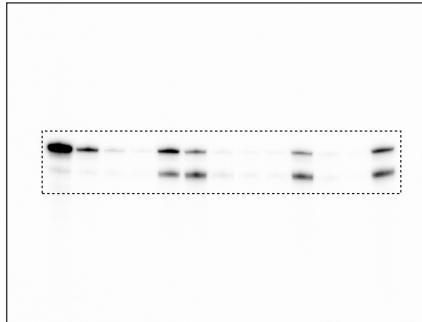

Uncropped phosphorimager scan for  
Figure 4e

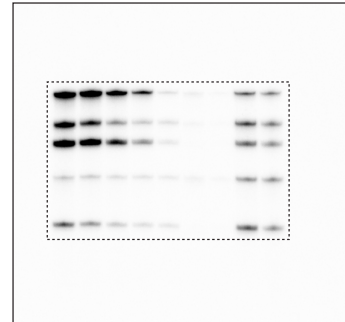

Uncropped phosphorimager scan for  
Extended Data Figure 1c

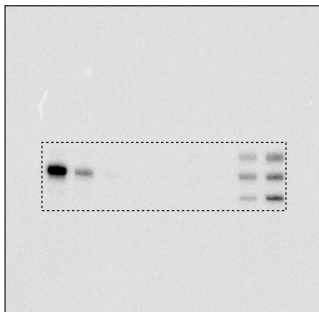

Uncropped phosphorimager scan for  
Extended Data Figure 1d

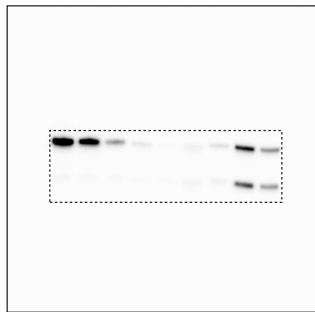

Uncropped phosphorimager scan for  
Extended Data Figure 1g

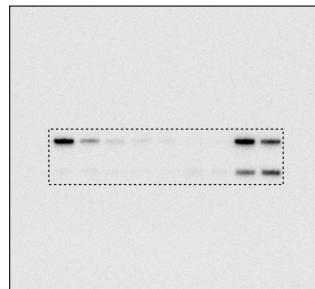

Uncropped phosphorimager scan for  
Extended Data Figure 2a

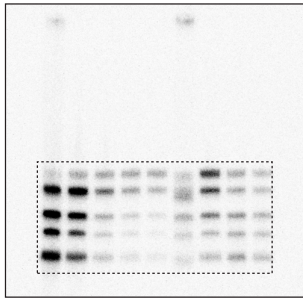

Uncropped phosphorimager scan for  
Extended Data Figure 2b

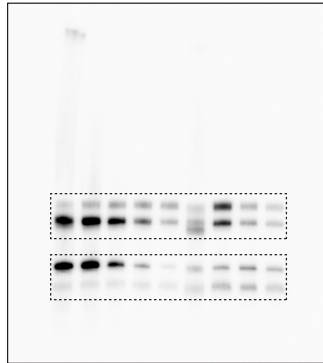

Uncropped phosphorimager scan for  
Extended Data Figure 2c

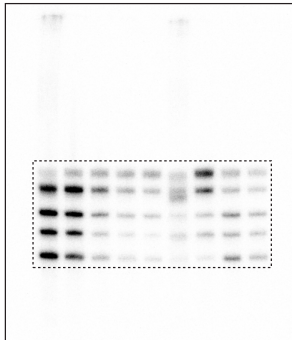

Uncropped phosphorimager scan for  
Extended Data Figure 2d

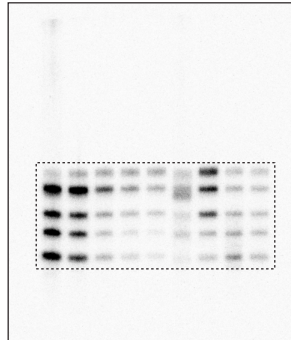

## Supplementary Figure 1

Uncropped phosphorimager scan for Extended Data Figure 6d (left)

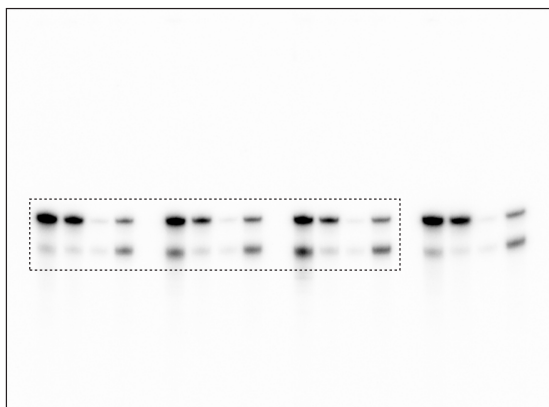

Uncropped phosphorimager scan for Extended Data Figure 6d (middle)

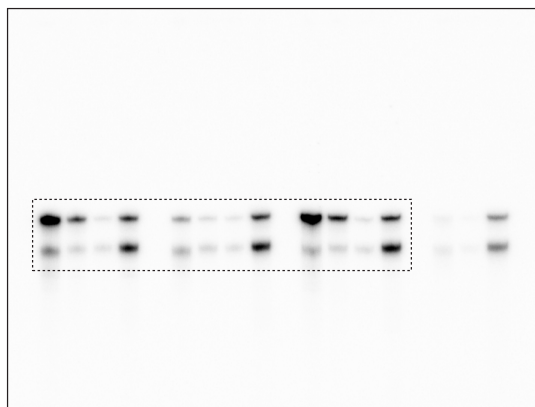

Uncropped phosphorimager scan for Extended Data Figure 6d (right)

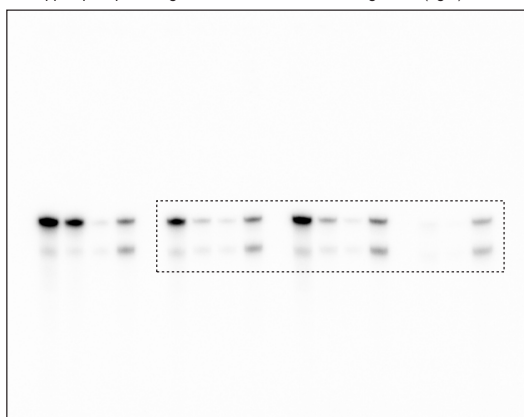

Uncropped phosphorimager scan for  
Extended Data Figure 8d

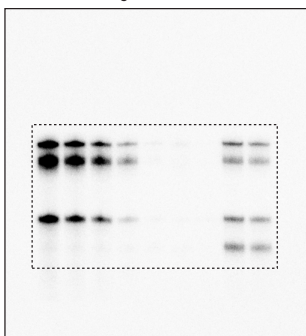

Uncropped phosphorimager scan for  
Extended Data Figure 8f

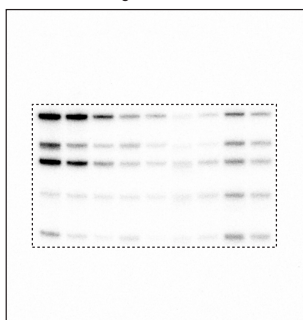

Uncropped phosphorimager scan for  
Extended Data Figure 8g

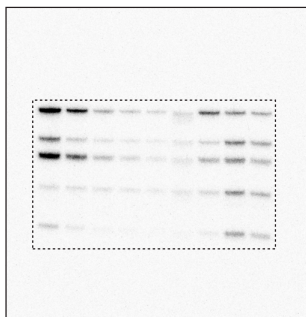

Uncropped phosphorimager scan for  
Extended Data Figure 8h

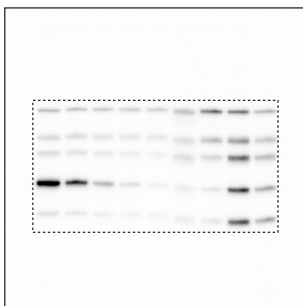

## Supplementary Figure 1

Uncropped phosphorimager scan for Extended Data Figure 9c (top left)

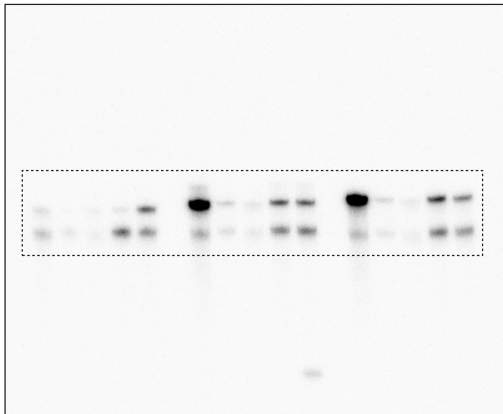

Uncropped phosphorimager scan for Extended Data Figure 9c (top right)

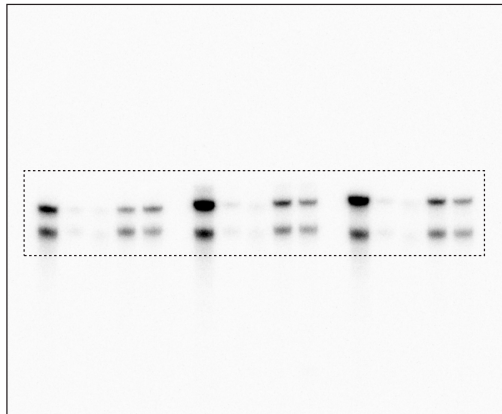

Uncropped phosphorimager scan for Extended Data Figure 9c (bottom left)

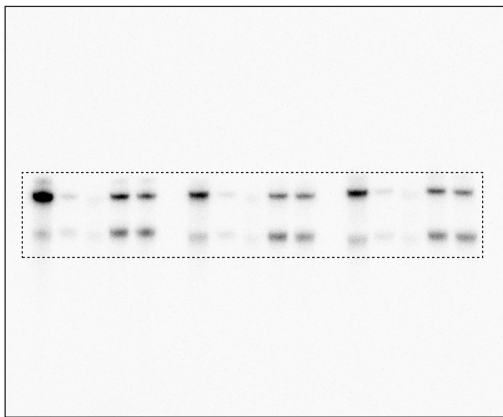

Uncropped phosphorimager scan for Extended Data Figure 9c (bottom right)

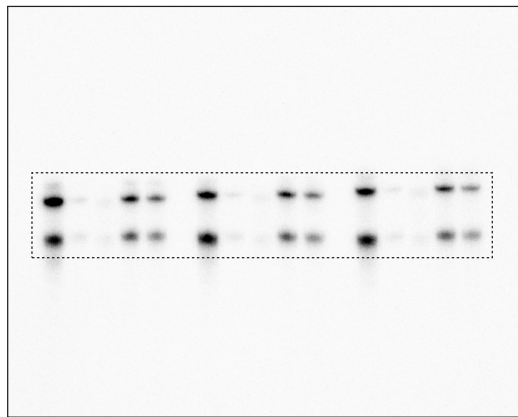

Uncropped phosphorimager scan for  
Extended Data Figure 9f

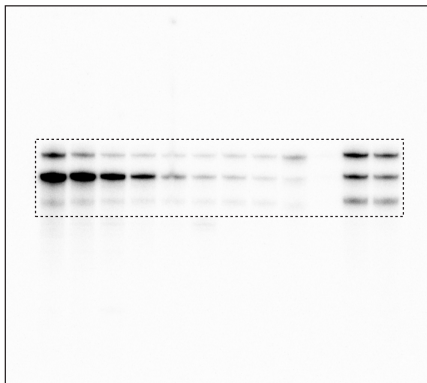

Uncropped northern blot for Extended Data Figure 3g (miR-7, left)

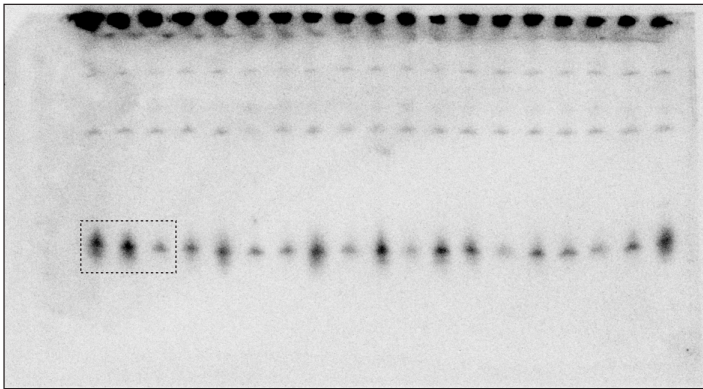

Uncropped northern blot for Extended Data Figure 3g (miR-7, right)

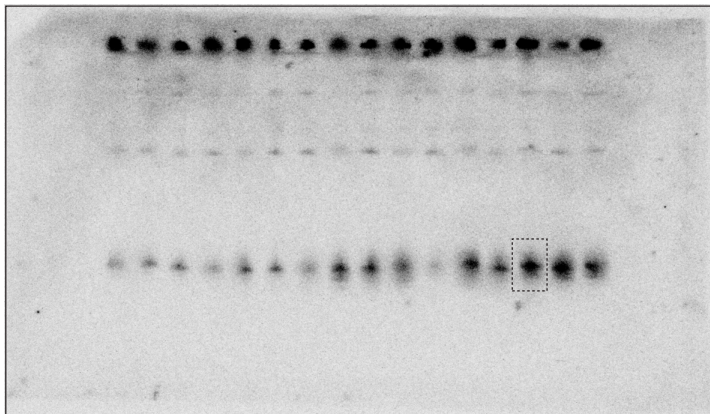

Uncropped northern blot for Extended Data Figure 3g (miR-16, left)

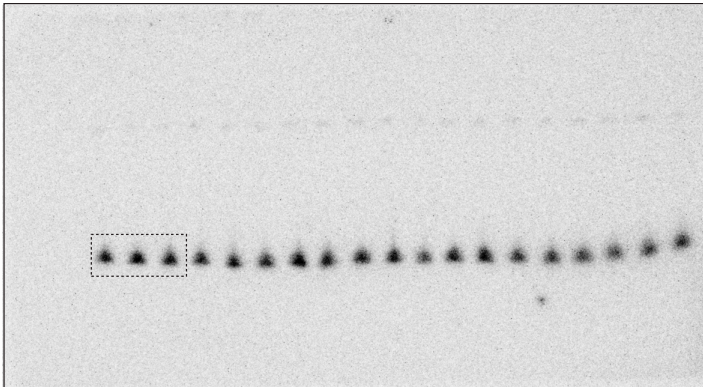

Uncropped northern blot for Extended Data Figure 3g (miR-16, right)

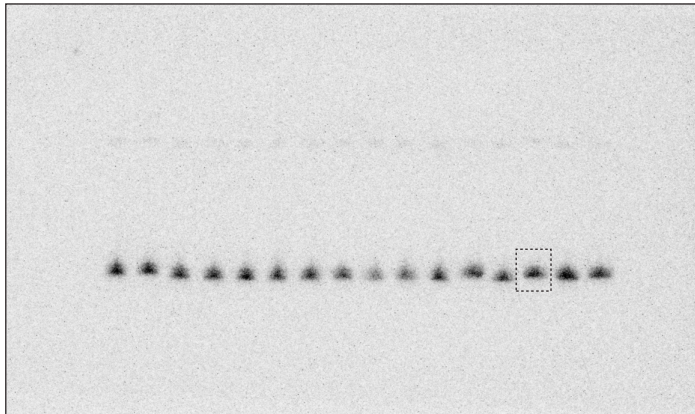

The loading control miR-16 was run on the same gel as miR-7.

Uncropped northern blot for Extended Data Figure 6b (miR-7, left)

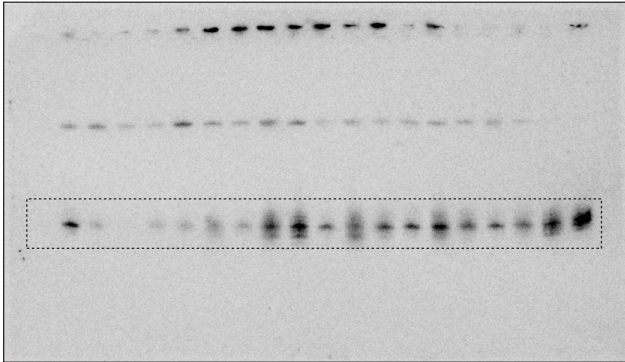

Uncropped northern blot for Extended Data Figure 6b (miR-7, right)

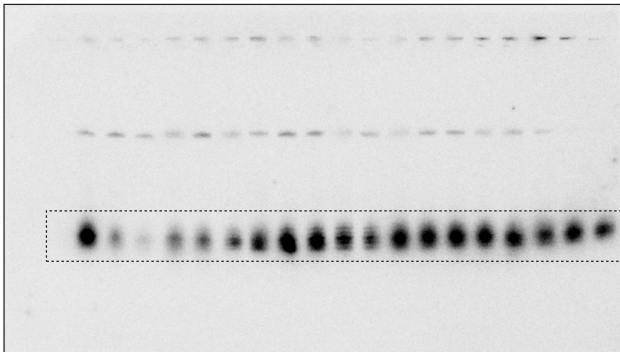

## Supplementary Figure 1

Uncropped northern blot for Extended Data Figure 6b (miR-19b, left)

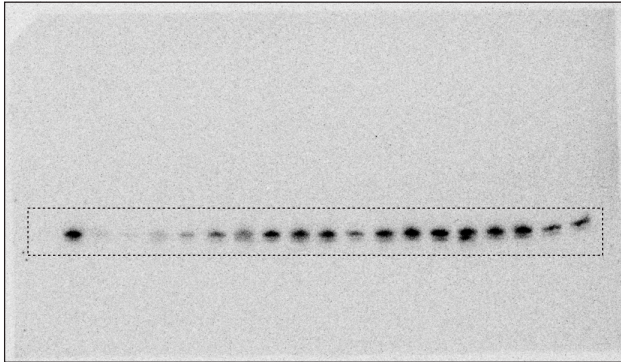

Uncropped northern blot for Extended Data Figure 6b (miR-19b, right)

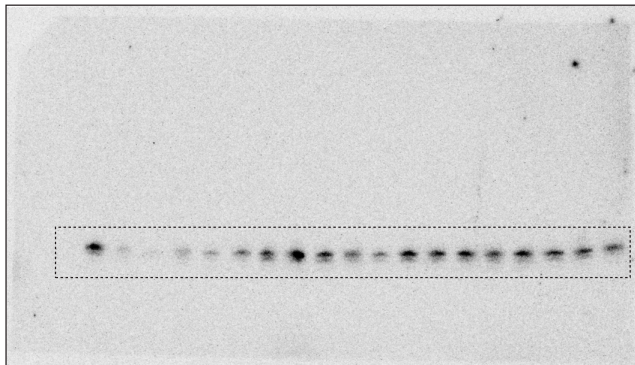

The loading control miR-19b was run on the same gel as miR-7.

Uncropped northern blot for Extended Data Figure 6b (let-7, left)

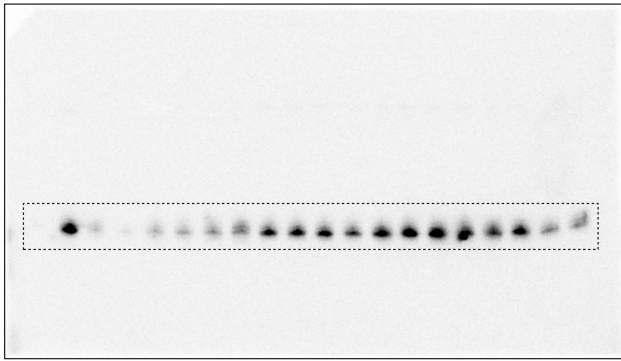

Uncropped northern blot for Extended Data Figure 6b (let-7, right)

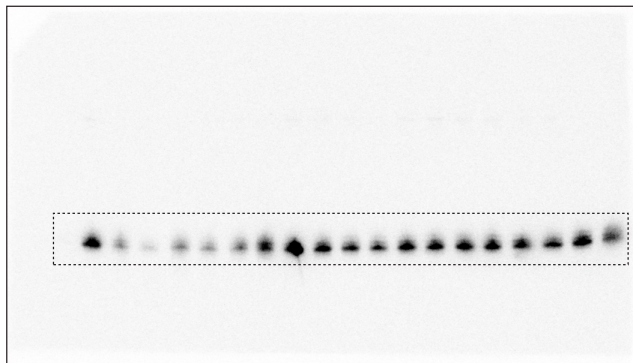

The loading control let-7 was run on the same gel as miR-7.

## Supplementary Figure 1

Uncropped western blot for Extended Data Figure 3g ( $\alpha$ -ZSWIM8, left)

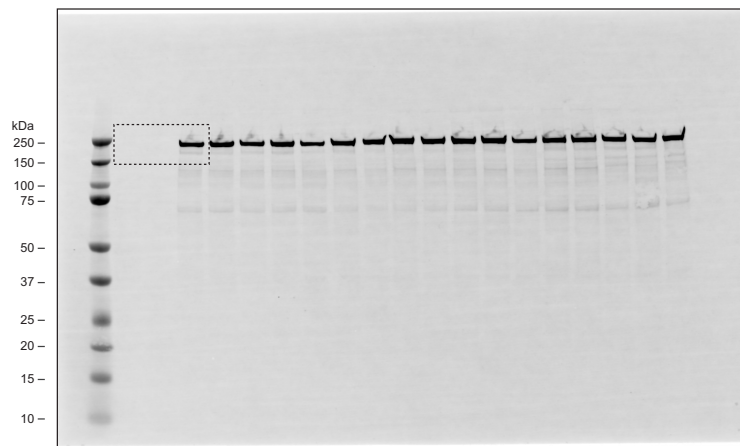

Uncropped western blot for Extended Data Figure 3g ( $\alpha$ -ZSWIM8, right)

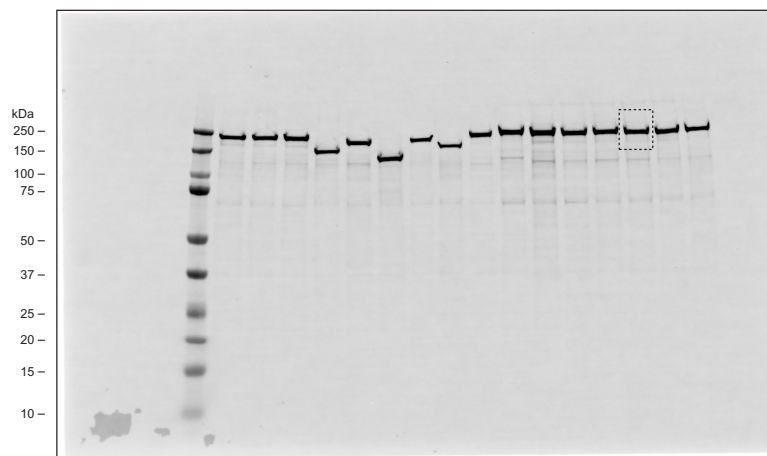

## Supplementary Figure 1

Uncropped western blot for Extended Data Figure 3g ( $\alpha$ -GAPDH, left)

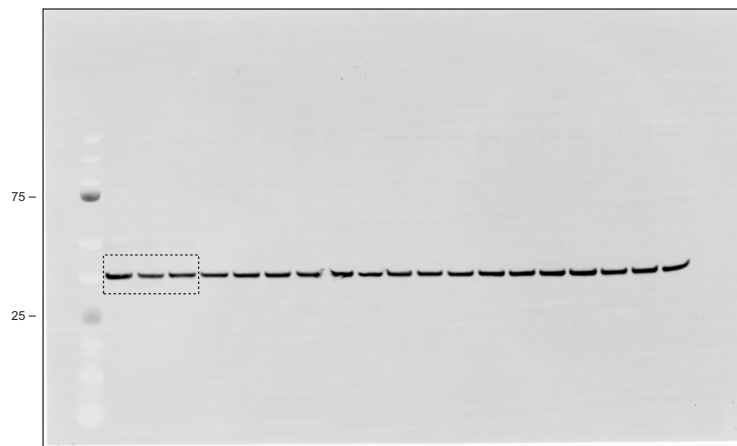

Uncropped western blot for Extended Data Figure 3g ( $\alpha$ -GAPDH, right)

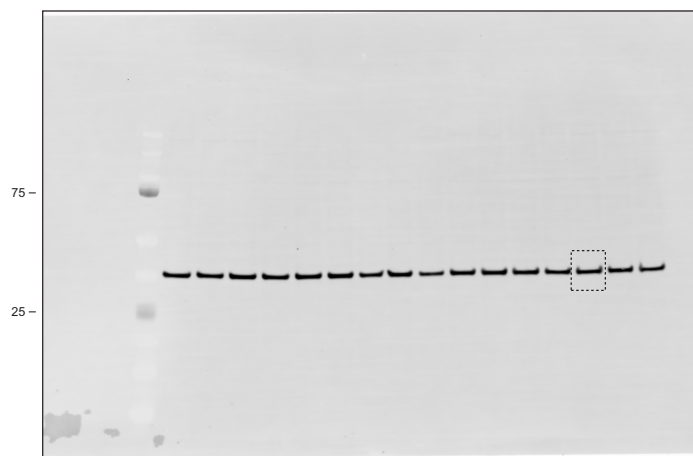

The loading control GAPDH was run on the same gel as ZSWIM8.

## Supplementary Figure 1

Uncropped western blot for Supplementary Figure 8 ( $\alpha$ -ZSWIM8, left)

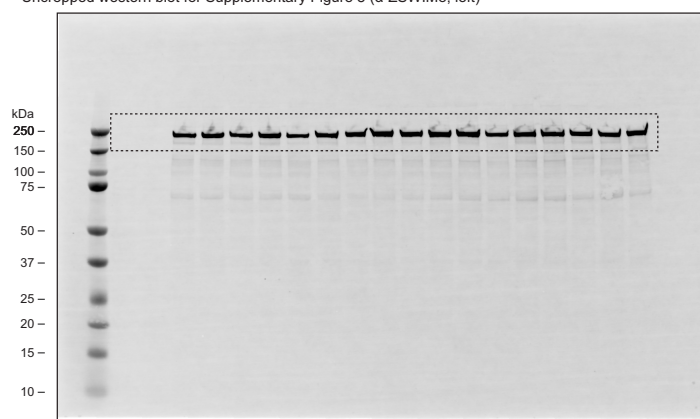

Uncropped western blot for Supplementary Figure 8 ( $\alpha$ -ZSWIM8, right)

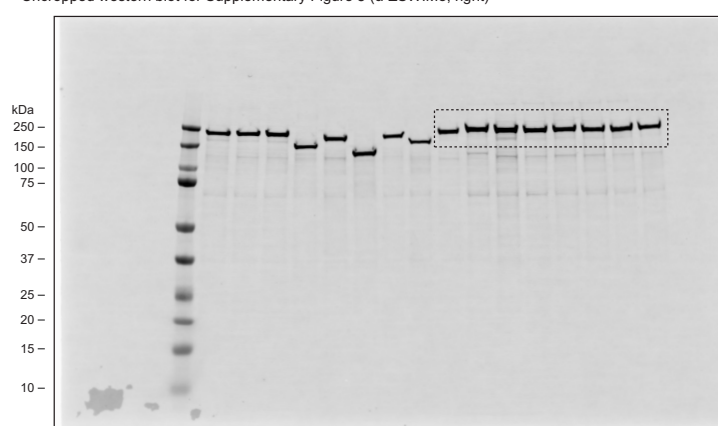

Uncropped western blot for Supplementary Figure 8 ( $\alpha$ -GAPDH, left)

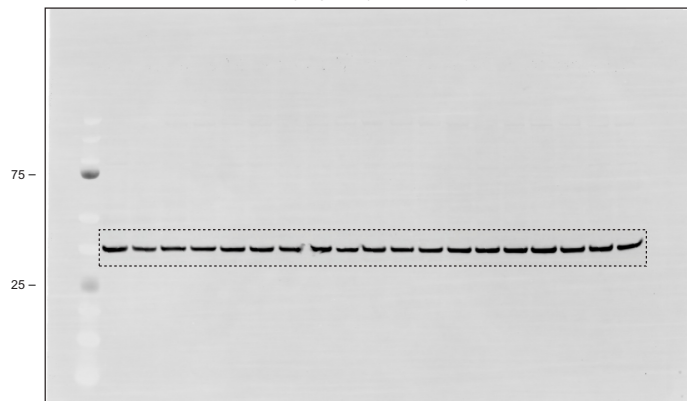

Uncropped western blot for Supplementary Figure 8 ( $\alpha$ -GAPDH, right)

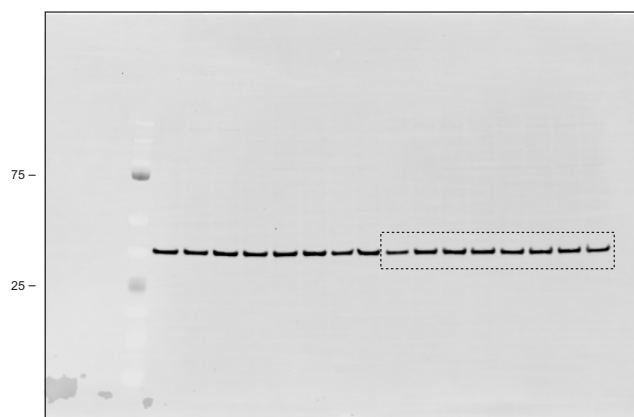

The loading control GAPDH was run on the same gel as ZSWIM8.

## Supplementary Figure 1

Uncropped western blot for Supplementary Figure 11 ( $\alpha$ -HA, left)

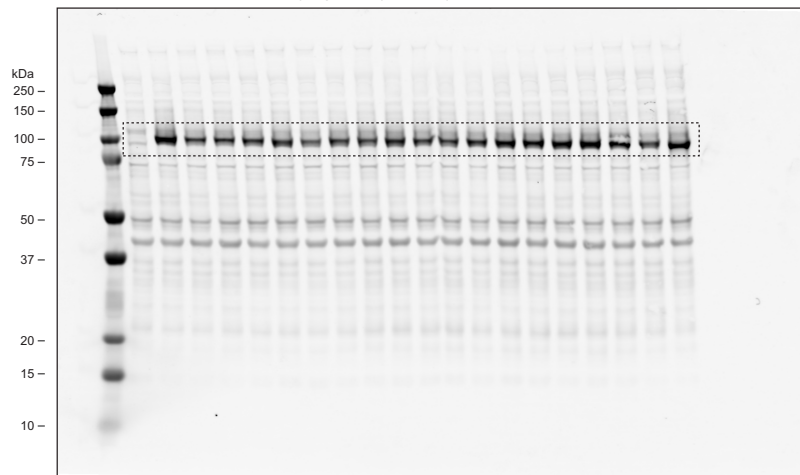

Uncropped western blot for Supplementary Figure 11 ( $\alpha$ -HA, right)

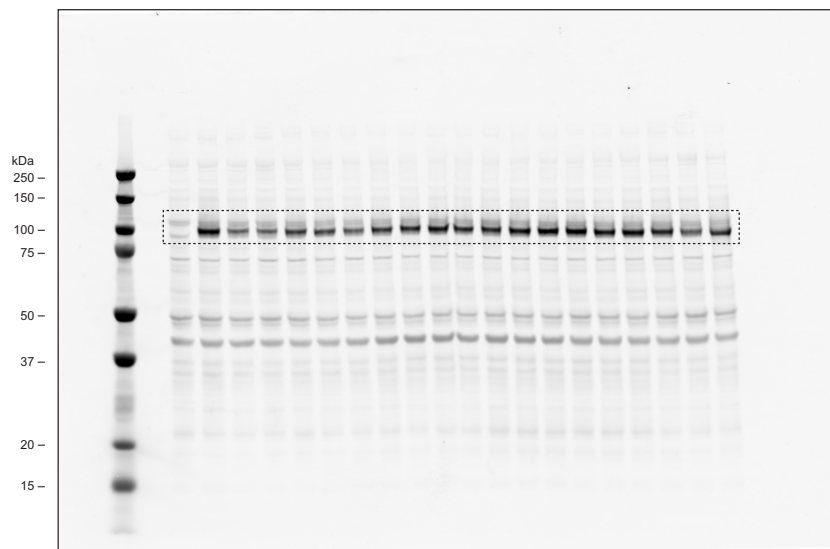

Uncropped western blot for Supplementary Figure 11 ( $\alpha$ -GAPDH, left)

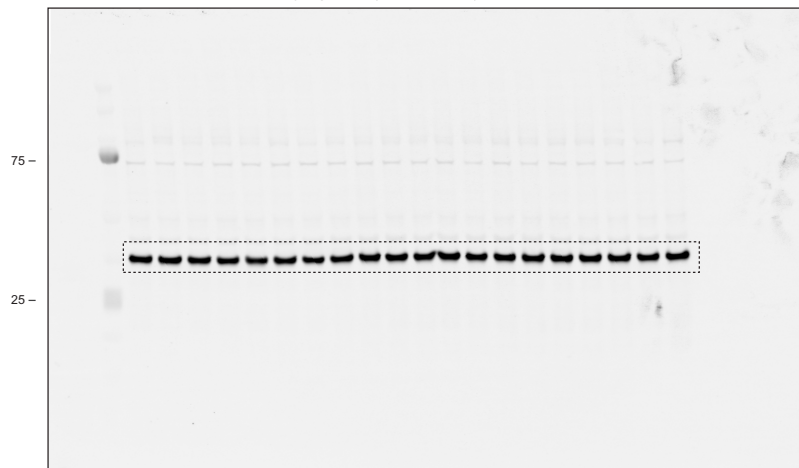

Uncropped western blot for Supplementary Figure 11 ( $\alpha$ -GAPDH, right)

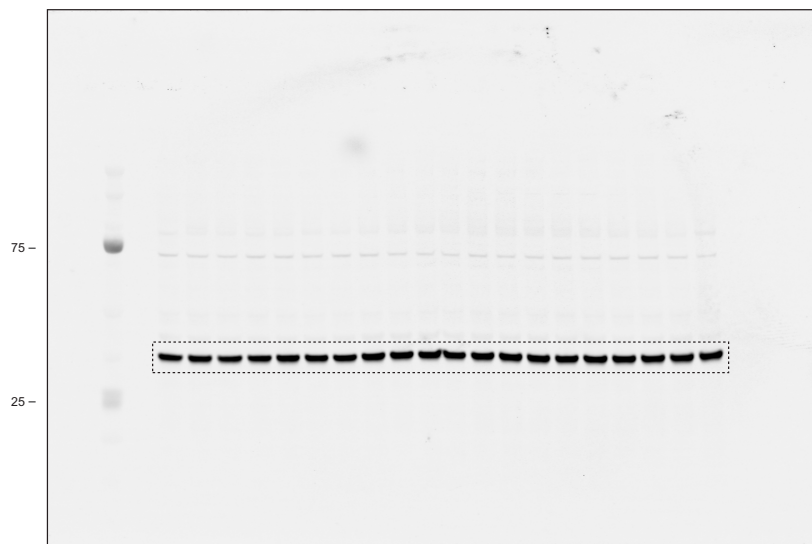

The loading control GAPDH was run on the same gel as 3xHA-AGO2.

**Supplementary Figure 1.** Source data for in-gel fluorescence scans, phosphorimager scans, northern blots, and western blots. Dashed boxes indicate gel sections shown in figures.

## Supplementary Figure 2

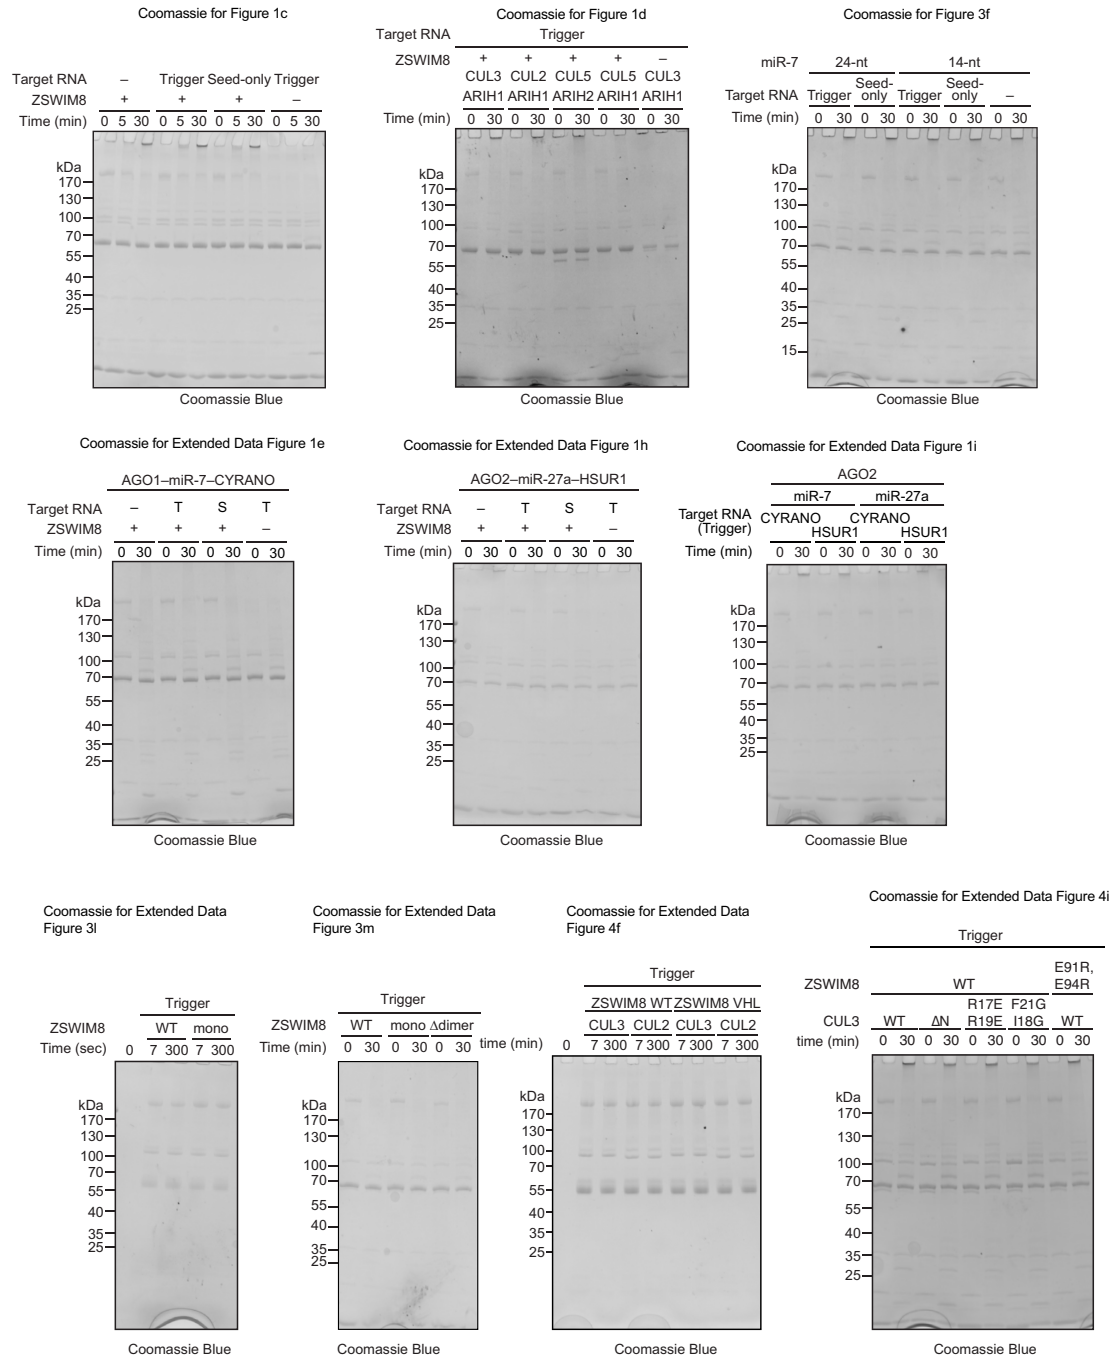

## Supplementary Figure 2

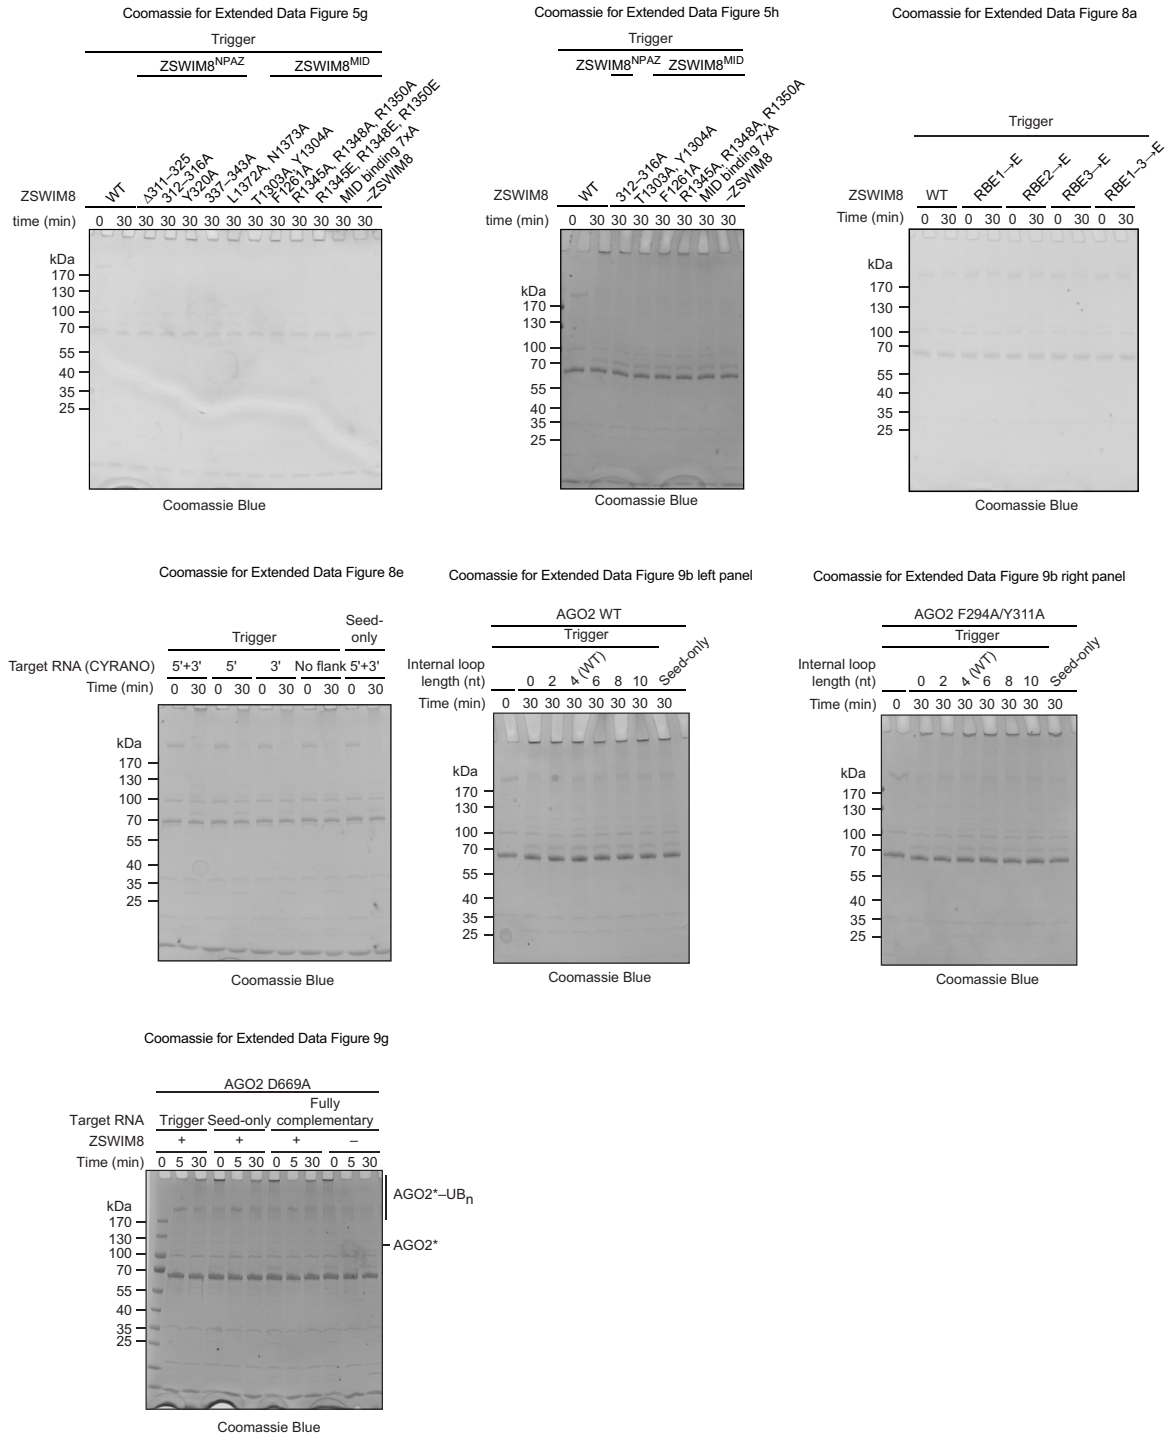

**Supplementary Figure 2.** Gels stained with Coomassie Blue for ubiquitylation assays shown in Figure 1c, 1d, and 3f, and Extended Data Figures 1e, 1h, 1i, 3l, 3m, 4f 4i, 5g, 5h, 8a, 8e, 9b, and 9g.

Supplementary Figure 3

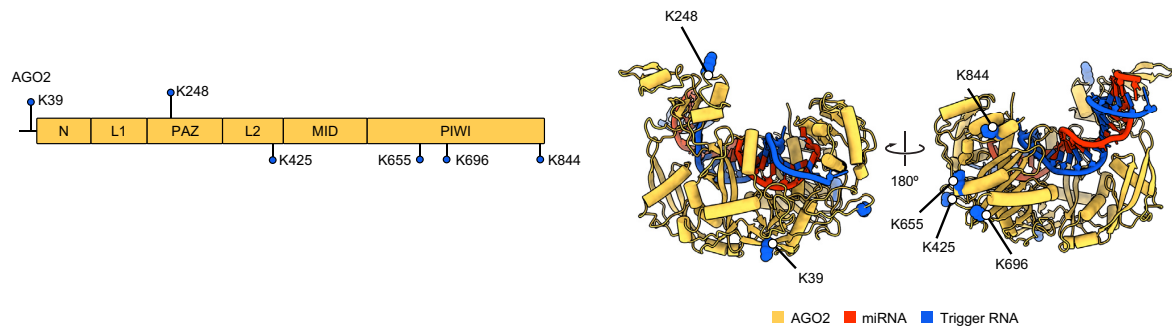

MS2 spectra showing ubiquitylation of AGO2 K39

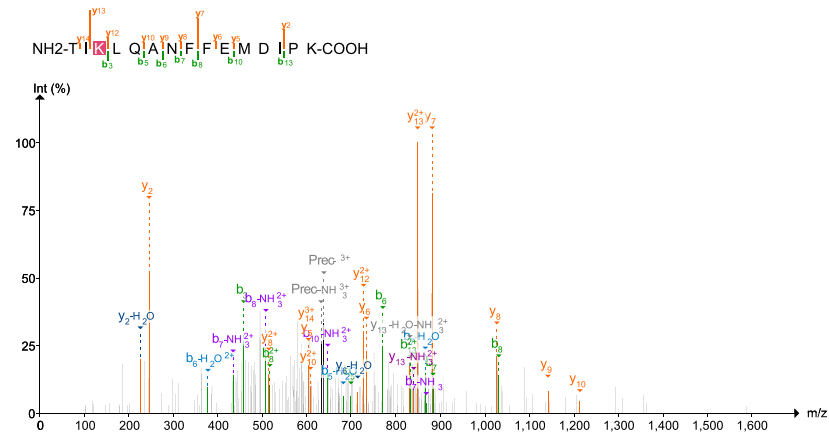

MS2 spectra showing ubiquitylation of AGO2 K248

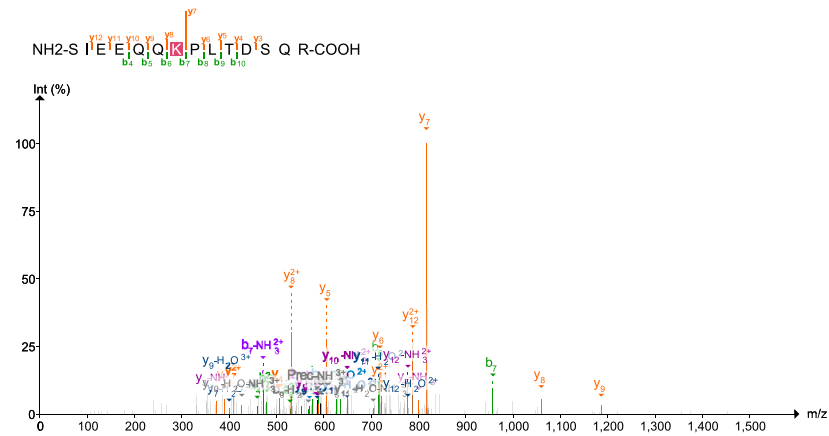

MS2 spectra showing ubiquitylation of AGO2 K425

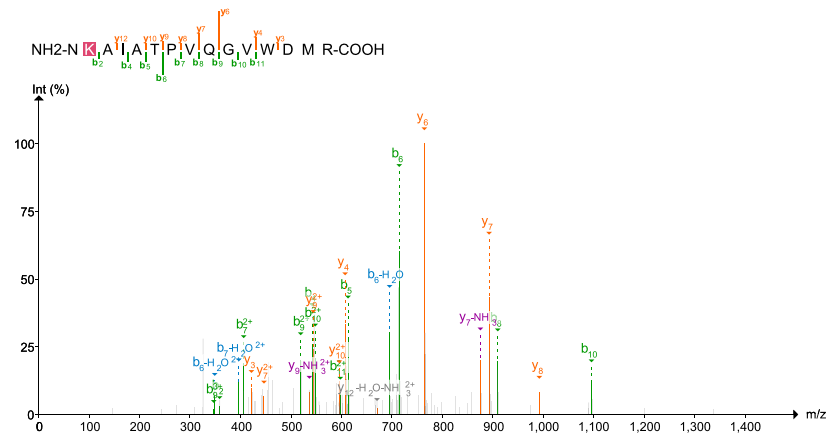

MS2 spectra showing ubiquitylation of AGO2 K655

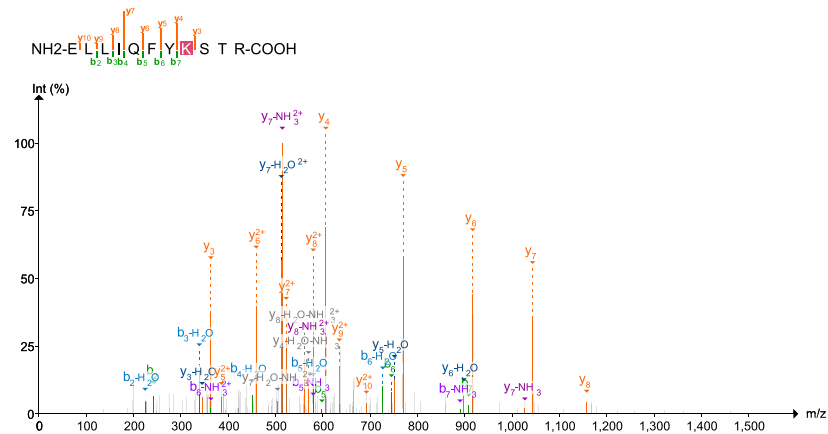

MS2 spectra showing ubiquitylation of AGO2 K696

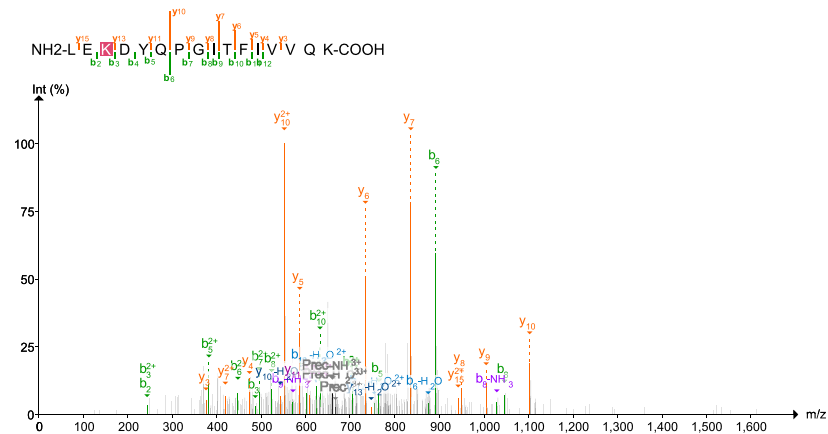

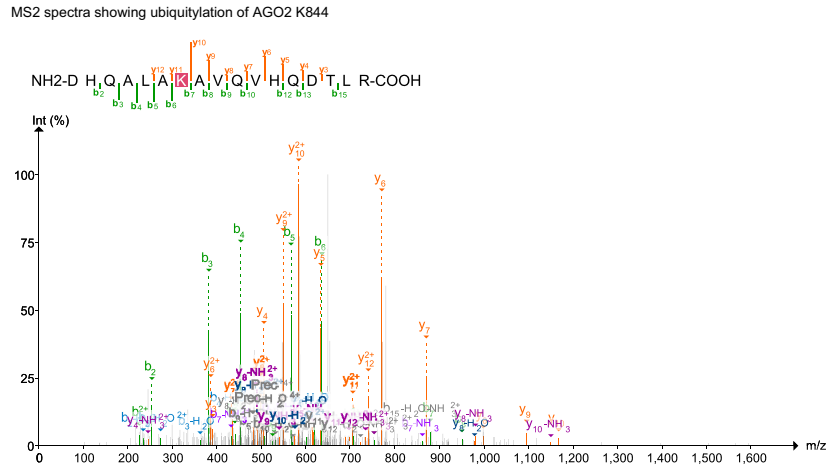

**Supplementary Figure 3.** Ubiquitylation site mapping of trigger-induced AGO2 ubiquitylation by ZSWIM8–CUL3 and ARIH1. Ubiquitylated lysines were identified from a modified stepwise ubiquitin transfer assay and mass spectrometric analysis. Lysines modified with ubiquitin are mapped on the domain diagram of human AGO2. Lysines modified with ubiquitin are shown in blue on a cartoon model of AGO2–miR-7–CYRANO (this study). MS2 spectra of identified ubiquitylation sites.

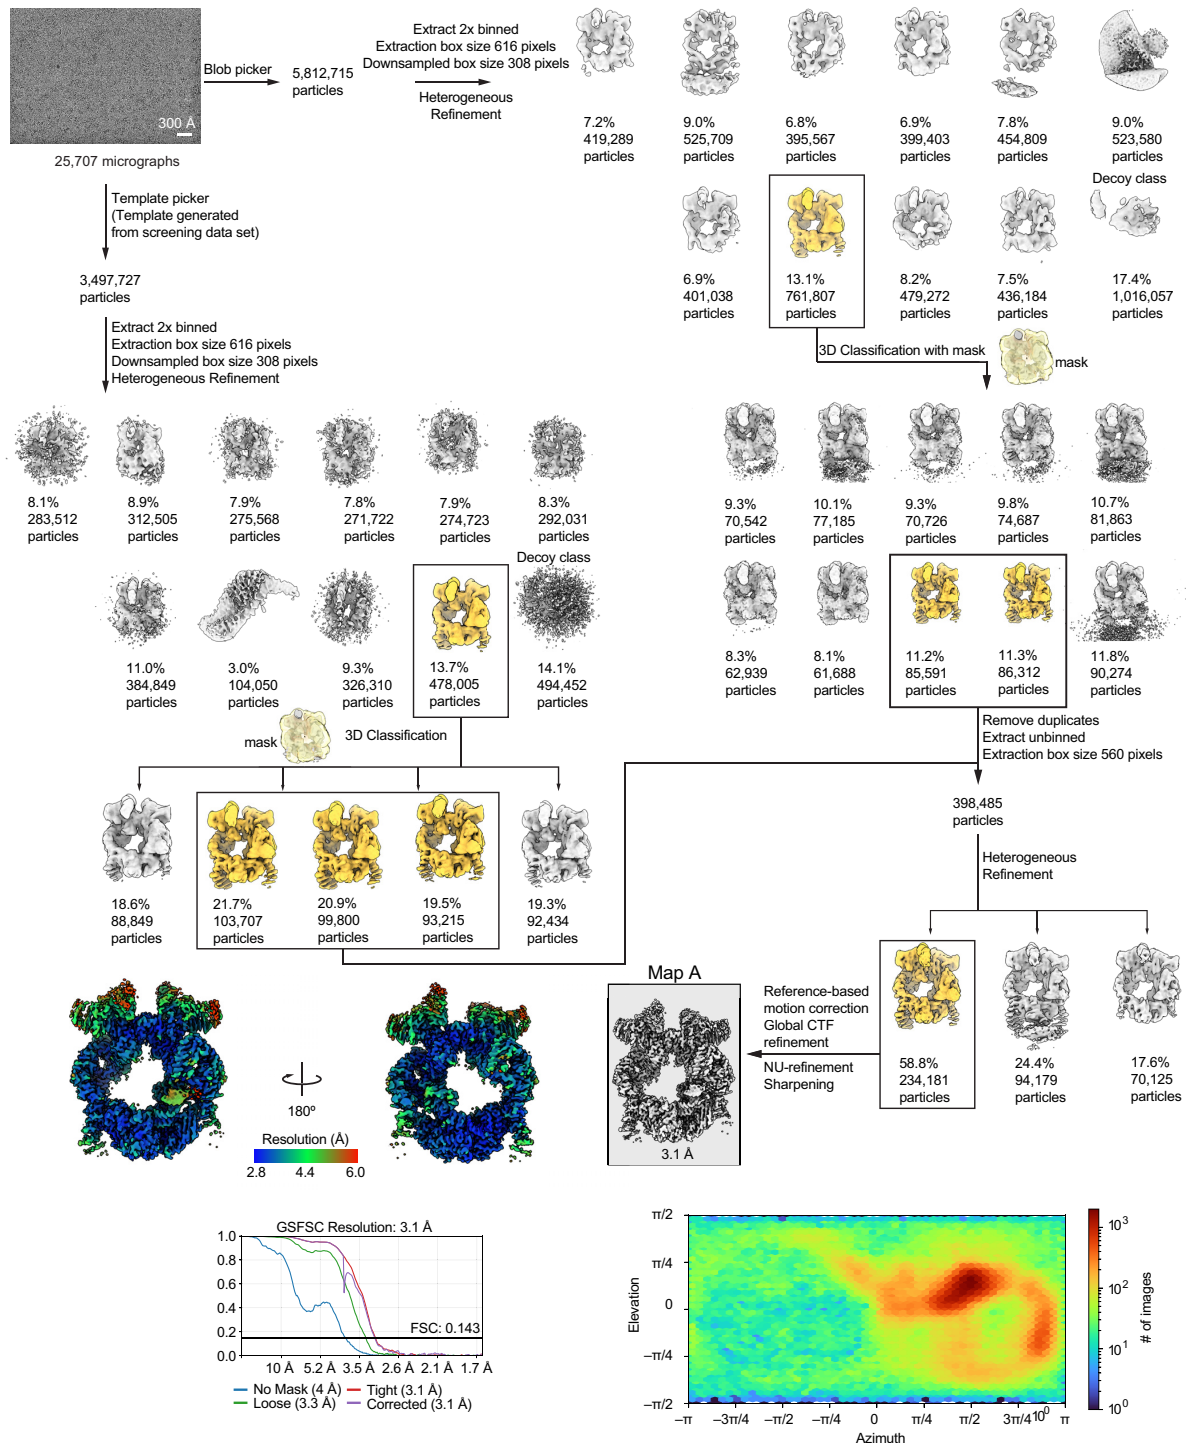

**Supplementary Figure 4.** Processing scheme for AGO2–miR-7–CYRANO and ZSWIM8–CUL3 complex. Representative micrograph is shown. Classes selected from classification step are shown in yellow. Masks for masked classification are shown in transparent yellow. Heterogeneous refinements contained one decoy class. Local resolution of Map A is shown. Bottom left, Gold-standard Fourier shell correlation (GSFSC) is shown at a cut-off of 0.143 providing a resolution of 3.1 Å. Bottom right, orientation distribution plot of particles used to generate Map A.

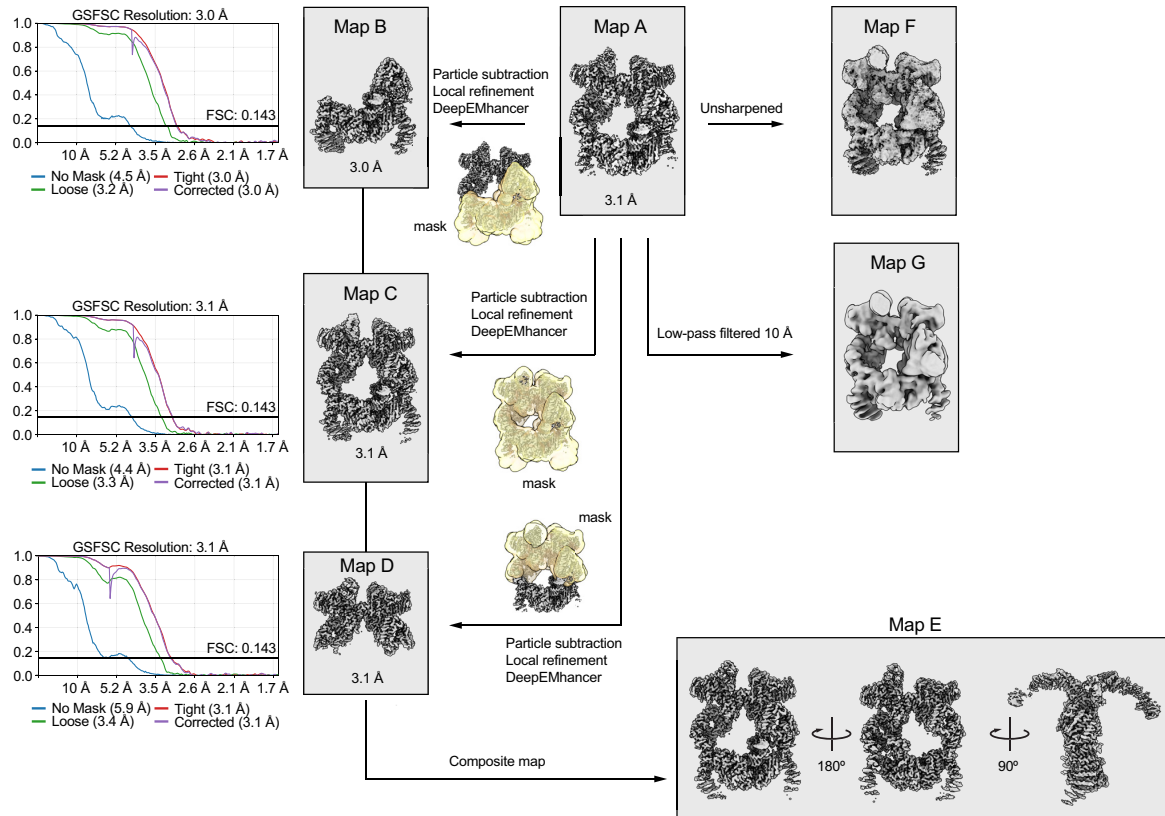

**Supplementary Figure 5.** Processing scheme to generate maps derived from consensus map A. Focused refinements to generate maps B, C, and D are shown. Masks used for focused refinement are shown in yellow. Gold standard Fourier shell correlation (GSFSC) is shown at a cut-off of 0.143. Composite map E was generated from maps B, C, and D. Unsharpened map F and low-pass filtered map G were derived from consensus map A.

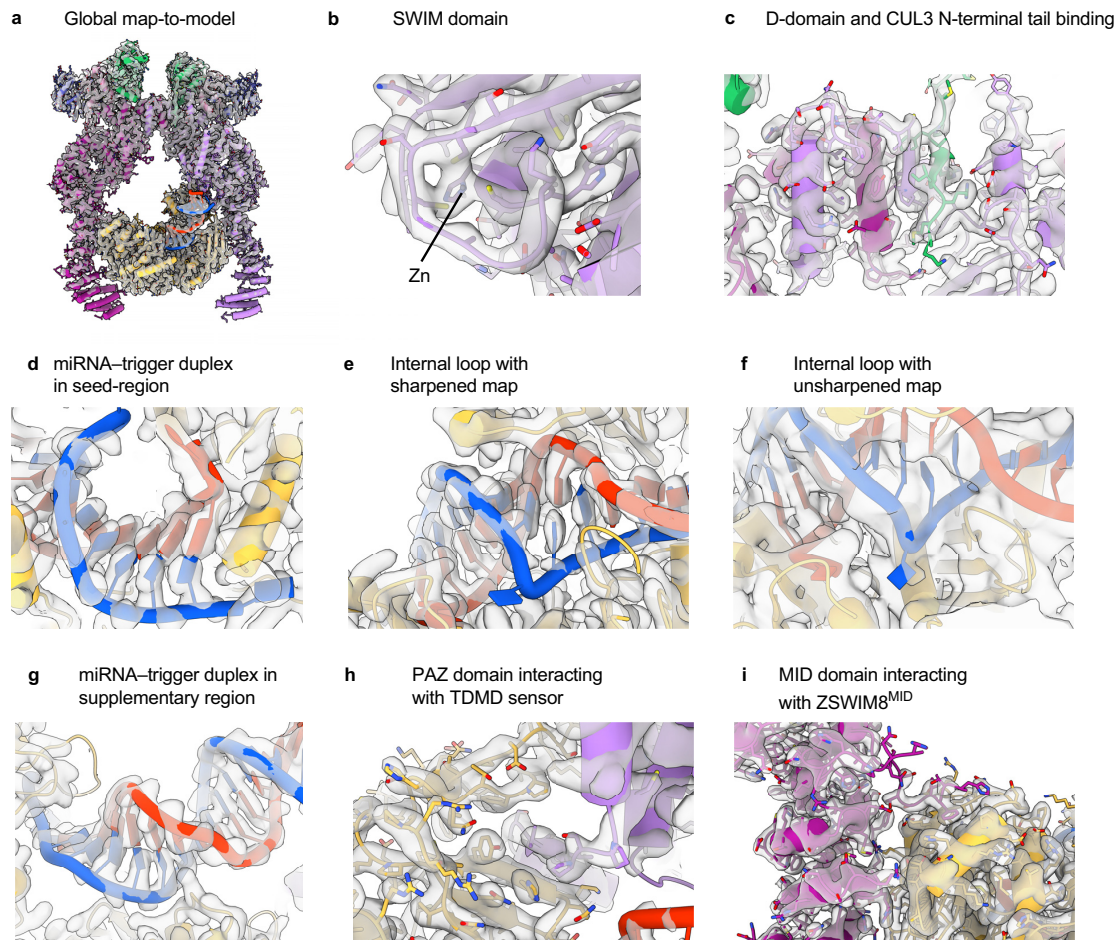

**Supplementary Figure 6.** Map-to-model fit of composite Map E to the atomic model. For each panel, the model is colored as in Figure 2. **a**, Global map-to-model fit. **b**, Fit of the SWIM domain. The zinc ion is highlighted for clarity. **c**, Fit of the dimerization domain (D-domain) and the associated CUL3 N-terminal tail. **d–g**, Fit of the RNA model to the density in several regions: **d**, seed region; **e**, internal loop with sharpened Map E; **f**, internal loop with unsharpened Map F; **g**, distal region. **h**, Fit of the TDMD sensor of the ZSWIM8<sup>NPAZ</sup> domain binding to the AGO2 PAZ domain. **i**, Fit of the ZSWIM8<sup>MID</sup> domain interaction with the AGO2 MID domain.

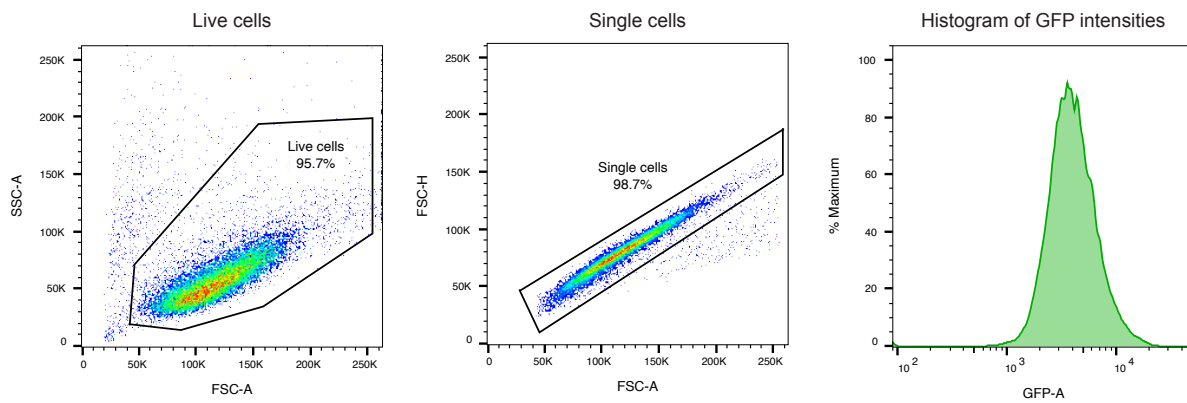

**Supplementary Figure 7.** Gating strategy for the ZSWIM8 intracellular rescue assay. Shown are representative plots from cells expressing wild-type ZSWIM8. Cells were gated to obtain live, single cells (left and middle, respectively). The GFP fluorescence was recorded for this subpopulation of cells (right). Approximately 20,000 live, single cells were analyzed for each sample. This gating strategy was used for flow cytometry-based experiments shown in Figure 3c and 4c and Extended Data Figures 3f, 3n, 4b, and 4j.

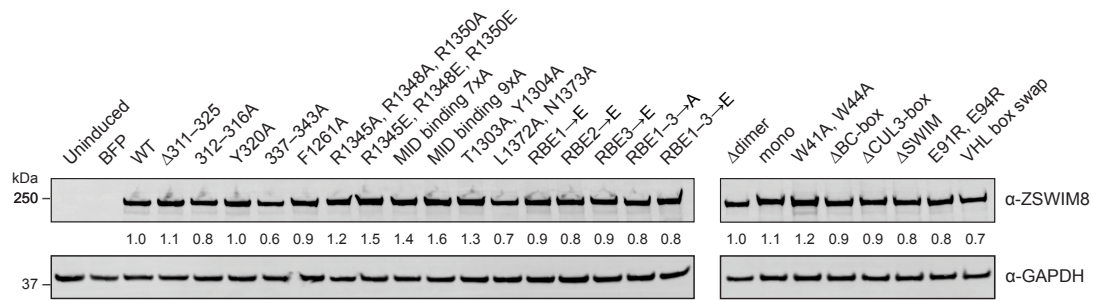

**Supplementary Figure 8.** Levels of ZSWIM8 protein variants used in the intracellular TDMD reporter assays shown in Figures 3c and 4c, and Extended Data Figures 3e–g, 3n, 4b, and 4j. Shown are representative western blots detecting expression of each ZSWIM8 variant as well as of GAPDH, which served as a loading control. Numbers show quantification, in which signal from each band was background-subtracted, normalized to that of GAPDH, and then normalized to the relative ZSWIM8 intensity in the wild-type (WT) ZSWIM8 lane. All ZSWIM8 variants were expressed at levels comparable to that of WT ZSWIM8.

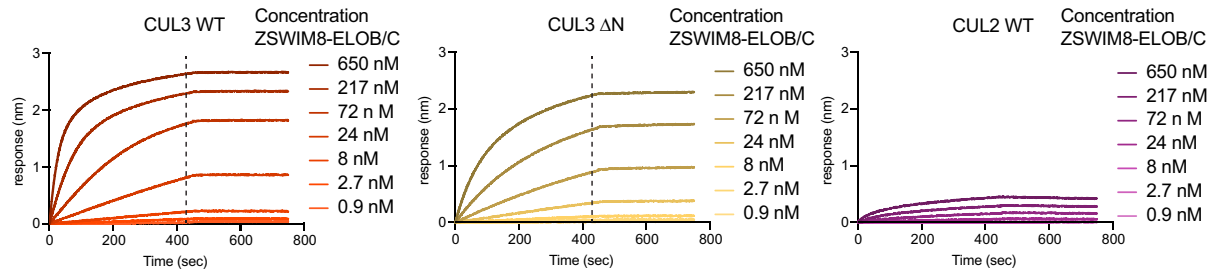

**Supplementary Figure 9.** Biolayer interferometry measurements to determine binding affinity of ZSWIM8 for CUL3 WT, CUL3  $\Delta$ N (lacking residues 1–24), and CUL2 WT N-terminal domains (Extended Data Figure 4h). Sensorgrams were normalized to the start of the association step. The dashed line indicates the time point at which the maximum response was measured and used for the determination of binding affinity. The dissociation step starting at 430 seconds did not induce any dissociation of ZSWIM8.

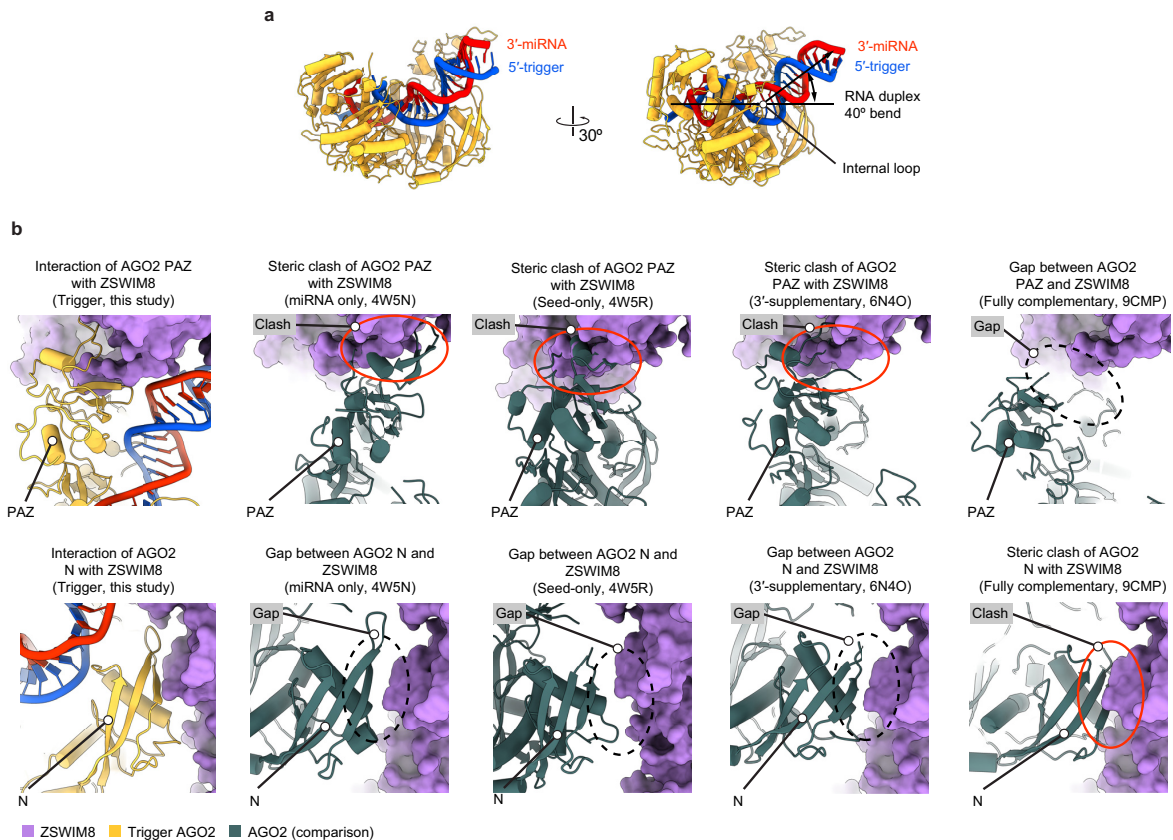

**Supplementary Figure 10.** Structural analysis of trigger-bound AGO–miRNA complex and comparison with other AGO–miRNA complexes. **a**, Cartoon representation illustrating the characteristic internal loop and upward bend of the miRNA–trigger duplex within AGO2. The internal loop enables a 40° deviation from a perfectly straight duplex. The angle was measured between the miRNA 3' terminus and the extension of the seed helix into a perfectly straight duplex, with the center of rotation placed at the internal loop. **b**, Cartoon and surface representations illustrating steric clashes or gaps formed with the AGO2 PAZ (top) or N (bottom) domains and the ZSWIM8 TDMD sensor when modelling possible interactions with other AGO2–miRNA–target RNA complexes. AGO2 complexes were aligned with residues 349–859 of the L2, MID, and PIWI domains. ZSWIM8 is shown in surface representation. Steric clashes are indicated by red ovals; gaps are indicated by black dashed ovals.

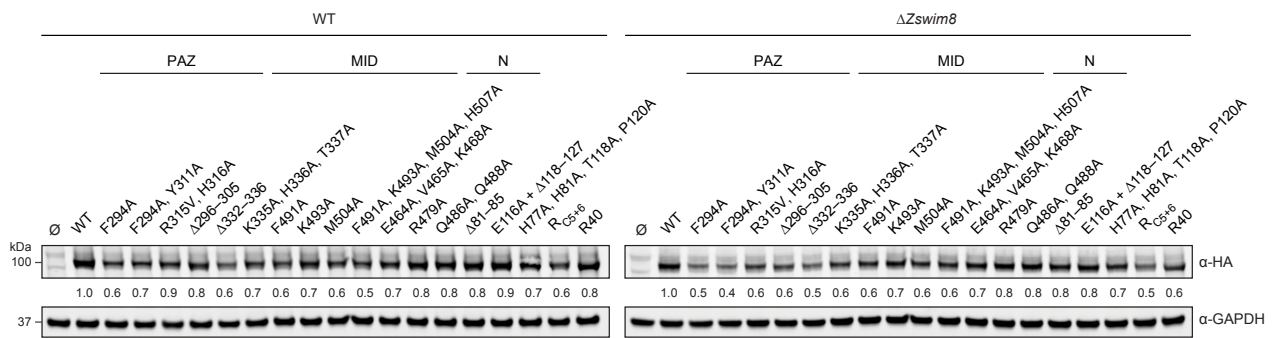

**Supplementary Figure 11.** Levels of AGO2 protein variants used in the intracellular AGO2 co-IP assay shown in Extended Data Figure 6b and c. Shown are representative western blots detecting expression of each HA-tagged AGO2 variant as well as of GAPDH, which served as a loading control. Numbers show quantification, in which signal from each band was background-subtracted, normalized to that of GAPDH, and then normalized to the relative AGO2 intensity in the wild-type (WT) AGO2 lane. All AGO2 variants were expressed at levels comparable to that of WT AGO2.

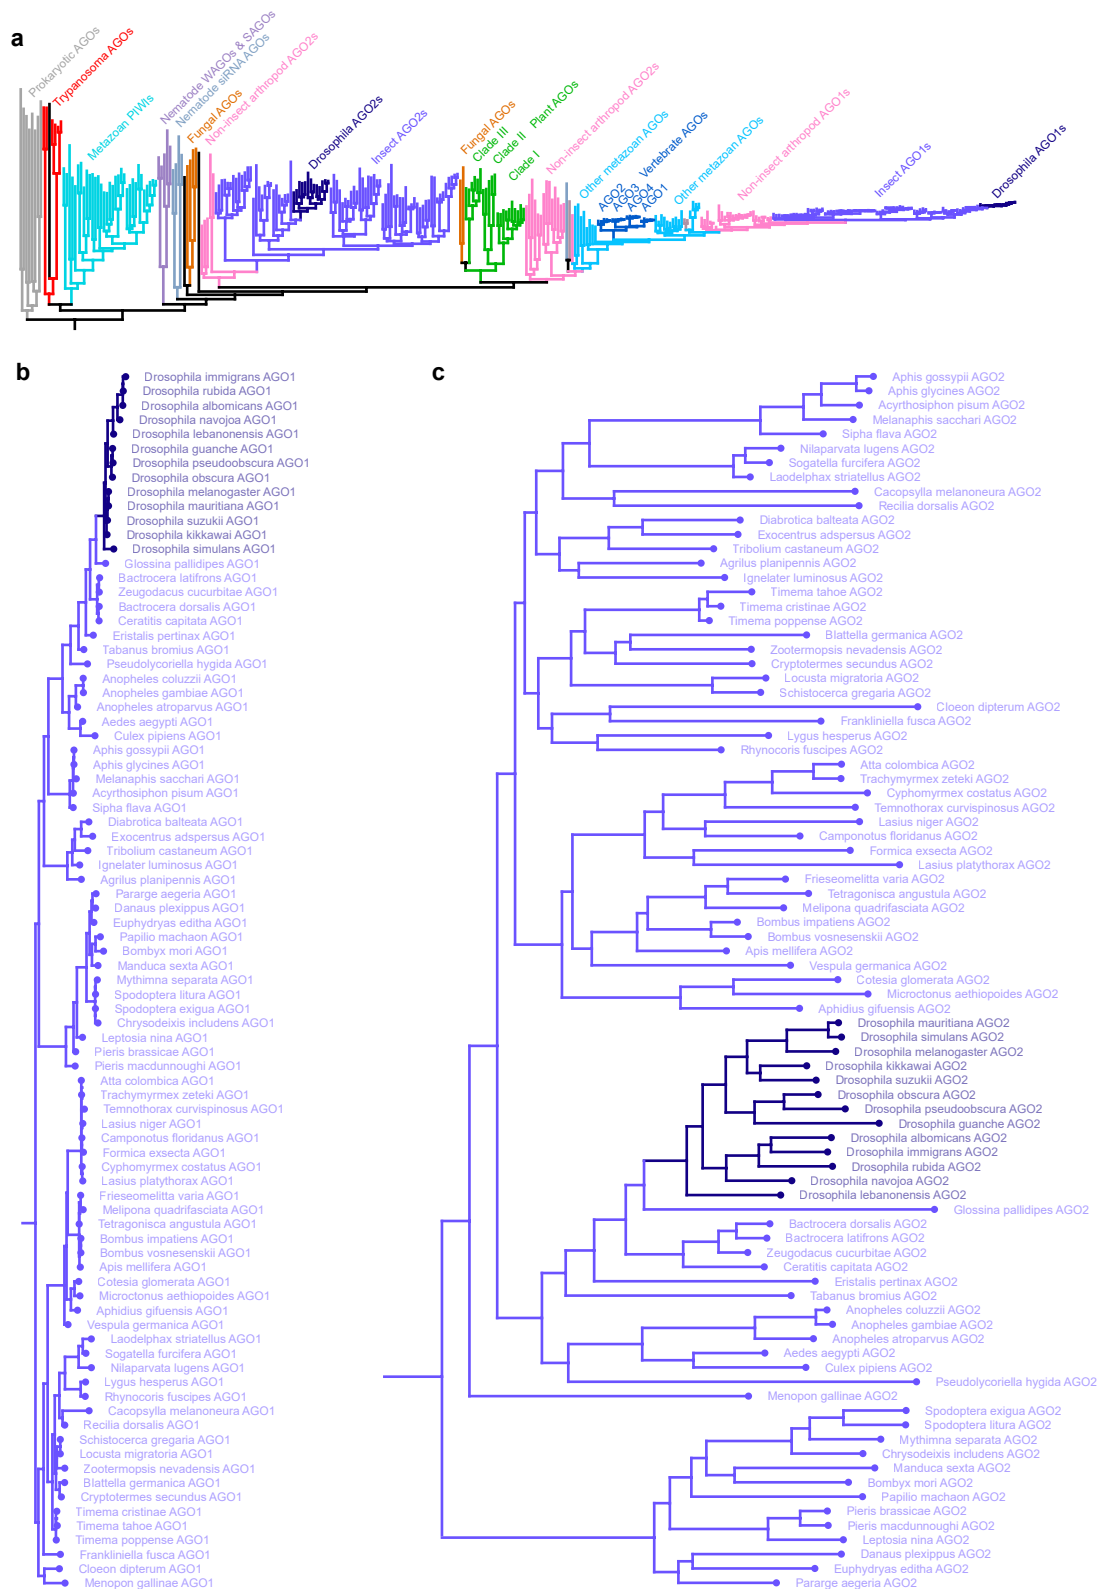

**Supplementary Figure 12.** Phylogenetic comparison of insect AGO homologs with different TDMD competencies. **a**, Phylogenetic tree of 347 homologs of AGO-family proteins, including some prokaryotic AGOs, Trypanosoma AGOs, nematode-specific AGOs, metazoan PIWIs, and AGOs from plants, fungi, metazoans, and other eukaryotes. Among these homologs are 85 matched pairs of

AGO1 and AGO2 homologs in insects, including those from 13 *Drosophila* species. Phylogeny was calculated using FastTree 2.2 (ref. 1) based on a multiple-sequence alignment of protein sequences obtained from UniProt<sup>2</sup>, aligned using the MUSCLE algorithm<sup>3</sup> with the SnapGene software. Homolog groups of interest are labelled and highlighted in distinct colors. Branch lengths are scaled to the rate of amino-acid changes between homologs. **b**, Phylogenetic tree of 85 insect AGO1 proteins, subsetted and magnified from **a**. Colors are as in **a**. *Drosophila* homologs are highlighted in dark purple. **c**, Phylogenetic tree of 85 insect AGO2 proteins, otherwise as in **b**, from the same 85 insect species and at the same branch-length scale. Branch lengths for insect AGO2 homologs, which are not thought to be subject to TDMD (based on studies of the fly protein)<sup>4</sup>, are longer than those for insect AGO1 homologs, which are subject to TDMD<sup>5</sup>. The shorter branch lengths of AGO1 indicates that its sequence is much more evolutionarily constrained.

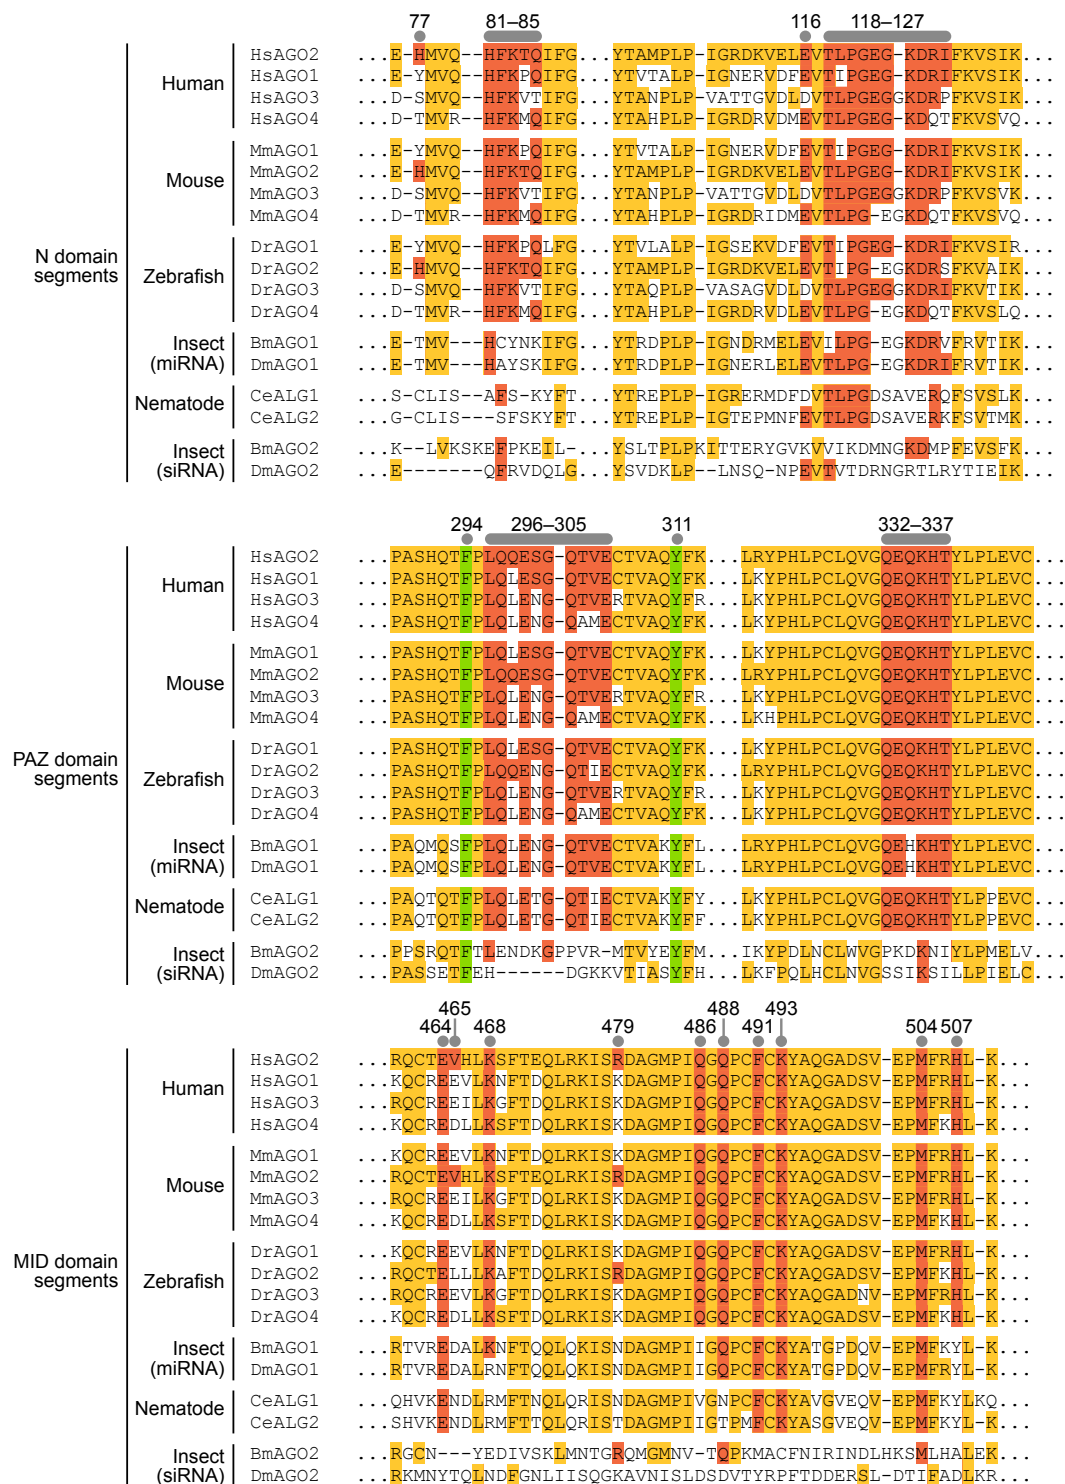

**Supplementary Figure 13.** Conservation of AGO protein sequence among homologs in diverse bilaterian species. Shown is a multiple-sequence alignment of regions that bind the ZSWIM8 protein, extracted from a sequence alignment of 111 AGO and PIWI homologs among metazoans, plants, fungi, and prokaryotes<sup>6</sup>. Residues identical to human AGO2 (HsAGO2) are highlighted in orange or red. Human AGO2 residues identified as ZSWIM8 contacts and assayed by substitutions are highlighted in red, as are homologous residues with conserved identity in other proteins. AGO residues identified as ZSWIM8 contacts are also marked with circles and with numbers indicating the

position of the corresponding human AGO2 residue; F294 and Y311 were assayed to investigate the effect of a vacated PAZ pocket but not as ZSWIM8 contacts, and so are highlighted in green instead. For comparison, results for insect AGO2 are also included. Insect AGO2 arose from an evolutionary lineage distinct from that of insect AGO1 and other metazoan AGOs<sup>7</sup> (Supplementary Figure 12a). It preferentially loads siRNAs instead of miRNAs and, based on studies of the fly protein<sup>4</sup>, is not thought to be subject to TDMD.

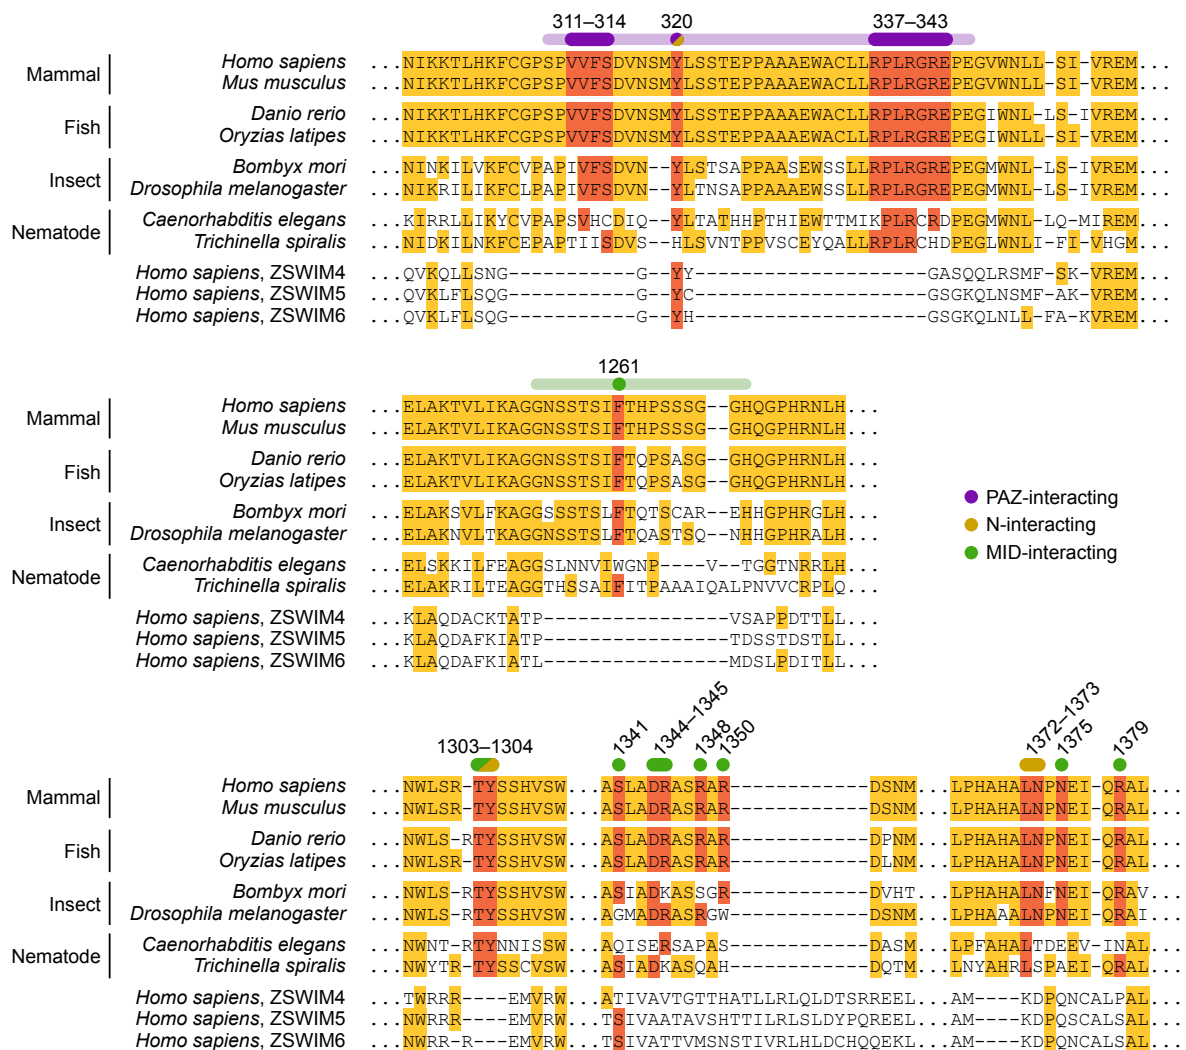

**Supplementary Figure 14.** Conservation of ZSWIM8 protein sequence among orthologs in diverse bilaterian species. Three human paralogs (ZSWIM4, ZSWIM5, and ZSWIM6) are also included for comparison. Shown is a multiple-sequence alignment of regions that bind the AGO protein, extracted from a sequence alignment of 1532 full-length ZSWIM4/5/6/8 metazoan homologs. Residues identical to human ZSWIM8 are highlighted in orange or red. Human ZSWIM8 residues that contact AGO are highlighted in red, as are homologous residues with conserved identity in other proteins. ZSWIM8 residues identified as AGO contacts are also marked with numbers indicating the position of the corresponding human ZSWIM8 residue, and with circles colored based on the domain of AGO with which they interact (key). ZSWIM4, 5, and 6, although related to ZSWIM8, are not thought to mediate TDMD. Indeed, ZSWIM8 residues that interact with AGO2 are mostly found in insertions unique to ZSWIM8 and not present in other members of the ZSWIM family.

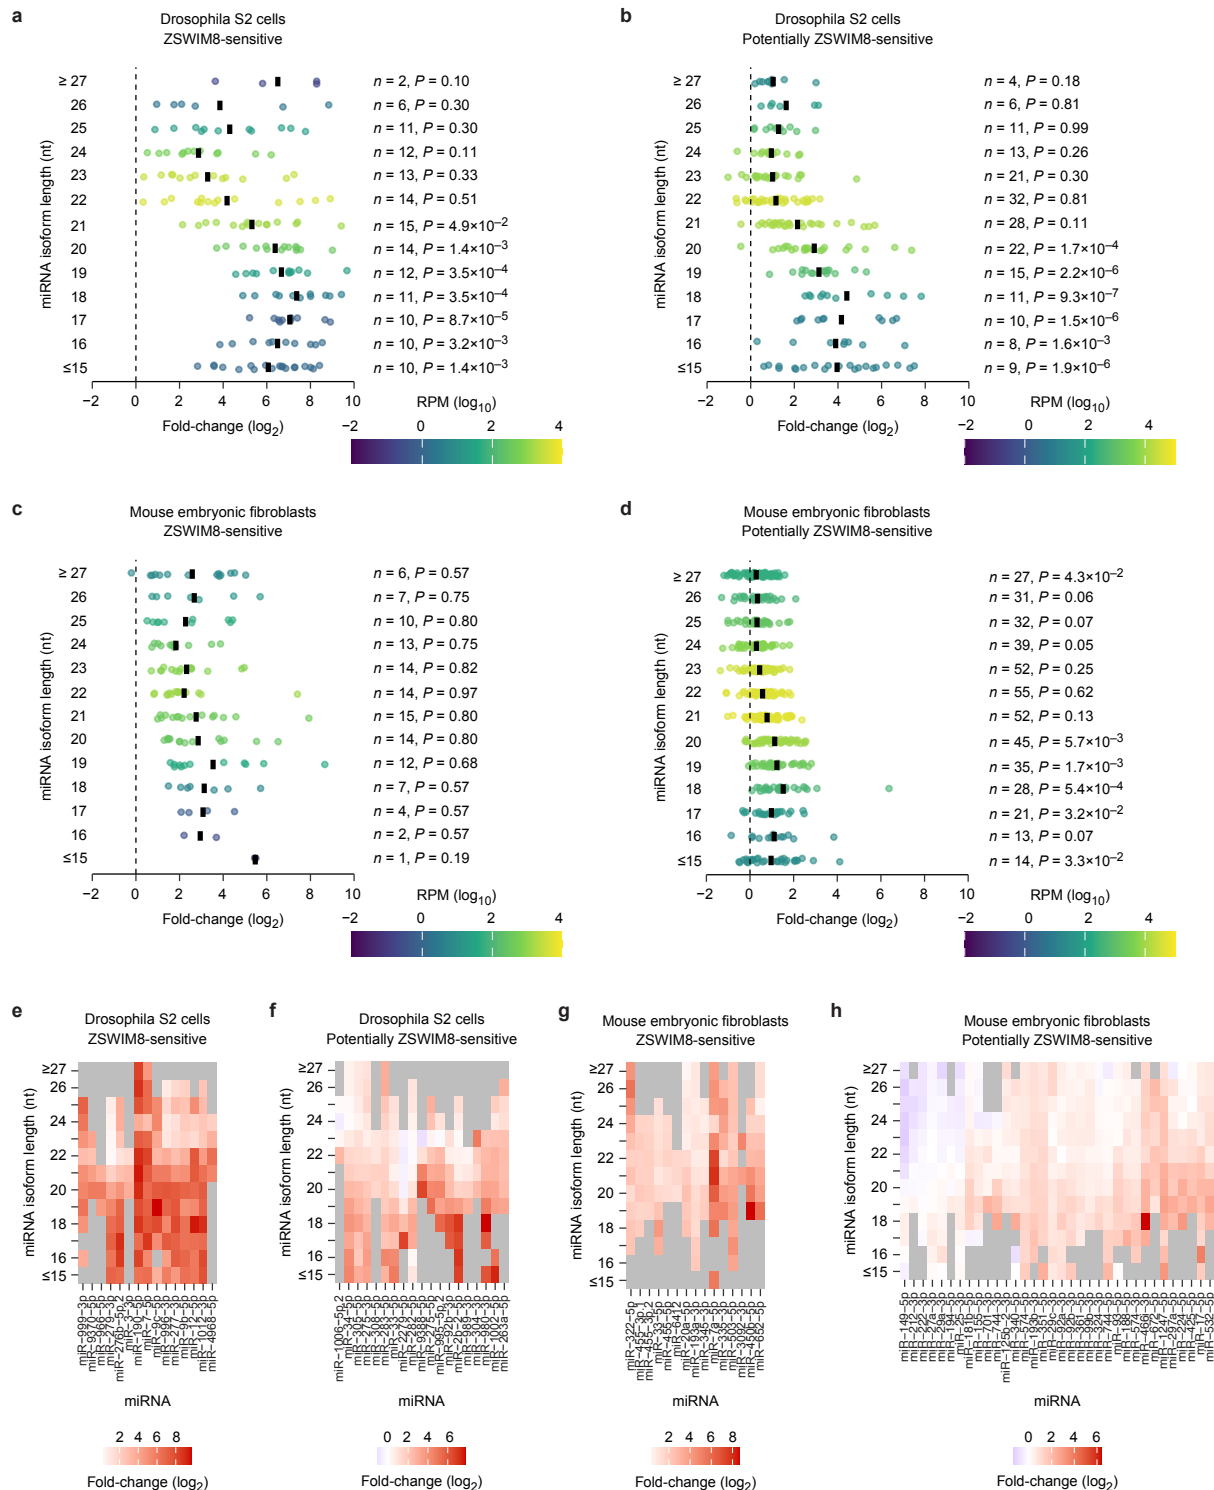

**Supplementary Figure 15.** Relationship between miRNA isoform length and ZSWIM8 sensitivity for ZSWIM8-sensitive miRNAs. **a**, Fold-changes ( $\log_2$ ) of miRNA molecules of the indicated lengths in *Zswim8*-knockout versus control Drosophila S2 cells for ZSWIM8-sensitive miRNAs ( $n = 3$  biological replicates). This panel is as in Extended Data Figure 7a, except it considers miRNAs classified as accumulating significantly upon loss of ZSWIM8 by BBUM analysis (FDR-adjusted  $P$ -value  $< 0.05$ )<sup>8</sup>. Each point represents a unique miRNA isoform of a given length, and each vertical black line represents the mean of the distribution of miRNA isoforms of the indicated length. For each bin,  $n$  corresponds to the number of unique miRNAs in that bin. **b**, Fold-changes ( $\log_2$ ) of miRNA molecules

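Supplementary Fig. 15 names 15 ZSWIM8-sensitive miRNAs in S2 cells, and all 15 were raised in the knockout lines with an adjusted p under 0.05 (edgeR's quasi-likelihood test), both over all miRNAs tested and adjusted over the list alone. The study chose this list on the same libraries, so this is not independent evidence. Their log2 fold-changes over all lengths ranged from 1.45 to 5.34. Relative to the 22-nt median, the mean log2 fold-change of their isoforms was 3.93 at 22 nt (14 isoforms), 5.08 at 21 nt (15), 6.12 at 20 nt (14), 6.41 at 19 nt (12) and 7.22 at 18 nt (11), and then 6.89 at 17 nt (10) and 6.36 at 16 nt (10). Within miRNAs, the fold-change of 13 to 18-nt reads exceeded that of 22-nt reads for 8 of 11 miRNAs, with a median difference of 2.68. The set test of their 50 short isoforms against the median of the list's own 22-nt isoforms gave an adjusted p of 0.000979 (fry), and against the 22-nt isoform of the same miRNA, a test added after seeing the data, 0.000935 (fry, adjusted over 4 such tests). With the 2 miRNAs that had at most 3 short reads in every WT line set to their bound, the median was 1.58, since few short reads of these miRNAs were present in WT lines at all. For miR-7-5p the difference was −1.19, and it rests on 4, 6 and 6 short reads in the WT lines against 369 to 766 in the knockout lines. For miR-12-5p it was −0.22, within the spread between lines and between −0.50 and 0.0074 with single lines left out. For miR-190-5p it was −0.65, which rests on at most 1 short read in each WT line (bound −2.73). It was 2.68 for miR-9c-5p and 1.27 for miR-996-3p, with every knockout line above every WT line. The value for miR-9c-5p, which is also the median of the list, rests on 7, 2 and 3 short reads in the WT lines.

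Of the 19 S2 miRNAs named as potentially sensitive, 9 were raised over all miRNAs tested and 13 when adjusted over the list alone, and 12 exceeded their passenger strand. The figure names only those with a minimum number of isoforms. The study chose them partly by their rise and their passenger strand in these libraries, so these counts are not independent evidence. For all 12 with reads to compare, the 13 to 18-nt reads rose more than the 22-nt reads, with a median difference of 2.99, or 2.53 with 4 of them at their bound. The same 2 set tests gave adjusted p of 0.000937 and 0.000493 (50 isoforms, fry).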

of the indicated lengths in *Zswim8*-knockout versus control *Drosophila* S2 cells for potentially ZSWIM8-sensitive miRNAs. This panel is as in **a**, except it considers miRNAs that fail to meet the more stringent cutoff for ZSWIM8 sensitivity in **a** and are instead classified as potentially ZSWIM8-sensitive based on meeting one of three criteria: 1) a  $\log_2$  fold-change  $> 0$  and  $P_{\text{adj}} < 0.05$ , 2) a  $\log_2$  fold-change significantly larger than that of their passenger strands, or 3) previous annotation as ZSWIM8-sensitive in S2 cells or embryos<sup>5,9</sup>. **c**, Fold-changes ( $\log_2$ ) of miRNA molecules of the indicated lengths in *Zswim8*-knockout versus control MEFs for ZSWIM8-sensitive miRNAs ( $n = 3$  biological replicates). This panel is as in **a**, except the analysis is of data from MEFs. **d**, Fold-changes ( $\log_2$ ) of miRNA molecules of the indicated lengths in *Zswim8*-knockout versus control MEFs for potentially ZSWIM8-sensitive miRNAs. This panel is as in **b**, except the analysis is of data from MEFs, and miRNAs were classified according to previous annotations of ZSWIM8 sensitivity in mouse tissues<sup>10</sup>. **e**, Relationship between miRNA isoform length and ZSWIM8 sensitivity in *Drosophila* cells for ZSWIM8-sensitive miRNAs. This panel is as in Extended Data Figure 7c, except it considers miRNAs classified as ZSWIM8-sensitive, as in panel **a**. 

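All 15 MEF miRNAs named as ZSWIM8-sensitive were raised in the knockout lines over all miRNAs tested and adjusted over the list alone, with log2 fold-changes from 0.87 to 4.16, and here too the list was chosen on these libraries. The mean log2 fold-change of their isoforms was 2.15 at 22 nt (14 isoforms), 2.69 at 21 nt (15), 2.78 at 20 nt (14), 3.50 at 19 nt (12) and 3.04 at 18 nt (7). Within miRNAs, the 13 to 18-nt reads rose more than the 22-nt reads for 6 of 7, with a median difference of 0.50. The set test of their 15 short isoforms gave an adjusted p of 0.000937 against the median of the list's own 22-nt isoforms and 0.00247 against the 22-nt isoform of the same miRNA (fry; the second test was added after seeing the data). The exception was miR-7a-5p at −1.60, which had 4, 1 and 1 short reads in the WT lines. Of the 34 MEF miRNAs named as potentially sensitive, 4 were raised over all miRNAs tested, 16 when adjusted over the list alone, and 24 exceeded their passenger strand. As in S2 cells, the figure names only those with enough isoforms, and the study chose them partly by these criteria in these libraries. The 13 to 18-nt reads rose more than the 22-nt reads for 27 of 28, with a median difference of 0.63 (91 isoforms, adjusted p of 0.00601 and 0.00247 from the same 2 tests, fry). With the read cutoff applied to the WT lines, neither MEF list was past the threshold of the first of them.

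**Figure D3:**
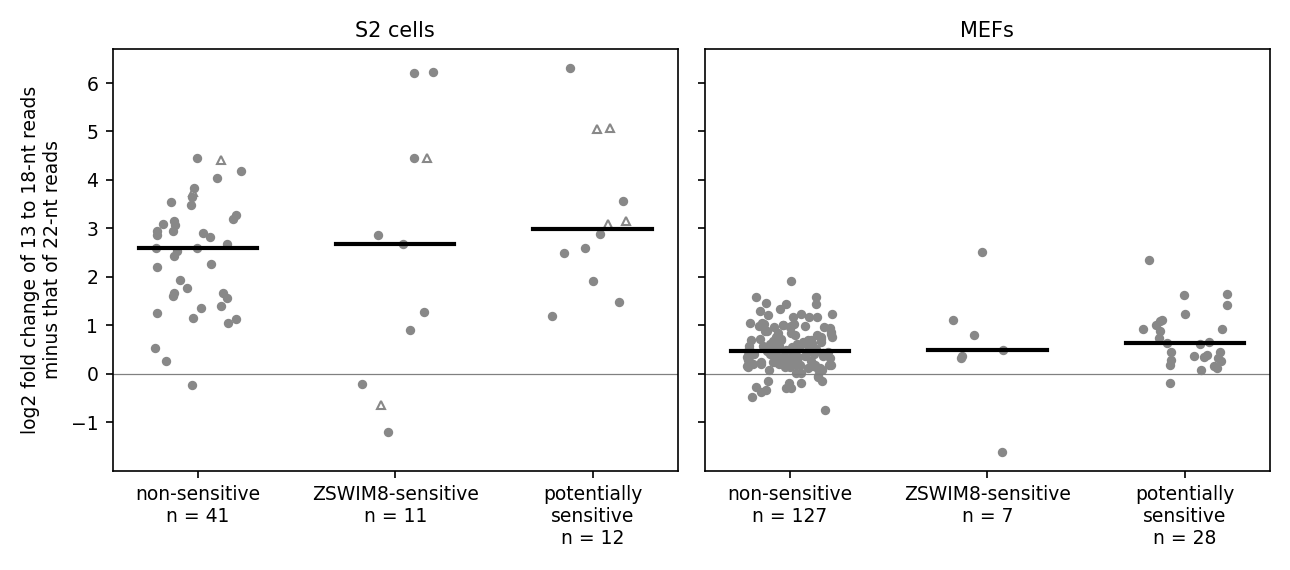
Log2 fold-change of 13 to 18-nt reads minus that of 22-nt reads for each miRNA, in S2 cells (left) and MEFs (right), for non-sensitive, ZSWIM8-sensitive and potentially sensitive miRNAs, with horizontal lines at the medians. Open triangles mark miRNAs with at most 3 short reads in every WT line, and the S2 medians lie at 2.60, 2.68 and 2.99 and the MEF medians at 0.47, 0.50 and 0.63.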

All ZSWIM8-sensitive miRNAs were included in the analysis, regardless of the number of isoforms passing the expression cutoff. **f**, Relationship between miRNA isoform length and ZSWIM8 sensitivity in *Drosophila* cells for potentially ZSWIM8-sensitive miRNAs. This panel is as in **e**, except it considers miRNAs classified as potentially ZSWIM8-sensitive, as in panel **b**, and only shows miRNAs with at least four isoforms of different lengths. **g**, Relationship between miRNA isoform length and ZSWIM8 sensitivity in MEFs for ZSWIM8-sensitive miRNAs. This panel is as in **e**, except the analysis is of data from MEFs. All ZSWIM8-sensitive miRNAs were included in the analysis, regardless of the number of isoforms passing the expression cutoff. **h**, Relationship between miRNA isoform length and ZSWIM8 sensitivity in MEFs for potentially ZSWIM8-sensitive miRNAs. This panel is as in **f**, except the analysis is of data from MEFs, and only shows miRNAs with at least six isoforms of different lengths.

## References

1. Price, M. N., Dehal, P. S. & Arkin, A. P. FastTree 2 – Approximately Maximum-Likelihood Trees for Large Alignments. *PLOS ONE* **5**, e9490 (2010).
2. The UniProt Consortium. UniProt: the Universal Protein Knowledgebase in 2023. *Nucleic Acids Res.* **51**, D523–D531 (2023).
3. Edgar, R. C. MUSCLE: multiple sequence alignment with high accuracy and high throughput. *Nucleic Acids Res.* **32**, 1792–1797 (2004).
4. Kingston, E. R. & Bartel, D. P. Ago2 protects Drosophila siRNAs and microRNAs from target-directed degradation, even in the absence of 2'-O-methylation. *RNA* **27**, 710–724 (2021).
5. Kingston, E. R., Blodgett, L. W. & Bartel, D. P. Endogenous transcripts direct microRNA degradation in Drosophila, and this targeted degradation is required for proper embryonic development. *Mol. Cell* **82**, 3872–3884.e9 (2022).
6. Mohamed, A. A., Wang, P. Y., Bartel, D. P. & Vos, S. M. The structural basis for RNA slicing by human Argonaute2. *Cell Rep.* **44**, (2025).
7. Swarts, D. C. *et al.* The evolutionary journey of Argonaute proteins. *Nat. Struct. Mol. Biol.* **21**, 743–753 (2014).
8. Wang, P. Y. & Bartel, D. P. A statistical approach for identifying primary substrates of ZSWIM8-mediated microRNA degradation in small-RNA sequencing data. *BMC Bioinformatics* **24**, 195 (2023).
9. Shi, C. Y. *et al.* The ZSWIM8 ubiquitin ligase mediates target-directed microRNA degradation. *Science* **370**, eabc9359 (2020).
10. Shi, C. Y. *et al.* ZSWIM8 destabilizes many murine microRNAs and is required for proper embryonic growth and development. *Genome Res.* **33**, 1482–1496 (2023).

# Supplementary material for: The E3 ubiquitin ligase mechanism specifying targeted microRNA degradation
**Source:** Nature. 2026 Mar 18;652(8110):784–93. doi: 10.1038/s41586-026-10232-0
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Cryo-EM: SerialEM (v4.1); Flow cytometry: BD FACSDiva (v9.0); Gel and blot imaging: Amersham Typhoon, Typhoon 9410, and LI-COR Odyssey CLx; sRNA-seq: Illumina NovaSeq 6000; Bio-layer interferometry: Octet Data Acquisition HT (v13.0.1)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Data analysis   | Cryo-EM structure analysis: CryoSPARC (v6.4.2), COOT (0.9.8.95), Phenix (1.21.1), AlphaFold3, and ChimeraX (v1.8–1.9); Flow cytometry analysis: FlowJo (v10.10.0); Gel band quantification: ImageQuant TL (v10.2) and LI-COR ImageStudio (v6.1.0.79); Bio-layer interferometry analysis: Octet Data Analysis HT (v13.0.1); All statistical analyses: GraphPad Prism (v10.4.0); sRNA-seq analysis: cutadapt (v4.8), FASTX Toolkit (v0.0.14), and DESeq2 (v1.38.3). Original code for the analysis of sRNA-seq data is available publicly at <a href="https://github.com/lwblodgett/ZSWIM8_sensitivity_of_miRNA_isoforms.git">https://github.com/lwblodgett/ZSWIM8_sensitivity_of_miRNA_isoforms.git</a> (copy archived at Zenodo: <a href="https://doi.org/10.5281/zenodo.18265217">https://doi.org/10.5281/zenodo.18265217</a> ). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The structural data will be made publicly available from the PDB and EMDB upon manuscript publication. The atomic coordinates have been deposited in the PDB with accession code 9RWZ, and electron microscopy maps deposited with the Electron Microscopy Data Bank with codes EMD-54348, EMD-54349, EMD-54350, EMD-54351, and EMD-54352. Sequencing data has been deposited in the Gene Expression Omnibus with accession code GSE303177 and will be made publicly available upon manuscript publication. Uncropped in-gel fluorescence images, the workflow for cryo-EM structure generation, and gating strategies for flow cytometry experiments are provided in the Supplementary Figures.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                                                                           |
|--------------------------------------------------------------------|-------------------------------------------------------------------------------------------|
| Reporting on sex and gender                                        | This study does not involve human participants, their data, or their biological material. |
| Reporting on race, ethnicity, or other socially relevant groupings | This study does not involve human participants, their data, or their biological material. |
| Population characteristics                                         | This study does not involve human participants, their data, or their biological material. |
| Recruitment                                                        | This study does not involve human participants, their data, or their biological material. |
| Ethics oversight                                                   | This study does not involve human participants, their data, or their biological material. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to predetermine sample size. Sample sizes were chosen based on pilot experiments to ensure clear and reliable interpretation of the results. The sample sizes used in this study are consistent with standard practices in the field (PMID: 32661162, 33536622). The exact sample size is indicated in each figure legend. |
| Data exclusions | No data were excluded.                                                                                                                                                                                                                                                                                                                                      |
| Replication     | Experiments were replicated at least twice with similar results. Representative images are shown where appropriate.                                                                                                                                                                                                                                         |
| Randomization   | Not applicable; there was no subjective rating of data involved in our study.                                                                                                                                                                                                                                                                               |
| Blinding        | Not applicable; there was no subjective rating of data involved in our study.                                                                                                                                                                                                                                                                               |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

## Methods

|                                     |                                                           |
|-------------------------------------|-----------------------------------------------------------|
| n/a                                 | Involved in the study                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                           |

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Primary antibodies: rabbit anti-ZSWIM8 (1:400; Invitrogen, PA5-59492), rabbit anti-HA (1:5,000; Cell Signaling Technology, C29F4, 3724), mouse anti-GAPDH (1:2,000; Invitrogen, GA1R, MA5-15738).<br>Secondary antibodies: IRDye 680RD goat anti-rabbit (1:10,000; LI-COR, 926-68071), IRDye 800CW goat anti-mouse (1:10,000, LI-COR, 926-32210).                                                                                                                                                                                                                                                                                                                                                                          |
| Validation      | anti-ZSWIM8: <a href="https://www.thermofisher.com/antibody/product/ZSWIM8-Antibody-Polyclonal/PA5-59492">https://www.thermofisher.com/antibody/product/ZSWIM8-Antibody-Polyclonal/PA5-59492</a><br>anti-HA: <a href="https://www.cellsignal.com/products/primary-antibodies/ha-tag-c29f4-rabbit-mab/3724?srsltid=AfmBOopj1hBE5_sImYHbedpnQ-KkBTzFCpzMNo4rj3eqg7Z7JtCB9YW">https://www.cellsignal.com/products/primary-antibodies/ha-tag-c29f4-rabbit-mab/3724?</a><br>anti-GAPDH: <a href="https://www.thermofisher.com/antibody/product/GAPDH-Loading-Control-Antibody-clone-GA1R-Monoclonal/MA5-15738">https://www.thermofisher.com/antibody/product/GAPDH-Loading-Control-Antibody-clone-GA1R-Monoclonal/MA5-15738</a> |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | Sf9 cells were obtained from Thermo Fisher Scientific (11496015). High Five cells (BTI-TN-5B1-4) were obtained from Thermo Fisher Scientific (B85502). Expi293F cells were obtained from Thermo Fisher Scientific (A14527). K562 cells harboring a miR-7-sensitive GFP reporter were a gift from Joshua Mendell, and were originally obtained from American Type Culture Collection (ATCC). MEF, S2, and HEK293FT cells are Bartel lab stocks. Generation of specific cell lines was performed as described in the methods. |
| Authentication                                                    | Cell lines were not authenticated.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Mycoplasma contamination                                          | Cell lines tested negative for mycoplasma contamination upon arrival to the lab.                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                               |

## Plants

|                       |                                           |
|-----------------------|-------------------------------------------|
| Seed stocks           | No plant material was used in this study. |
| Novel plant genotypes | No plant material was used in this study. |
| Authentication        | No plant material was used in this study. |

## Flow Cytometry

## Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

|                           |                                                                                                                                                                                                                                                                                   |
|---------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Samples were prepared as described in the methods. Upon harvesting, cells were concentrated to 2 million cells/mL in media and subjected to flow cytometry.                                                                                                                       |
| Instrument                | BD LSR Fortessa                                                                                                                                                                                                                                                                   |
| Software                  | BD FACSDiva (v9.0); FlowJo (v10.10.0)                                                                                                                                                                                                                                             |
| Cell population abundance | For each sample, 20,000 live cells were analyzed for GFP fluorescence in order to obtain a sufficient representation of each sample population.                                                                                                                                   |
| Gating strategy           | Initial gating steps included identification of live cells (SSC-A/FSC-A) followed by identification of single cells (FSC-H/FSC-A). This population of cells was analyzed by plotting the GFP fluorescence as a histogram. The gating strategy is shown in Supplementary Figure 7. |

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: The E3 ubiquitin ligase mechanism specifying targeted microRNA degradation
**Source:** Nature. 2026 Mar 18;652(8110):784–93. doi: 10.1038/s41586-026-10232-0
**Supplement:** Supplementary file 3 — Supplementary Tables 1–5.

**Supplementary Table 1** Table listing sequences of all target RNAs used in this study.

**Supplementary Table 2** Table describing all ZSWIM8 and AGO2 variants used in this study.

**Supplementary Table 3** Table listing sequences of all proteins used in this study.

**Supplementary Table 4** Table listing RNA, DNA, and LNA oligos used in this study.

**Supplementary Table 5** Tables with processed sRNA sequencing data.

How the deposited data were processed for this re-analysis (not part of the article)

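AGO-associated small RNAs were measured in 12 clonal lines, 3 WT control and 3 *Zswim8*-knockout lines each of *Drosophila* S2 cells and MEFs, with 1 library per line. The values used are counts of reads for each miRNA at each read length, which the authors deposited without normalization after trimming adaptors, removing reads of low quality and matching the first 13 nt of each read to a dictionary of miRNA sequences. Entries that share their first 13 nt had been joined by the authors, and the same table holds counts for spike-ins, size markers and, in S2 cells, 2S rRNA. All 12 libraries were used, and lines were grouped by the genotype and cell type of their labels. miRNA reads per line ranged from 16493713 to 28192817 in S2 cells and from 20744086 to 28360718 in MEFs. Reads carry no molecular identifiers, so bounds based on read numbers cover counting error only.

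S2 cells and MEFs were fitted separately, since their miRNAs differ. Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Library sizes and TMM factors came from the counts of each miRNA summed over 13 to 31 nt. miRNAs and isoforms with more than 5 reads in at least 2 knockout lines and at least 30 reads over the 6 lines were tested with edgeR's quasi-likelihood test, with genotype as the only term, and called at an adjusted p under 0.05 (Benjamini–Hochberg over the miRNAs or isoforms of a cell type). Standard errors were derived from the fold-change and its F statistic. Passenger strands were taken from the names of the miRNAs. miRNAs were set aside when raised, when above their passenger strand beyond the standard errors of both, or when named in Supplementary Fig. 15. The modified BBUM model of the study was not rerun. Isoform fold-changes were centred by subtracting the median of all tested 22-nt isoforms of the cell type.

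Sets of isoforms were tested with limma's fry, adjusted over 6 set tests (short isoforms of non-sensitive, sensitive and potentially sensitive miRNAs in each cell type) or over the 12 length classes other than 22 nt of a cell type. The 2 lists of each cell type were tested against the median of their own 22-nt isoforms and, in 4 tests added after seeing the data, against the 22-nt isoform of the same miRNA, whose fold-change was taken as known. With camera, the short isoforms of non-sensitive miRNAs in both cell types were also past 0.05 when the correlation between isoforms was estimated from the data. Single values per line were compared with exact two-sided permutation tests, for which 0.1 is the smallest p that 3 lines against 3 can give, and values across miRNAs with two-sided permutation tests of 100000 permutations. The ratio of 13 to 18-nt to 22-nt reads was taken on the log2 scale with a pseudocount of 0.5. Isoforms with at most 3 reads in every WT line were also set to the fold-change that 3 reads would allow. Recovery of changed isoforms was tested on simulated data with counts resembling each cell type, in which 99.4% of 173 isoforms changed 4-fold were called in S2 cells and 98.2% of 167 in MEFs, with 3.37% and 1.80% of calls false. Recovery of smaller changes of single isoforms, of the size of the 1.26-fold shift in MEFs, was not tested.

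The miRNAs named were chosen by a rule set before the data were examined. It takes miR-7; per cell type the 5 raised and 3 lowered miRNAs with the smallest adjusted p whose knockout lines all lie on one side of the WT lines; the 5 non-sensitive miRNAs with most reads; the 3 non-sensitive miRNAs with the largest and the 2 with the smallest difference between short and 22-nt reads among those with at least 100 short reads; and those in Supplementary Fig. 15 whose direction or call differed. miR-3092-5p and the raised miRNAs that the figure does not name were chosen after their values were seen. The alternatives tried were DESeq2's size factors in edgeR, DESeq2's Wald test, no read cutoff, the cutoff applied to the WT lines, cutoffs of 30 and 300 reads over the 6 lines that ignore genotype, the line number as a block, no centring, isoforms of 16 to 18 nt or 13 to 15 nt alone, other choices of the miRNAs left out, the median within miRNAs, other set tests, a pseudocount of 5 and leaving out each line in turn. Centring on the 22-nt isoforms of non-sensitive miRNAs was added after seeing the data. Hairpin positions come from the BDGP6.54 annotation, which played no part in the counting. Mouse coordinates and the source values of Extended Data Fig. 7 were not used here.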

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

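The spike-in and 2S rRNA comparisons below, apart from the share of 2S reads of 13 to 18 nt, were tests chosen only after the results were seen.

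The rise of 13 to 18-nt reads relative to 22-nt reads of non-sensitive miRNAs differed between the cell types by 1.90 on the log2 scale, with 2.42 in S2 cells and 0.52 in MEFs (exact permutation test over the knockout lines, p = 0.1, the smallest possible; 3 lines each). The difference stayed between 1.80 and 1.96 with each line left out in turn and between 1.70 and 2.85 over the alternatives planned for it. With alternatives chosen after seeing the data it was 1.21 with no read cutoff, 1.74 with the cutoff on the WT lines, 1.82 with 300 reads over the 6 lines and 1.86 with only the miRNAs named in Supplementary Fig. 15 left out or without the passenger-strand criterion. Shortening of RNA during library preparation that was stronger in knockout lines would also shorten spike-ins, but the log2 difference in the percentage of spike-in reads of 13 to 18 nt, knockout minus WT, was −0.16 in S2 cells and −0.12 in MEFs. These percentages rest on 25 to 49 short spike-in reads per line, and the spike-ins passed only the steps after their addition. The read cutoff on the knockout lines does not account for the whole difference either, since with the cutoff on the WT lines the median shift of short isoforms was 1.78 in S2 cells and 0.30 in MEFs. The cell types also differ in species, in culture (S2 cells were collected at confluency and MEFs after 5 d of confluency) and in the depletion of 2S rRNA, which was done for S2 libraries alone, and these differences cannot be told apart from the cell type. A stronger effect of ZSWIM8 on trimmed miRNAs in S2 cells stays open beside them.

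Reads of 21 to 24 nt matched to 2S rRNA, which the paper does not report on, were more frequent in S2 knockout lines, at 54.3 ± 7.17 per 1000 spike-in reads against 19.4 ± 2.82 in WT lines (SD, n = 3 lines each), a log2 difference of 1.48 (exact two-sided permutation test, p = 0.1, the smallest possible). Less complete depletion of 2S rRNA would also raise its 30-nt form, whose log2 difference per spike-in read was −0.14. General breakage of 2S rRNA would raise its reads of 13 to 18 nt, whose log2 difference per spike-in read was −0.18. Breakage at particular positions, differences between the clonal lines that arose apart from *Zswim8* and a role of ZSWIM8 were not tested and stay open.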

How the results depend on the processing

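Before the data were examined, 218 alternatives were chosen, each for 1 result, and a few on centring, on the comparison of the cell types and on the set tests of the 2 lists were added after seeing the data. Each fit without one line is counted on its own. Among the summary results, 310 values kept their direction and side of the threshold or moved by less than the spread, 29 were weaker, 10 stronger, 2 moved and 1 reversed. Among the named miRNAs, 700 were the same, 10 weaker, 18 stronger, 14 moved and 12 reversed.

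The median shift of short isoforms of non-sensitive miRNAs stayed past the threshold in both cell types under every alternative with a set test, from 1.78 (cutoff on the WT lines) to 3.27 (no miRNA left out) in S2 cells and from 0.11 (13 to 15 nt) to 0.44 (no read cutoff) in MEFs. As a median within miRNAs it was 2.60 and 0.47. Across the fits that each left out one line it ranged from 2.19 to 2.44 and from 0.29 to 0.37. The score of short to 22-nt reads ranged from 1.49 (no read cutoff) to 3.08 (13 to 15 nt) in S2 cells and from 0.23 (13 to 15 nt) to 0.56 (no miRNA left out) in MEFs, and with lines left out from 2.32 to 2.48 and from 0.47 to 0.60. DESeq2 gives no set test and no length classes.

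With DESeq2's Wald test, 13 S2 miRNAs were lowered, and 33 MEF miRNAs were raised and 8 lowered. With a cutoff of 30 reads over the 6 lines, 13 S2 miRNAs and 55 S2 isoforms were lowered, and with 300 reads 11 and 51, while 4 MEF miRNAs were lowered. With no read cutoff, 35 MEF miRNAs were raised and 13 lowered, and 108 MEF isoforms were lowered. With the cutoff on the WT lines, the shift was 0.65 for MEF sensitive and 0.45 for MEF potentially sensitive miRNAs, both no longer past the threshold, and the latter was 0.46 with 300 reads and 0.39 at 13 to 15 nt. At 13 to 15 nt the shift of MEF sensitive miRNAs reversed to −1.84, where 1 miRNA with 2 isoforms is left. The causes of the other changes were not tested, apart from the smaller number of isoforms that the stricter cutoffs leave.

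A block for the number of the clonal line assumes pairs. The paper derives WT and knockout MEF lines from common parental clones, but does not say whether equal numbers mark a shared parent. S2 lines are known to share only a number. Log2 counts of WT and knockout lines with the same number, less the mean of their genotype, correlated across miRNAs at −0.074, −0.23 and 0.38 in S2 cells (up to 0.43 for lines with different numbers) and at 0.092, 0.21 and 0.10 in MEFs (up to 0.051 for lines with different numbers). With it, 4 MEF miRNAs were lowered, 0 MEF length classes were past the threshold (3 at an unadjusted p under 0.05) and the shift of MEF potentially sensitive miRNAs was 0.55, not past the threshold. In MEFs every pair with equal numbers correlated more than any pair with different numbers, so shared parents stay possible and the blocked fit cannot be set aside there. The block removes degrees of freedom, so these calls say little about the size of the effect.

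With one line left out, S2 miRNAs raised ranged from 27 to 35, S2 miRNAs lowered from 11 (without the second knockout line) to 31, S2 isoforms raised from 400 to 452, S2 isoforms lowered from 62 to 105 and S2 length classes from 4 (without the first knockout line) to 9. MEF miRNAs raised ranged from 9 (without the second knockout line) to 28, MEF miRNAs lowered from 0 to 12, MEF isoforms raised from 183 (without the first knockout line) to 303, MEF isoforms lowered from 11 (without the third knockout line) to 88 and MEF length classes from 0 (without the second knockout line, with 8 at an unadjusted p under 0.05) to 5. At an unadjusted p under 0.05, 27, 36 and 28 MEF miRNAs were lowered in the 3 fits with 0 lowered, those without the third WT, the second knockout and the third knockout line. Fewer lines lower the power of each of these fits.

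Reversals among named miRNAs involved values near 0. The summed fold-change of the entry of miR-2a-3p was 0.024 with 30 and 0.043 with 300 reads over the 6 lines, and that of the MEF entry of miR-466p-3p was 0.017 with the cutoff on the WT lines, 0.0015 with 30 reads and 0.036 with the block. With one line left out, the summed fold-change ranged from −0.14 to 0.25 for miR-9c-3p, from −0.0028 to 0.20 for miR-276a-3p, from −0.15 to 0.24 for miR-466p-3p and from −0.047 to 0.24 for miR-339-5p, and the short-minus-22-nt difference of miR-12-5p from −0.50 to 0.0074. The cause was not tested.

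Few short reads in WT lines limit the fold-changes of short isoforms of the raised miRNAs, and differences of miR-7-5p, miR-7a-5p and miR-190-5p rest on at most 6 short reads in any WT line. Those of miR-9c-5p and miR-12-5p rest on at most 7.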

Differences from the paper's values

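The median log2 fold-change of 22-nt isoforms in S2 cells was −0.33, against the paper's −0.43 in Supplementary Table 5. The alternatives set before the data were examined gave −0.19 (DESeq2's size factors in edgeR), −0.20 (DESeq2's Wald test), −0.35 (no read cutoff), −0.30 (cutoff on the WT lines), −0.16 (30 reads over the 6 lines), −0.11 (300 reads) and −0.31 (line number as a block), and none of them closed the gap. The median over 22-nt isoforms of non-sensitive miRNAs alone was −0.52 with edgeR, which did not close it, and −0.40 with DESeq2, which differed from the paper's by less than the spread between lines here; both were chosen after seeing the values. The copy of that table that could be read holds 151 of 1109 S2 isoforms.

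The mean log2 fold-change of 22-nt isoforms of ZSWIM8-sensitive S2 miRNAs was 3.93, against about 4.2 in Supplementary Fig. 15a, read by eye. None of the alternatives set before the data were examined closed the gap (3.75 to 3.98). Centring on the 22-nt isoforms of non-sensitive miRNAs gave 4.12 with edgeR, which still differed, and 4.15 with DESeq2, which did not; both were chosen after seeing the values. For 18-nt isoforms the mean was 7.22, against about 7.4 in the same figure, read by eye, and the alternatives set before the data were examined gave 6.24 to 7.23, none of which closed the gap. The same centring gave 7.41 with edgeR and 7.34 with DESeq2, both closer to the figure than the spread between lines here and both chosen after seeing the values.

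Supplementary Fig. 15 places 3 S2 miRNAs and 8 MEF miRNAs among the potentially sensitive that were neither raised nor above their passenger strand here. The paper also counted miRNAs called sensitive in earlier studies, a criterion not used here. miR-275-3p had a log2 fold-change of 0.53 (adjusted p = 0.0672, edgeR). It was raised with DESeq2's size factors in edgeR (0.68), with DESeq2's Wald test (0.68), with no read cutoff (0.60), with the cutoff on the WT lines (0.65), with 30 (0.76) or 300 (0.77) reads over the 6 lines, with the block (0.55) and without the first knockout line (0.67). miR-989-3p, at 0.93 (adjusted p = 0.0645, edgeR), was raised with DESeq2's size factors in edgeR (1.06), with DESeq2's Wald test (1.06), with the cutoff on the WT lines (1.04), with 30 reads (1.14), with the block (0.89) and without the first knockout line (1.15). miR-282-5p, at −0.45 (adjusted p = 0.0827, edgeR), was neither raised nor above its passenger strand under any of the settings run, and was lowered without the first WT line (−0.57).

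In MEFs, miR-193b-3p had a log2 fold-change of 0.95 (adjusted p = 0.105, edgeR). It was raised with DESeq2's Wald test (0.95), with no read cutoff (0.95) and without the second WT line (1.26), and was above its passenger strand with no read cutoff and without the first WT line (0.84). miR-574-3p, at 0.50 (adjusted p = 0.0662, edgeR), was raised with DESeq2's Wald test (0.49) and with 300 reads over the 6 lines (0.50). miR-92b-3p, at 0.44 (adjusted p = 0.582, edgeR), was above its passenger strand with no read cutoff (0.44), with the block (0.61) and without the first (0.085) or the second WT line (1.02), and miR-212-3p, at −0.51 (adjusted p = 0.477, edgeR), without the second WT line (−0.89). miR-149-5p, miR-29a-3p (−0.24), miR-744-3p (0.43) and miR-744-5p (0.20) met neither criterion under any setting run. miR-149-5p, whose fold-change was below 0, was lowered with DESeq2's Wald test (−1.01), with no read cutoff (−1.01) and with the block (−1.02).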

Other observations

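The tests on spike-ins, on the match of the first 13 nt and on the composition of the libraries were chosen only after the result was seen, whereas those on the read cutoff, the exclusion of miRNAs, the share of short 2S reads and the other splits of the lines were set before it.

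Technical explanations for the rise of 13 to 18-nt isoforms of non-sensitive miRNAs were tested in turn. With the read cutoff on the WT lines, which cannot favour isoforms present in knockout lines alone, the median shift was 1.78 in S2 cells and 0.30 in MEFs. In 20 simulations of unchanged counts that passed through the same exclusion of miRNAs, the highest median shift was 0.075 in S2 cells and 0.052 in MEFs, with an unadjusted fry p under 0.05 in 2 and 1 of them. At most 1 miRNA was raised in any simulation, so the exclusion of raised miRNAs hardly acted there, unlike in the real data. The log2 difference in the percentage of short spike-in reads was −0.16 in S2 cells (exact two-sided permutation test, p = 0.5) and −0.12 in MEFs (exact test, p = 0.7), where short miRNA reads rose by 2.21 and 0.47 on the same scale. The margin is narrower in MEFs, since the log2 percentages of the MEF WT lines had an SD of 0.37. In S2 cells, the log2 difference in the percentage of 2S rRNA reads of 13 to 18 nt was −0.043 (exact test, p = 0.7). Fragments of other RNAs that share 13 nt with a miRNA would add short reads whatever the abundance of the miRNA, but added short reads rose with the 22-nt reads of WT lines across miRNAs, with a Spearman rho of 0.66 over 100 S2 miRNAs and 0.49 over 397 MEF miRNAs (permutation test, p = 1e-05 for both, the smallest that the permutations give; miRNAs are not independent replicates). Normalization moved by the raised miRNAs cannot change a ratio within each library, and that ratio rose by 2.42 in S2 cells and 0.52 in MEFs. The 2S reads and, for the exclusion of raised miRNAs, the simulations do not decide. Each of the other values argues against its explanation as the whole cause. Differences that arose in each clonal line on its own would have to move every S2 knockout line the same way. The S2 ratio rose by 2.42, where its SD between lines was 0.027 in WT and 0.31 in knockout lines. These values argue against such differences as the whole cause in S2 cells. Differences apart from *Zswim8* that the knockout lines share, and differences between MEF lines, were not tested. They stay open beside a biological effect of ZSWIM8.

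The 6 lines of a cell type can be split into 3 and 3 in 10 ways, so the share of splits cannot go under 0.1. For all 18 summary results, namely the miRNAs raised and lowered, the isoforms raised and lowered, the shifts of non-sensitive, sensitive and potentially sensitive miRNAs, the length classes and the miRNAs above their passenger strand in each cell type, only 1 of the 10 splits, the real one, gave a result as large.

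In MEFs, isoforms of 23 nt or more of non-sensitive miRNAs had medians below 0, from −0.099 at 23 nt to −0.31 at 27 nt or more, none past the threshold (adjusted p from 0.124 to 0.222, limma's fry). In S2 cells the medians at 24 nt and above were not below 0.

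Raised miRNAs that Supplementary Fig. 15 does not name numbered 7 in S2 cells and 2 in MEFs, and were chosen after their values were seen. The figure names potentially sensitive miRNAs only if they have a minimum number of isoforms of different lengths. Being unnamed therefore does not show that the study classed these miRNAs otherwise. In S2 cells they were miR-2493-3p (log2 fold-change 2.95), miR-2501-5p (4.37), miR-286-3p (1.38), miR-3643-3p (1.44), miR-929-5p (3.73), miR-980-5p (2.97) and miR-995-5p.1 (1.05). miR-2501-5p and miR-980-5p were not raised without the first WT line, miR-2501-5p also had too few reads to be tested without any 1 knockout line, and miR-995-5p.1 was not raised without the first WT, the third WT or the second knockout line. With the cutoff on the WT lines, miR-2493-3p, miR-2501-5p and miR-980-5p had too few reads to be tested, and with 300 reads over the 6 lines these and miR-3643-3p had too few. In MEFs they were miR-3092-5p (6.51), which had too few reads to be tested without any 1 knockout line, and miR-3112-5p (2.51), which was not raised with the block or in 5 of the 6 fits that left out a line. Both had too few reads with the cutoff on the WT lines and with 300 reads over the 6 lines.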
